# Induction of functional xeno-free MSCs from human iPSCs via a neural crest cell lineage

**DOI:** 10.1038/s41536-022-00241-8

**Published:** 2022-09-15

**Authors:** Daisuke Kamiya, Nana Takenaka-Ninagawa, Souta Motoike, Mikihito Kajiya, Teppei Akaboshi, Chengzhu Zhao, Mitsuaki Shibata, Sho Senda, Yayoi Toyooka, Hidetoshi Sakurai, Hidemi Kurihara, Makoto Ikeya

**Keywords:** Mesenchymal stem cells, Stem-cell research, Regeneration

## Abstract

Mesenchymal stem/stromal cells (MSCs) are adult multipotent stem cells. Here, we induced MSCs from human induced pluripotent stem cells (iPSCs) via a neural crest cell (NCC) lineage under xeno-free conditions and evaluated their in vivo functions. We modified a previous MSC induction method to work under xeno-free conditions. Bovine serum albumin-containing NCC induction medium and fetal bovine serum-containing MSC induction medium were replaced with xeno-free medium. Through our optimized method, iPSCs differentiated into MSCs with high efficiency. To evaluate their in vivo activities, we transplanted the xeno-free-induced MSCs (XF-iMSCs) into mouse models for bone and skeletal muscle regeneration and confirmed their regenerative potency. These XF-iMSCs mainly promoted the regeneration of surrounding host cells, suggesting that they secrete soluble factors into affected regions. We also found that the peroxidasin and IGF2 secreted by the XF-iMSCs partially contributed to myotube differentiation. These results suggest that XF-iMSCs are important for future applications in regenerative medicine.

## Introduction

Mesenchymal stem/stromal cells (MSCs) are a cell population capable of differentiating into osteocytes, chondrocytes, and adipocytes in vitro and are present in several tissues, such as bone marrow, adipose tissue, synovium, dental pulp, and cord blood^1,2^. Bone marrow-derived MSCs have long been used for hematopoietic stem cell transplantation; hence, they are considered safe for medical use^3^. Currently, primary MSCs are used to treat several clinical complications, including graft-versus-host disease, Crohn’s disease^4^, ischemic cardiomyopathy^5^, and stroke^6^. These broad applications illustrate the significance of MSCs in cell therapy^7^.

The quality of MSCs varies depending on, but is not limited to, the donor’s health and medication intake. In addition, the number of MSCs obtained from elderly people is usually low because MSC production decreases in vivo with age^8^. Hence, the development of a method that provides a stable supply of high-quality MSCs is essential for cell therapy. Although various efforts have been made in this direction (such as the improvement of culture medium, optimization of oxygen conditions), such a method has not yet been developed.

Our research has focused on the development of a method for inducing MSCs from pluripotent stem cells^9^. Developmentally, MSCs are differentiated via mesodermal cells or neural crest cells (NCCs)^10–12^. NCCs are multipotent ectodermal cells that develop from the intermediate of the neuroectoderm and epidermal ectoderm during vertebrate development^13^. NCCs are known to differentiate into ectoderm lineage cells, such as peripheral nerve cells and glial cells; mesoderm cells, such as the bone cells, cartilage cells, and adipocytes through MSCs; and endoderm cells, such as hepatocytes and pancreatic cells. Based on this knowledge, we developed an easy and robust method to induce MSCs from human induced pluripotent stem cells (iPSCs) via NCCs^9^. Using this induction method, we conducted pathological analysis and drug discovery research on fibrodysplasia ossificans progressiva, a rare and refractory bone disease characterized by heterotopic ossification in muscle tissue^14–17^. However, this method contains animal-derived components, which are disadvantageous for cell therapy^18,19^.

In the present study, in continuation of our research and considering the future of regenerative medicine, we adapted our induction protocol to include xeno-free conditions and demonstrate that induced MSCs stimulate skeletal muscle and bone regeneration. This study may provide novel clinical treatments for intractable musculoskeletal disorders, such as osteoporosis and sarcopenia.

## Results

### Induction of NCCs from human iPSCs under xeno-free conditions

To induce NCCs from human iPSCs under xeno-free conditions, we modified the previous induction protocol. In the original protocol, we used iPSC lines maintained on an STO cell line transformed with neomycin resistance and LIF genes (SNL) stromal feeder cells in a culture dish coated with growth factor-reduced Matrigel, which was extracted from the Engelbreth–Holm–Swarm mouse sarcoma cell line. To avoid these animal components, we used a feeder-free and xeno-free iPSC line—1231A3 iPSCs—and maintained it in iMatrix (laminin-511 E8 fragment)-coated culture dishes and in Stemfit AK03N xeno-free (defined and animal component-free) culture media^20^ (Fig. 1A). We cultured the iPSCs for 4 days until colonies formed, before starting the NCC induction. In the original protocol, bovine serum albumin (BSA) was used during the NCC induction. Here, we replaced BSA-containing basal medium with Stemfit Basic03, which is comparable to AK03N minus bFGF. Ten days after the NCC induction in Stemfit Basic03 medium supplemented with 10 μM SB431542 (SB) and 1 μM CHIR99021 (CHIR), the cells nearly reached confluence (Fig. 1B, C) in the cell-dense region and expressed the NCC markers SOX10, CD271, and TFAP2A (Fig. 1B and Supplementary Fig. 1A). We also confirmed that SOX10 and CD271, a cell-surface marker of NCC, mostly overlapped. The induction efficiency was analyzed using fluorescence-activated cell sorting (FACS) with CD271 and SSEA4 antibodies. SSEA4-positive undifferentiated iPSCs were seldom detected (<0.05%) and the ratio of CD271^high^-positive cells reached a peak of 90% (Supplementary Fig. 1B, C). The robustness of this protocol was confirmed by repeated experiments using 1231A3 and other feeder-free and xeno-free iPSC lines (1231A3, 1381A5, 1381B5, 1383D2, and 1383D10; 71.8 ± 18.3%, 59.0 ± 13.7%, 55.2 ± 17.5%, 15.0 ± 11.1%, and 50.3 ± 13.3%, respectively) (Supplementary Fig. 1D). CD271^high^-positive cells emerged until day 4 and gradually increased during induction (Fig. 1D). Since CD271 recognizes the cell-surface protein NGFR (p75), cell sorting with the CD271 antibody allowed for enrichment of NCCs (Supplementary Fig. 1E); the enrichment was confirmed by the higher expression of NCC markers (*NGFR, SOX10, TFAP2A*, and *RHOB*) in CD271^high^ cells compared with that in the CD271^low^ cells (Fig. 1E). We also checked the expression of the neural plate border marker *PAX3* and neuroectoderm marker *PAX6* as well as the pluripotent cell marker *POUF5F1* using quantitative real-time polymerase chain reaction (RT-qPCR). We found that CD271^low^ cells included neural cells (Fig. 1E). The multiple differentiation potential of CD271^high^ cells (positive for TUBB3 and negative for Peripherin, GFAP and MITF) (Supplementary Fig. 2A) was confirmed by the induction of peripheral nervous system cells (TUBB3, Peripherin, and GFAP) (Fig. 1F, G) and melanocytes (MITF) (Fig. 1H). From CD271^low^ cells TUBB3-positive neurons were induced, but Peripherin-positive peripheral neurons were hardly detected, and MITF-positive pigment cells were not at all, consistent with the result that CD271^low^ cells included neuroectoderm (Supplementary Fig. 2B).

**Fig. 1:**
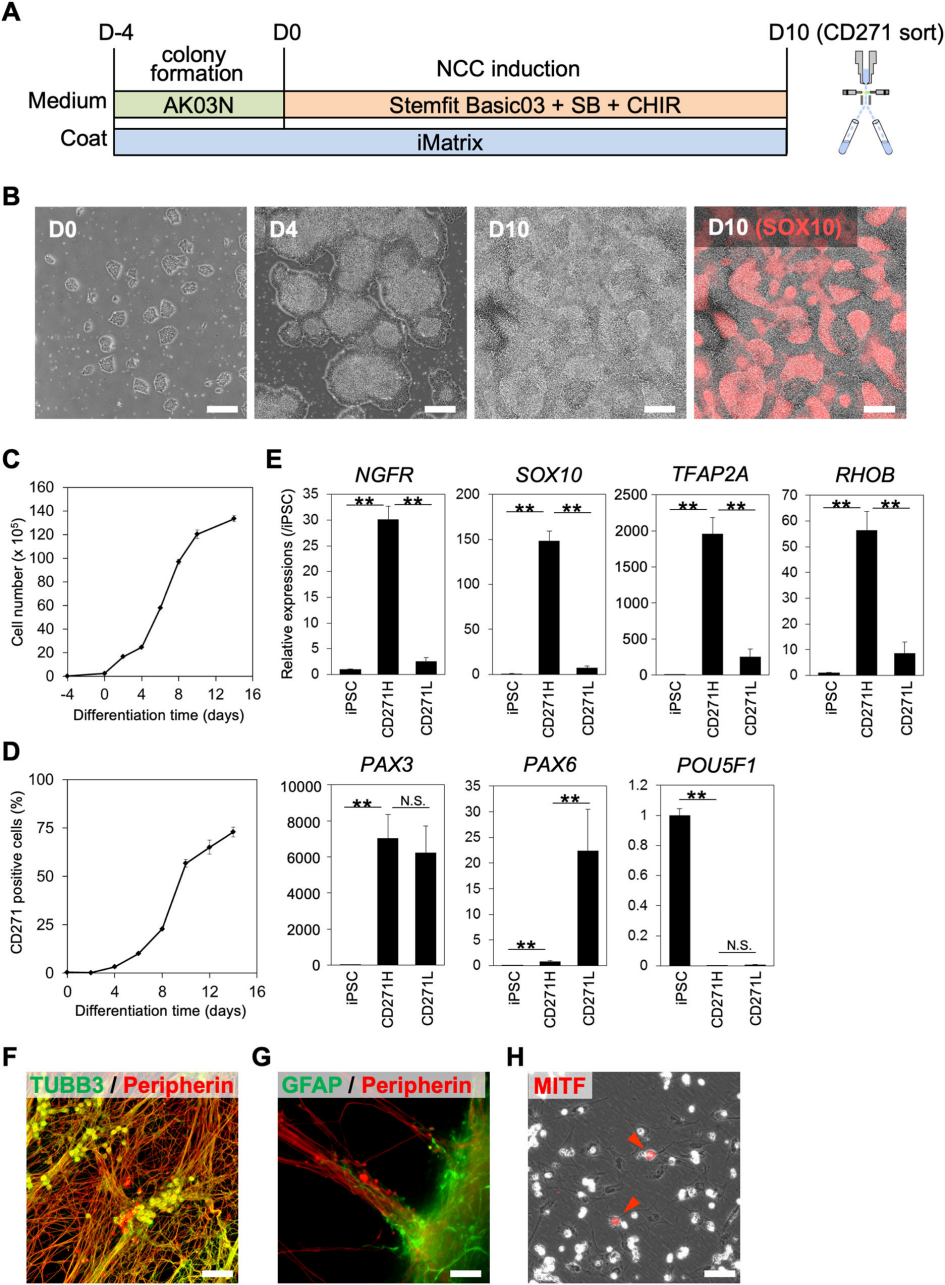
Efficient induction of iNCCs from iPSCs under xeno-free conditions. **A** Schematic representation of a neural crest induction protocol using AK03N and Basic03 xeno-free medium. **B** Morphology of colonies during the induction. Phase contrast images obtained on days 0, 4, and 10. In the far right panel, SOX10 (red color) expression was merged at day 10. Scale bars, 200 µm. **C** Numbers of cells during neural crest induction. Data are the mean ± SD, *n* = 3. **D** Percentage of CD271-positive cells during neural crest induction, as analyzed by FCM. Data are the mean ± SD, *n* = 3. **E** The expression of marker genes in sorted CD271^high^ (CD271H) and CD271^low^ (CD271L) cells. The mRNA expression of each gene was analyzed by RT-qPCR in 1231A3 iPSCs and CD271H and CD271L cells and is shown relative to the expression level in 1231A3 iPSCs. Data are the mean ± SD, *n* = 3. **P < 0.01. Neuronal cell (**F**), glial cell (**G**), and melanocyte (**H**) differentiation from CD271H-sorted cells. **F** Cells were stained with an anti-TUBB3 antibody (green) and anti-peripherin antibody (red). **G** Cells were stained with an anti-GFAP antibody (green) and anti-peripherin antibody (red). **H** Cells were stained with an anti-MITF antibody (red). Scale bars, 50 µm (**F**–**H**).

To investigate the developmental pathway followed by induced NCCs, the global gene expression profiles of NCCs on days 2, 4, 6, 8, and 10 post induction and those of CD271^high^ and CD271^low^ cells on day 10 were analyzed. During the first 6 days, the expression of pluripotent markers, such as *POU5F1*, *NANOG*, *ZFP42*, *DNMT3B*, and *CDH1*, was downregulated (Fig. 2A). Conversely, the expression of ectodermal markers, including neuroectoderm (*PAX6* and *DACH1*), neural plate border (*PAX3*, *PAX7*, *ZIC1*, *MSX2*, and *TFAP2A*), and NCC (*SOX10*, *FOXD3*, *NGFR*, *ITGA4*, and *SNAI2*) markers, was upregulated. Consistent with our RT-qPCR data, CD271^high^ cells highly expressed NCC markers, whereas CD271^low^ cells highly expressed neuroectodermal markers. These data confirm the successful enrichment of NCCs by CD271 FACS. The activation of an epidermal ectoderm marker (*ECT*), mesoderm markers (*T*, *MIXL1*, *TBX6*, *WNT3*, *SIM1*, *OSR1*, and *KDR*), and endoderm markers (*FOXA2*, *SOX17*, *CER1*, and *LHX1*) was marginal (Fig. 2B). The expression of region-specific homeobox genes revealed that our protocol induced cells in the midbrain and anterior hindbrain regions (positive for *OTX1*, *OTX2*, *EN1*, and *HOXA2*) but not in the forebrain or spinal cord (Fig. 2C). A principal component analysis (PCA) showed that a shift along primary component 1 (PC1, 39.2%) was observed during the first 6 days, whereas a major shift was observed along with PC2 (16.1%) from day 6 to day 10 (Fig. 2D). Taken together, these data suggest the directed differentiation of the midbrain and anterior hindbrain NCCs through the ectodermal lineage and dynamic fate restriction from pluripotency to neuroectoderm and NCCs during the first 6 days.

**Fig. 2:**
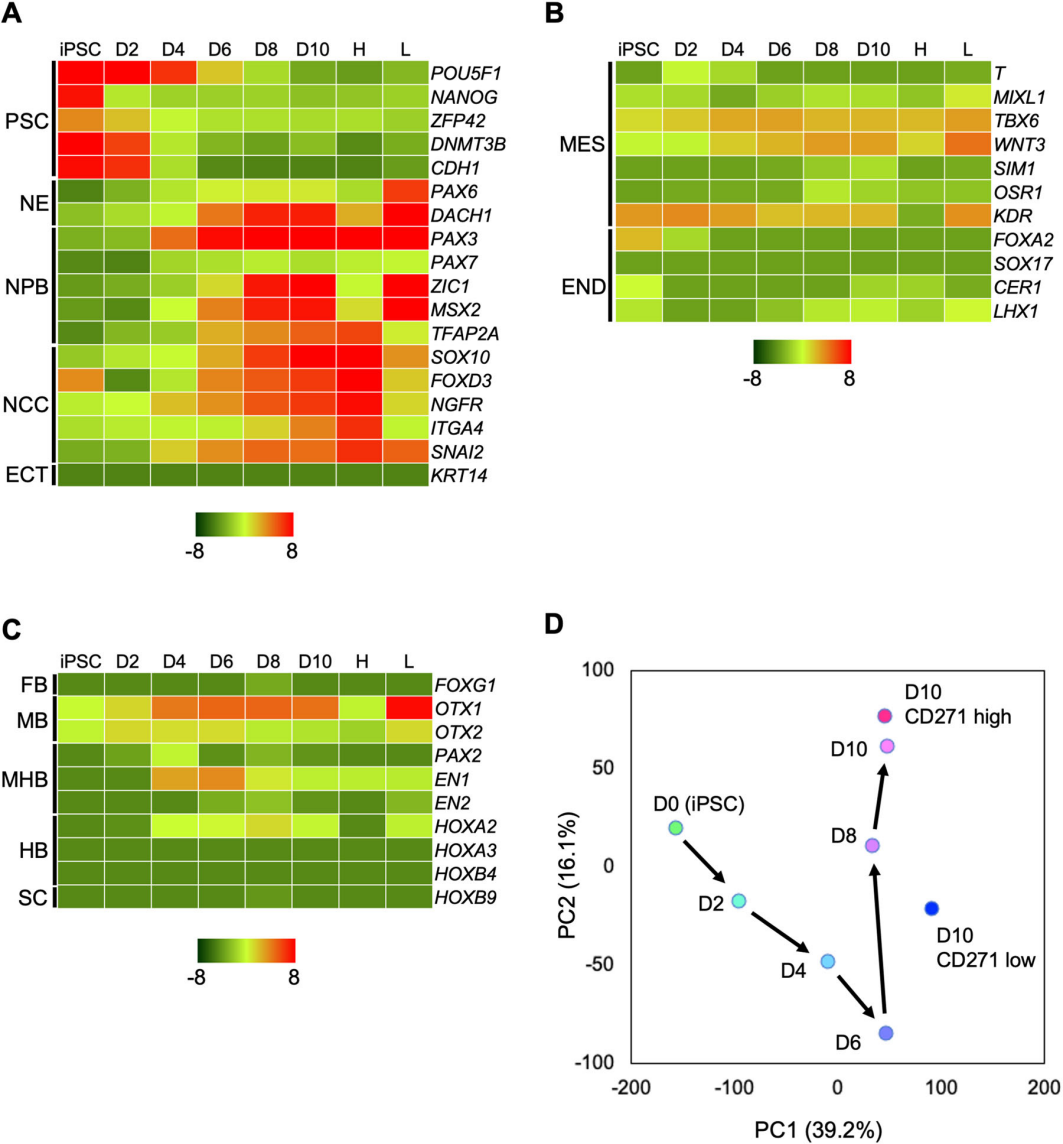
Global gene expression profile reveals the stepwise differentiation of iNCCs from iPSCs through ectodermal lineage. **A** A heatmap illustrating the expression of pluripotent stem cell (PSC), neuroectoderm (NE), neural plate border (NPB), neural crest cell (NCC), and ectoderm (ECT) genes by 1231A3 iPSCs, induced NCCs on days 2–10 (D2, D4, D6, D8, D10), and the high (H) and low (L) fractions of CD271-positive cells. **B** A heatmap illustrating the expression of mesoderm (MES) and endoderm (END) genes for 1231A3 iPSCs, induced NCCs on days 2–10 (D2, D4, D6, D8, D10), and the high (H) and low (L) fractions of CD271-positive cells. **C** A heatmap illustrating the expression of regional markers, forebrain (FB), midbrain (MB), midbrain hindbrain border (MHB), hindbrain (HB), and spinal cord (SC) genes for 1231A3 iPSCs, induced NCCs on days 2–10 (D2, D4, D6, D8, D10), and high (H) and low (L) fractions of CD271-positive cells. **D** A PCA analysis of NCC induction from 1231A3 iPSCs. PC1: principal component 1, PC2: principal component 2. All sequence data were available in GEO (GSE206048).

### Xeno-free NCCs expanded with the TGFβ inhibitor SB431542, EGF, and bFGF lost their neural differentiation capacity

Previous reports have shown that induced NCCs can be expanded in a chemically defined medium (containing BSA) with the TGFβ inhibitor SB, EGF, and bFGF on fibronectin-coated dishes^9,21^. Here, we investigated whether a xeno-free basal medium—Basic03—supplemented with SB, EGF, and bFGF could also expand NCCs (Fig. 3A). Under these conditions, cells proliferated and maintained a similar fibroblastic morphology for several passages (usually until around passage 7) (Fig. 3B, C). However, the proliferative speed decreased and eventually ceased.

**Fig. 3:**
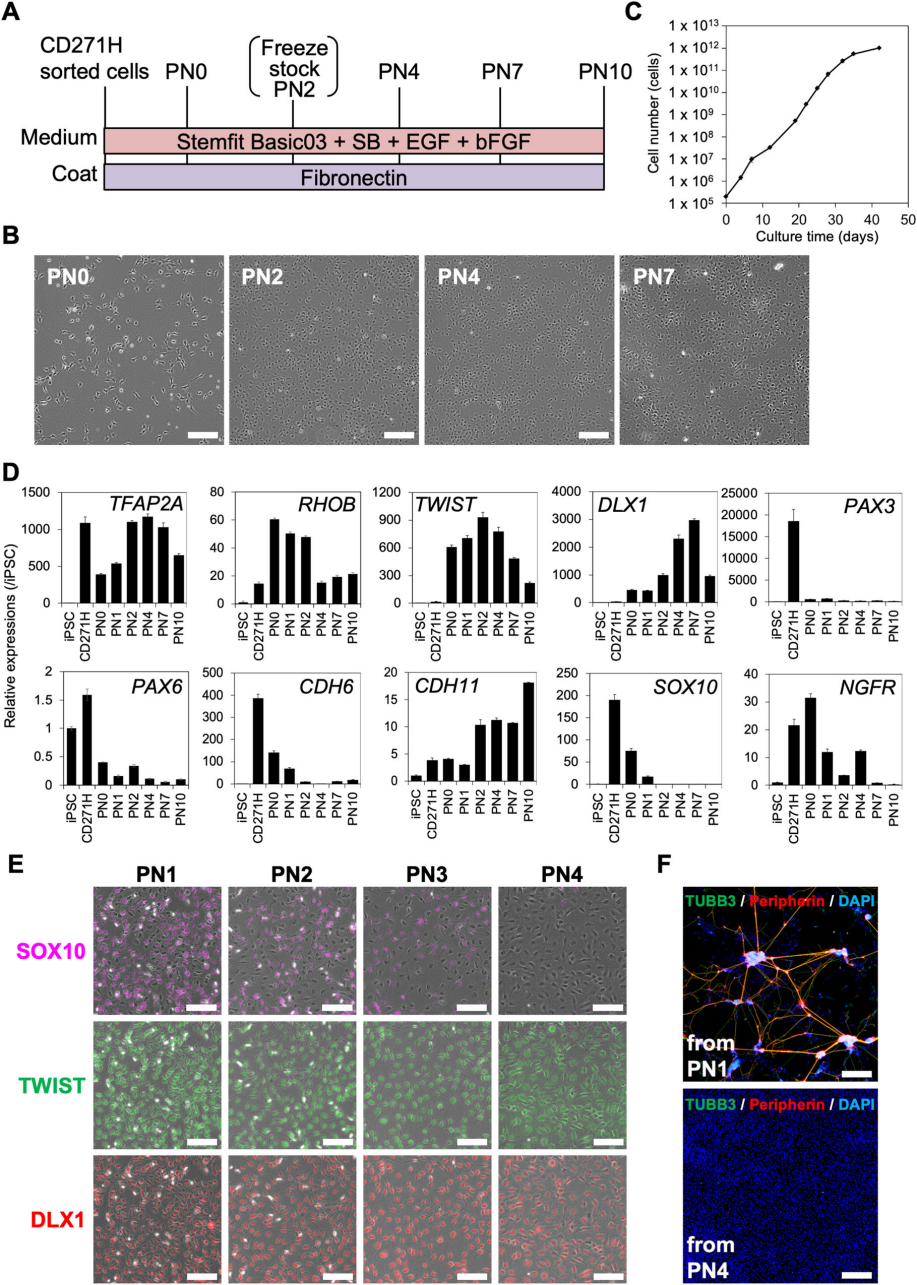
Xeno-free conditions to expand iNCCs that have lost neural differentiation potency. **A** Schematic representation of the neural crest expansion culture protocol. **B** Phase contrast images of passage numbers (PN) 0, 2, 4, and 7. Scale bars, 100 µm. **C** Number of cells during the expansion culture. Data are the mean ± SD, *n* = 3. **D** The expression of marker genes during the expansion culture. The mRNA expression of each gene was analyzed by RT-qPCR during the expansion culture and is shown relative to the expression level in 1231A3 iPSCs. Data are the mean ± SD, *n* = 3. **E** Immunostaining of SOX10 (purple) TWIST (green) and DLX1 (red) during the expansion culture. Scale bar, 100 µm. **F** Peripheral neuron differentiation from PN1 (upper panel) or PN4 (lower panel) of the expansion culture. Cells were stained with anti-TUBB3 antibody (green) and anti-Peripherin antibody (red). Nuclei were stained with DAPI (blue). Scale bar, 200 µm.

To check whether expanded cells maintained their NCC characteristics, the expression of NCC markers was analyzed (Fig. 3D). *TFAP2A*, a pan-NCC marker, was expressed in CD271^high^ cells and maintained until passage 10, suggesting that NCC characteristics were, at least in part, maintained during passages. The expression of *RHOB*, another NCC marker, was observed in CD271^high^ cells, peaked in early passages, and maintained until passage 10, also suggesting that NCC characteristics were maintained. The expression levels of *TWIST* and *DLX1*, markers of migrating NCCs, were low in CD271^high^ cells but expressed from passage 0 to passage 10, although they peaked at passage 2 and passage 7, respectively. *PAX3*, a marker of pre-migratory and early migrating NCCs, was expressed just after sorting, but its level significantly decreased after plating. The expression of *PAX6*, a marker of neuroectoderm, was low and comparative to that in iPSCs. These data suggest that the characteristics of NCCs changed gradually from pre-migratory to migratory during passage. In accordance with this idea, the switch of cadherin from *CDH6* to *CDH11* was observed with passaging. Strikingly, however, the expression of *SOX10*, a neural crest stem cell marker^22^, was significantly downregulated during early passages. *NGFR*, a pre-migratory and migratory NCC marker, was highly expressed in the early passages but hardly detected at passage 7. These data were also confirmed by a transcriptome analysis of markers for PSCs, pre-migratory NCCs, post-migratory NCCs, pan-NCCs and EMT (Supplementary Fig. 3A) and immunocytochemistry with anti-SOX10, anti-TWIST, and anti-DLX1 antibodies (Fig. 3E). 

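The transcriptome data came from human iPSCs, from CD271 high cells sorted on day 10 of the NCC induction, and from NCCs at passages 0, 2, 4 and 7 of the expansion culture (PN0, PN2, PN4 and PN7), with 3 libraries in each of the 6 groups. The Ion AmpliSeq Transcriptome panel amplifies a short stretch of the cDNA of each gene, and the authors deposited, for each library, the number of reads counted on each gene without normalization. The paper's text does not name the software that mapped and counted the reads, or its genome build. After 10 spike-in entries were left out, 20802 genes remained, listed by symbol. The library totals ranged from 7150110 to 8883995 counts in iPSCs (median 8112150), from 7928706 to 9442685 in CD271 high cells (median 8555536) and from 6917014 to 8437931 at PN0 (median 7478002). They ranged from 7005255 to 7485927 at PN2 (median 7352119), from 7885940 to 9283905 at PN4 (median 8997812) and from 7169702 to 8214603 at PN7 (median 7893716). On average 3 counts, taken here as the smallest amount the depth could show, corresponded to between 0.344 and 0.390 CPM (a gene's counts scaled to a common library total) in these groups. The amplified reads carry no molecular identifiers, so this floor covers counting error only. Libraries of the same group differed by more than counting noise in every pair (chi-square per degree of freedom between 2.53 and 12.4 over the 36 pairs of all groups of the data set), which separate preparations from the same culture would also give. Each library was counted as a replicate of its group. CPM values were scaled with edgeR's TMM method. Groups were compared with edgeR's quasi-likelihood test on the counts, using only the 2 groups compared, the genes kept by edgeR's filter on low counts, and Benjamini-Hochberg adjustment. The labels number the libraries 1 to 3 in each group, but libraries with the same number did not deviate together from their group means (mean correlation 0.00361 over all pairs of groups), and the paper does not state whether the 3 libraries came from separate cultures. Its reporting summary says that experiments were repeated independently with technical triplicates in each, without saying which of these the libraries are. If the libraries are technical triplicates, the adjusted p values here would be too small and the counts of changed genes too high. Each test was also run with a replicate block. Neither the labels nor the paper give a sequencing run or culture date, so a passage cannot be told apart from the day on which it was cultured and sequenced.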

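*SOX10* (chromosome 22, 37970686 to 37987422 in GRCh38, matched by symbol to the GENCODE annotation) was at 667 ± 17.6 CPM in CD271 high cells (SD, n = 3, as for all values here), 448 ± 43.8 CPM at PN0, 127 ± 12.7 CPM at PN2 and 1.00 ± 0.427 CPM at PN4, and no PN7 library held more than 1 count of it. At PN7 it was therefore at least 1710-fold lower than in CD271 high cells (adjusted p = 4.96e-21, edgeR's quasi-likelihood test). *FOXD3* (chromosome 1, 63323041 to 63325126) fell from 174 ± 9.73 CPM in CD271 high cells to 29.9 ± 4.68 CPM at PN0 and 10.4 ± 2.88 CPM at PN2. It was at 1 count or less in every PN4 library and at 1.06 ± 0.4795 CPM at PN7, with a log2 fold change of -7.34 between PN7 and CD271 high cells (SE 0.17, adjusted p = 4.92e-19). The other pre-migratory NCC markers of Supplementary Fig. 3A were also lower at PN7 than in CD271 high cells, with log2 fold changes of -1.47 for *SNAI1*, -0.80 for *SNAI2* and -2.08 for *MSX1*, although *SNAI1* first rose from 27.3 ± 1.615 CPM to 38.4 ± 3.35 CPM at PN0 and *MSX1* from 2.10 ± 0.330 CPM to 7.75 ± 0.225 CPM at PN0 and 8.84 ± 0.709 CPM at PN2.

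Among the post-migratory NCC markers, *CDH11* (chromosome 16, 64943753 to 65126112) was at 19.3 ± 0.968 CPM in CD271 high cells, 25.9 ± 0.967 CPM at PN0, 20.8 ± 4.16 CPM at PN2, 108 ± 15.45 CPM at PN4 and 178 ± 14.4 CPM at PN7. Its log2 fold change between PN7 and CD271 high cells was 3.23 (SE 0.105, adjusted p = 6.54e-17). *DLX1* (chromosome 2, 172084740 to 172089677) was at 2.34 ± 0.316 CPM in CD271 high cells, 30.7 ± 4.74 CPM at PN0, 12.75 ± 0.844 CPM at PN2, 80.2 ± 26.7 CPM at PN4 and 51.6 ± 8.15 CPM at PN7. The log2 fold changes of *DLX1*, *DLX2* and *BMP4* at PN7 were 4.47, 4.02 and 4.41 (adjusted p of 2.31e-15, 7.61e-15 and 1.22e-14 in the same test).

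The pan-NCC marker *TWIST1* (*TWIST* in the heatmap; chromosome 7, 19020991 to 19117672) rose from 6.63 ± 0.597 CPM in CD271 high cells to 104 ± 1.70 CPM at PN0 and then fell to 64.5 ± 5.29 CPM at PN2, 52.7 ± 5.38 CPM at PN4 and 24.5 ± 4.80 CPM at PN7. *TFAP2A* (chromosome 6, 10393186 to 10419659) was at 238 ± 15.4 CPM in CD271 high cells and at 174 ± 46.5 CPM at PN7, a log2 fold change of -0.43 (SE 0.132, adjusted p = 0.00631). This difference did not pass an adjusted p of 0.05 in every fit with a replicate left out, with 0.0603 as the highest value. Between these groups *TFAP2A* did not move steadily. The log2 fold changes of the sampled steps were -0.92 (to PN0), 0.70 (to PN2), 0.46 (to PN4) and -0.68 (to PN7). *NGFR* (chromosome 17, 49495293 to 49515017) was at 289 ± 6.87 CPM in CD271 high cells, 396 ± 30.9 CPM at PN0, 276 ± 7.58 CPM at PN2, 284 ± 30.5 CPM at PN4 and 459 ± 23.1 CPM at PN7.

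Of the 20 genes in the heatmap, 19 had enough counts to be tested between PN7 and CD271 high cells, and all 19 differed, 10 being higher and 9 lower at PN7. The number was 19 whether p was adjusted over all 12930 genes tested or over the list alone, and 19 with a replicate block (correlation of same-numbered libraries 0.0264). Without the filter on low counts, the remaining gene, *POU5F1*, was tested too and the number was 20.

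**Figure D1:**
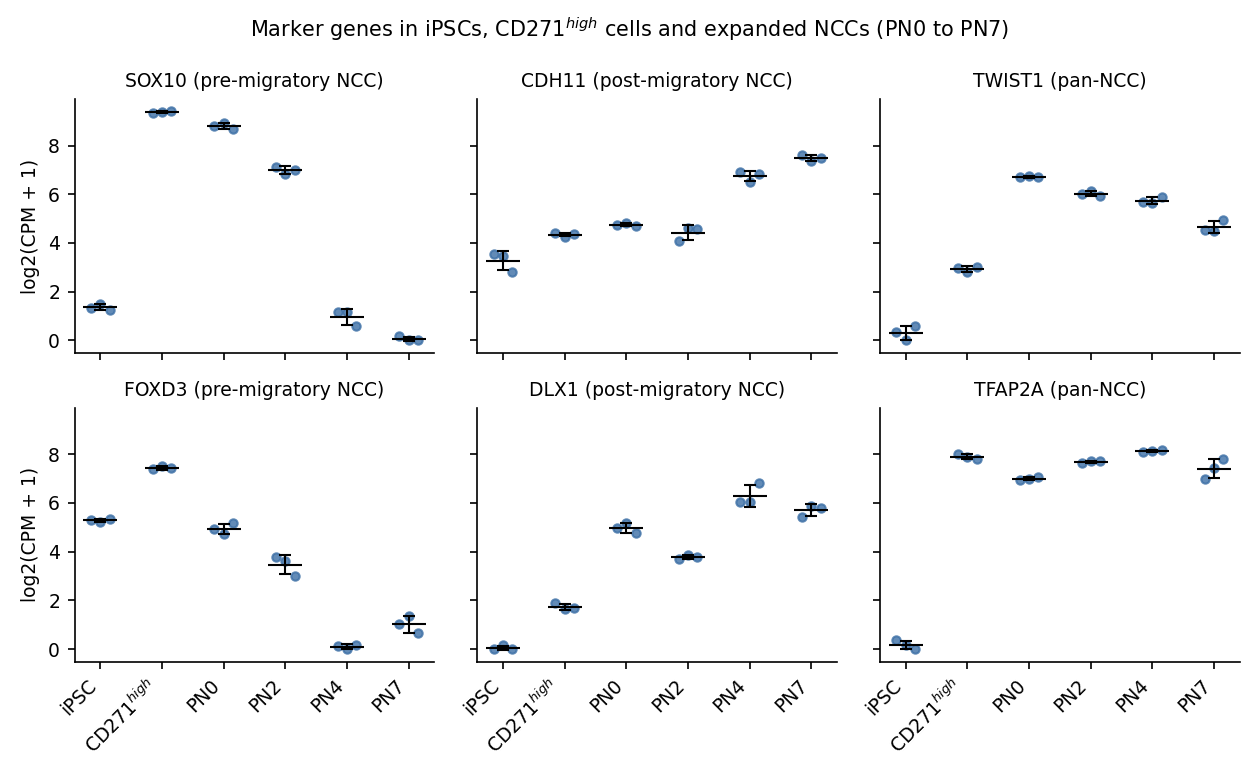
Expression of 6 marker genes in iPSCs, CD271 high cells and NCCs at PN0, PN2, PN4 and PN7, as log2(CPM + 1) on the vertical axis. Each point is a library, and the horizontal bar and whiskers give the mean and SD on this scale (n = 3). *SOX10* and *FOXD3* drop to near 0 at PN4, whereas *CDH11* and *DLX1* are higher at PN4 and PN7 than in CD271 high cells and *TWIST1* is highest at PN0.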

All data support the idea that cell characteristics change gradually with passaging.

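Over all genes tested, 8565 of 12458 differed between CD271 high cells and PN0 at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 4260 being higher and 4305 lower at PN0. Between PN0 and PN2, 5477 of 12219 genes differed (2866 higher, 2611 lower), between PN2 and PN4, 3514 of 12414 (1815 higher, 1699 lower), and between PN4 and PN7, 3269 of 12337 (1816 higher, 1453 lower). With a replicate block, the 4 steps gave 8572, 5373, 3458 and 3374 genes, and same-numbered libraries had correlations of -0.00463, -0.0214, -0.0435 and 0.0392. The requirement of a log2 fold change of at least 1 in either direction lowered these numbers most, to 2876 (1369 higher, 1507 lower), 1263 (894 higher, 369 lower), 1120 (592 higher, 528 lower) and 779 genes (536 higher, 243 lower). With scaling by library size alone, the step from PN2 to PN4 gave 1363 genes higher and 2389 lower. Between CD271 high cells and PN7, 9613 of 12930 genes differed.

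The root-mean-square distance between group means over 14126 genes, in log2 CPM, was 1.11 between CD271 high cells and PN0, 0.71 between PN0 and PN2, 0.82 between PN2 and PN4 and 0.55 between PN4 and PN7. The spread between replicates alone would give distances of 0.205, 0.214, 0.212 and 0.222. The distance from PN2 to PN4 was larger than that from PN0 to PN2, although fewer genes passed the threshold. edgeR's common estimate of the spread between replicates, as a coefficient of variation, rose over these steps (0.067, 0.0747, 0.0818 and 0.0975). A larger spread lets fewer genes pass, so the falling counts do not by themselves show that change slowed. From PN0 the distance grew with each passage sampled, to 1.105 at PN4 and 1.36 at PN7.

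A slope on the passage number was fitted to the 12 libraries of PN0, PN2, PN4 and PN7. It differed from 0 at an adjusted p under 0.05 in 6003 of 12927 genes, rising in 3117 and falling in 2886 (5607 genes with a replicate block), and with scaling by library size alone 2525 rose and 3752 fell. Group means were ordered at every step from PN0 to PN7 in 26.7% of the genes tested. Means in random order would give 8.33%. Passages grown in series need not follow random order. The excess therefore does not tell steady change apart from unrelated changes at each step. The steepest rises were those of *MMP12* (2.405 log2 units per passage, SE 0.183, adjusted p = 0.000132), *MYLPF* (1.76, SE 0.392, adjusted p = 0.00221) and *AQP1* (1.66, SE 0.216, adjusted p = 3.43e-05). Where all libraries of PN0 or PN7 held at most 3 counts, these slopes rest on values under the floor, and PN7 was at least 27.8-fold (*MMP12*) and 2330-fold (*MYLPF*) higher and at least 267-fold (*SST*), 68.7-fold (*STMN2*) and 1150-fold (*SOX10*) lower than PN0. *MMP12* had no counts before PN7, where it was at 10.6 ± 5.86 CPM (SD, n = 3), and the rise of *MYLPF* was no longer past the threshold without PN0 (adjusted p = 0.0893). *MYLPF* had 3 counts or less in every library of PN0 and PN2. It rose by 11.92 log2 units from PN2 to PN4 and by 0.67 from PN4 to PN7. *AQP1* rose by 2.93, 6.57 and 1.87 log2 units over the steps from PN0. The slopes of *MMP12* and *MYLPF* thus average a jump at a single step and do not show a steady rise. The steepest falls were those of *SST* (-2.44, SE 0.123, adjusted p = 1.08e-08), *STMN2* (-1.98, SE 0.0677, adjusted p = 4.92e-10) and *SOX10* (-1.85, SE 0.173, adjusted p = 2.12e-06). Among the heatmap markers, 11 of the 19 tested had a slope, 4 rising and 7 falling. From the marker genes in this transcriptome, together with its RT-qPCR and immunocytochemistry, the paper proposes that cell characteristics change gradually with passaging.

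**Figure D2:**
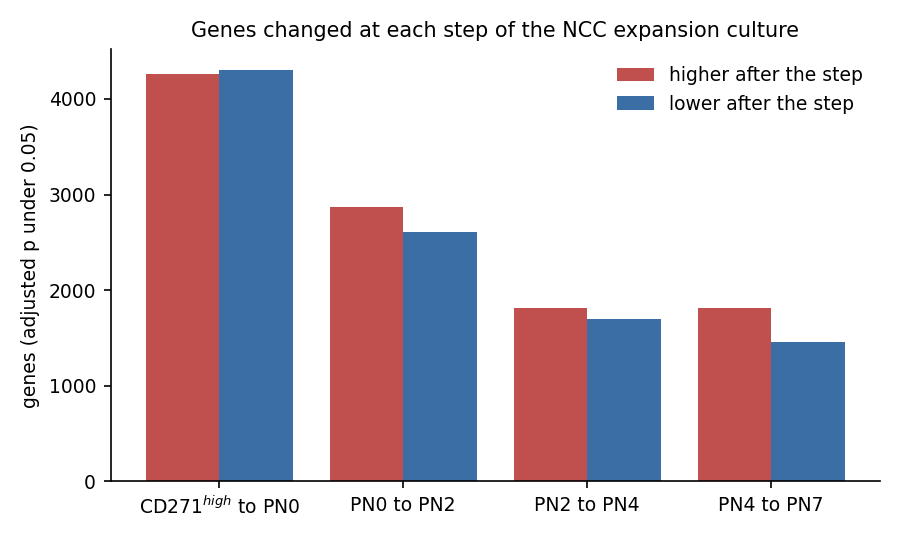
Number of genes with an adjusted p under 0.05 at each sampled step of the NCC expansion culture (vertical axis), for genes higher and lower after the step. The first step, from CD271 high cells to PN0, has 4260 higher and 4305 lower, and the last, from PN4 to PN7, has 1816 higher and 1453 lower. The spread between replicates rose over the steps, which also lowers the counts.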

DLX1 and CDH11 are markers for mesenchymal cells, and, since their expression increased at later passages, we hypothesized that expanded NCCs gained mesenchymal characteristics. To test this hypothesis, the differentiation properties of expanded NCCs were assessed by culturing NCCs under neuron, glia, melanocyte and MSC induction conditions. As expected, NCCs differentiated to form peripheral neurons and glia at passage 1 but not at passage 4 (Fig. 3F and Supplementary Fig. 3B). Melanocytes were not differentiated from NCCs at passages 1 or 4 (Supplementary Fig. 3B). These results suggested that NCCs cultured in our expansion culture first lose their ability to differentiate into pigment cells and then into peripheral neurons and glia.

### Differentiation of MSCs from expanded xeno-free NCCs

When we cultured NCCs with serum-containing medium or xeno-free MSC medium (PRIME-XV® MSC Expansion XSFM) (Fig. 4A), NCCs at passages 2, 4 and 7 proliferated exponentially (Fig. 4B, C, and data not shown). They also showed a morphology (Supplementary Fig. 4A) and gene expression profile consistent with MSCs (Supplementary Fig. 4B, C). However, compared to cells derived from NCCs at passage 4, a significant number of cells died within a few days when induced from NCCs at passage 2 (Supplementary Fig. 4D). Therefore, for further characterization, we used cells from NCCs at passage 4. 

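The gene expression profile of XF-iMSCs was measured with the same AmpliSeq panel in XF-iMSCs at passage 4 that had been induced from NCCs at PN2, PN4 or PN7, with 4 libraries per group, beside the 3 libraries of NCCs at each of these passages. The authors deposited the counts per gene for these libraries as well. Library totals ranged from 5969395 to 6921195 counts in XF-iMSCs from PN2 (median 6119442.5), from 5526993 to 6032422 in those from PN4 (median 5763083.5) and from 6117226 to 7362809 in those from PN7 (median 6755931). These medians are under those of NCCs at PN2, PN4 and PN7, and among these groups the totals of XF-iMSCs overlap with those of NCCs only for XF-iMSCs from PN7, with NCCs at PN2 and PN7. Here 3 counts corresponded to between 0.454 and 0.535 CPM on average. XF-iMSCs were compared with the NCCs they were induced from, and those from PN4 with those from PN2 and PN7. Each fit used the 2 groups concerned, so a comparison with NCCs covers the change of medium and the 4 passages of MSC culture together. The labels number XF-iMSC libraries 1 to 4 without saying that a number refers to the same NCC culture.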

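Of the 6 MSC marker genes in Supplementary Fig. 4C, 2 were higher in XF-iMSCs from PN2 than in NCCs at PN2 and 2 were lower. In XF-iMSCs from PN4, 3 were higher than in NCCs at PN4 and 3 lower, and in those from PN7, 4 were higher than in NCCs at PN7 and 2 lower (adjusted p under 0.05, edgeR's quasi-likelihood test, over all genes tested and over the list alone). With a replicate block, 2, 2 and 4 were higher, and the correlations of same-numbered libraries were -0.0551, -0.122 and 0.0354.

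*PDGFRA* (chromosome 4, 54229097 to 54298247 in GRCh38) was at 61.65 ± 8.48 CPM in NCCs at PN2, 72.9 ± 10.3 CPM at PN4 and 44.5 ± 4.40 CPM at PN7 (SD, n = 3), and at 258 ± 14.65, 303.5 ± 14.4 and 220 ± 11.7 CPM in the XF-iMSCs from each (SD, n = 4). Its log2 fold changes were 2.08 (SE 0.104, adjusted p = 2.1e-14), 2.06 (SE 0.105, adjusted p = 5.79e-13) and 2.31 (SE 0.0999, adjusted p = 2.46e-16). *NT5E*, which encodes CD73 (chromosome 6, 85449584 to 85495791), was at 138 ± 10.3, 175 ± 9.45 and 345 ± 9.38 CPM in XF-iMSCs from PN2, PN4 and PN7. It was higher than in the NCCs from PN4 (log2 fold change 1.41, SE 0.0977, adjusted p = 7.89e-11) and from PN7 (1.35, SE 0.102, adjusted p = 1.8e-11). It did not differ from PN2 (-0.19, SE 0.093, adjusted p = 0.0767). It was lower there with scaling by library size alone (-0.36, adjusted p = 0.00146) and with all 9 groups in one fit (-0.21, adjusted p = 0.0474). *ITGB1*, which encodes CD29 (chromosome 10, 32900319 to 33005792), was at 554 ± 53.45 CPM in XF-iMSCs from PN4 and 466 ± 23.8 CPM in NCCs at PN4, a log2 fold change of 0.25 (SE 0.091, adjusted p = 0.0191) that had an adjusted p of 0.072 with a replicate block and 0.0551 with scaling by library size alone, and that passed in 5 of the 7 fits with a replicate left out.

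*THY1*, which encodes CD90 (chromosome 11, 119417378 to 119424985), was at 115 ± 2.44, 83.3 ± 7.08 and 50.1 ± 2.87 CPM in XF-iMSCs from PN2, PN4 and PN7, with log2 fold changes against the NCCs of -0.36, -1.145 and -1.955 (adjusted p of 0.000731, 7.07e-10 and 2.4e-15). *ENG*, which encodes CD105 (chromosome 9, 127815012 to 127854756), was at 110 ± 2.23, 60.7 ± 3.30 and 230 ± 11.5 CPM. It was lower than in NCCs at PN4 (log2 fold change -0.74, SE 0.102, adjusted p = 2.13e-06), higher than in NCCs at PN7 (0.34, SE 0.0853, adjusted p = 0.00135) and not different at PN2 (0.20, SE 0.101, adjusted p = 0.0927), where one fit with a replicate left out passed (adjusted p = 0.0167). *PDGFRB* (chromosome 5, 150113837 to 150155872) was lower in each of the comparisons, with log2 fold changes of -1.004, -1.94 and -1.66. All 6 genes remained above the 3-count floor in every XF-iMSC group, with group means of at least 50.1 CPM.

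Over all genes, 8364 of 12563 differed between XF-iMSCs from PN2 and NCCs at PN2 (4150 higher, 4214 lower), 8101 of 12287 between XF-iMSCs from PN4 and NCCs at PN4 (4013 higher, 4088 lower) and 7863 of 12470 between XF-iMSCs from PN7 and NCCs at PN7 (3851 higher, 4012 lower). The fits with a replicate block gave 7812, 7209 and 7506 genes. With scaling by library size alone, the comparison from PN2 gave 3234 genes higher and 5255 lower. The largest rises in XF-iMSCs from PN4 were those of *ASPN* (at least 615-fold), *LY6E* (at least 612-fold) and *NUPR1* (at least 102-fold), and the largest falls those of *LPL* (at least 455-fold) and *PLVAP* (at least 96.5-fold). The paper proposes that the morphology and the gene expression profile of these cells fit those of MSCs.

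**Figure D3:**
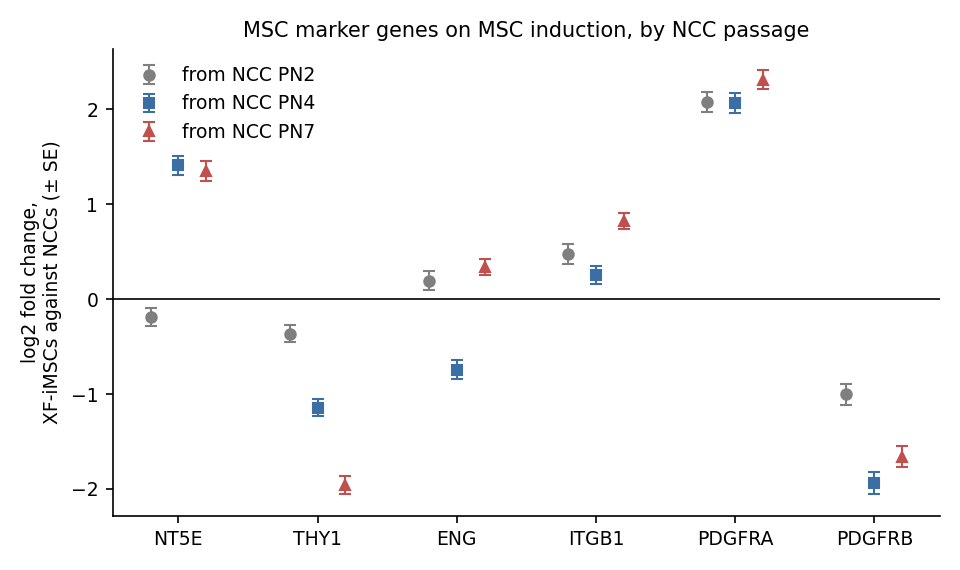
Log2 fold change of 6 MSC marker genes between XF-iMSCs and the NCCs they were induced from (vertical axis), for NCCs at PN2, PN4 and PN7. Points are the estimates from edgeR and whiskers their standard errors (4 XF-iMSC and 3 NCC libraries each). *PDGFRA* lies above 0 from each passage, and *THY1* and *PDGFRB* lie under 0 from each.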

We also checked for MSC surface markers and confirmed that cells derived from NCCs at passage 4 were positive for CD44, CD73, CD90, CD105, and CD29 and negative for CD34, CD45 and HLA-DR at passage 4 (Fig. 4D). Those cells derived from xeno-free medium (XF-iMSCs, hereafter) at passage 4 could differentiate into cartilage, bone, and adipose under chondrogenic, osteogenic, and adipogenic induction conditions, respectively (Fig. 4E–G). These data suggest that the expansion of NCCs restricts their fate to mesenchymal lineages.

**Fig. 4:**
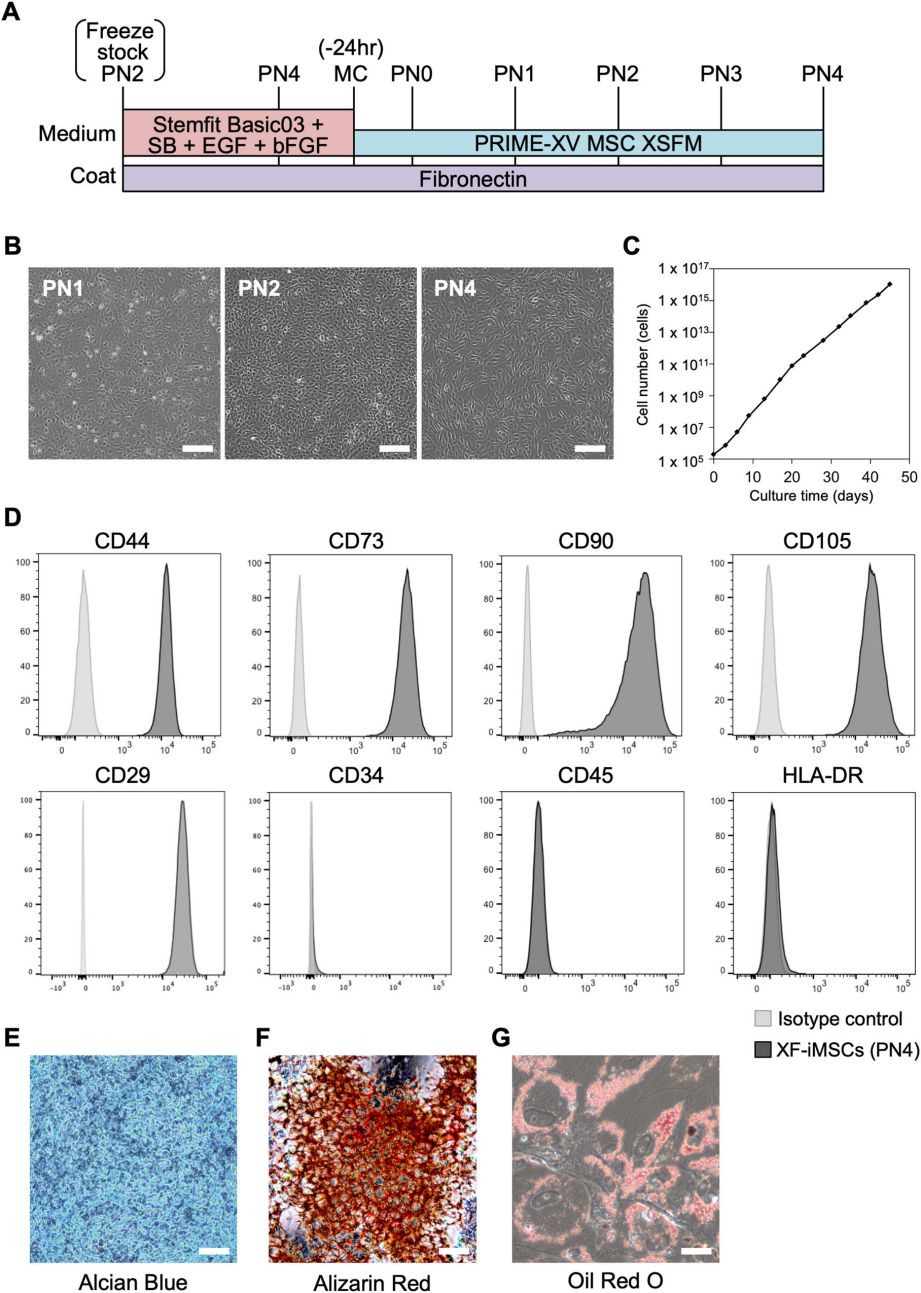
Xeno-free induction of iMSCs from expanded iNCCs. **A** Schematic representation of the MSC induction protocol using PRIME-XV MSC XSFM xeno-free medium. **B** Phase contrast images of passage number (PN) 1, 2, and 4. Scale bar, 100 µm. **C** Number of cells during the MSC induction. Data are the mean ± SD *n* = 3. **D** The expression of hMSC-related surface markers in XF-iMSCs (dark gray) and isotype control (gray) at PN4. **E**–**G** Differentiation properties of XF-iMSCs. The induction of chondrogenic, osteogenic, and adipogenic lineages was evaluated by alcian blue staining (**E**), alizarin red staining (**F**), and oil red O staining (**G**), respectively. Scale bar, 50 µm.

### Comparison of XF-iMSCs and tissue-derived MSCs

MSCs isolated from different tissues or prepared by different methods have different characteristics. Therefore, we compared our XF-iMSCs with various types of MSCs. First, we performed a transcriptome analysis of XF-iMSCs and tissue-derived primary human MSCs (bone marrow-derived MSCs (hBM-MSCs), adipose-derived MSCs (hAC-MSCs), and umbilical cord-derived MSCs (hUC-MSCs)) (Supplementary Fig. 5A), finding that although only XF-iMSCs expressed neural progenitor genes and neural lineage genes, there were substantial similarities in the MSC marker expression and global gene expression profiles (Supplementary Figs. 5B–D and 6). Next, we added IFN-γ to these MSCs and performed a qPCR for the immunomodulators IDO1 and PD-LI and ELISA for PGE2 (Supplementary Fig. 7) to check the response to proinflammatory cell factors. Although the cell morphology remained almost unchanged (Supplementary Fig. 7A), the expression of *IDO1* and *PD-LI* was upregulated by IFN-γ treatment in all examined MSC types (Supplementary Fig. 7B). Interestingly, PGE2 secretion was increased in XF-iMSCs and UC-MSCs but decreased in BM-MSCs and AC-MSCs (Supplementary Fig. 7C), suggesting that XF-iMSCs are closer to the UC-MSCs.

### Contribution of XF-iMSCs to skull bone regeneration

To investigate the function of XF-iMSCs, their in vitro differentiation potential and in vivo regeneration ability for bone was examined. XF-iMSCs were cultured in a 48-well tissue culture plate with xeno-free MSC medium for 4 days, manually detached from wells as sheets, and cultured for 2 days in xeno-free MSC medium (GM) or osteocyte induction medium (OIM) to allow for the formation of clumps (XF-Clump-iMSCs; XF-C-iMSCs, hereafter) (Fig. 5A, B)^23^. On day 2, the clumps were 1 mm in diameter and contained a rich extracellular matrix (Fig. 5B). After being cultured in xeno-free osteogenic medium for three more days, XF-C-iMSCs expressed osteogenic markers (*ALP*, *OCN*, *RUNX2*, *BMP2*, *BMP4*, and *BMP7*) (Fig. 5C). In vitro osteogenic differentiation was confirmed by alizarin red staining on day 5 (osteogenic induction for three days) and day 10 (osteogenic induction for 8 days) (OIM in Fig. 5D). To assess the bone regeneration ability, XF-C-iMSCs (OIM) at 5 days were transplanted into a 1.6-mm hole of the skull bone of immunodeficient non-obese diabetic/severe combined immunodeficiency (NOD/SCID) mice. This time, clumps of hBM-MSCs maintained in xeno-free MSC medium and induced to osteogenesis (XF-C-BMMSCs (OIM)) were used as a positive control. Four weeks after the transplantation, mineralized areas were recovered by the XF-C-iMSCs (OIM) transplantation, similar to XF-C-BMMSCs (Fig. 5E, F, Supplementary Fig. 8). Although histological and immunohistochemical analyses revealed the contribution of iMSCs and hBM-MSCs in regenerated bone regions, the majority of regenerated bone was negative for anti-human-specific vimentin in both cases (Fig. 5G). Similar results were observed when XF-C-iMSCs cultured with MSC medium were transplanted (Supplementary Fig. 9). These results suggest that, although XF-iMSCs could differentiate into bone in vivo, the main therapeutic effect was a paracrine effect in this skull model.

**Fig. 5:**
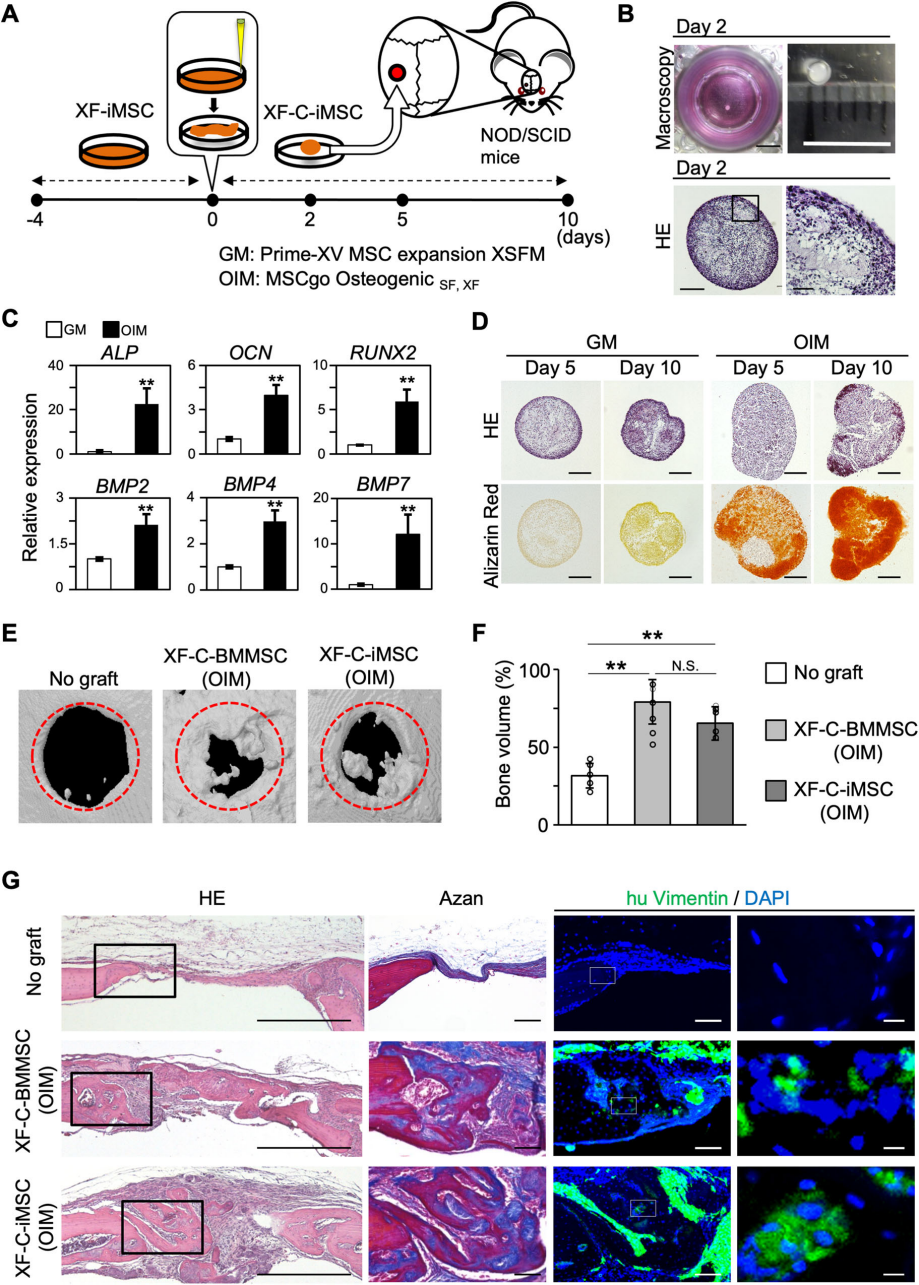
Enhanced skull bone regeneration by transplanted osteogenic clump-XF-iMSCs. **A** Schematic representation of the transplantation of XF-iMSCs into mouse skulls. **B** Shapes (upper panel) and sectional images of XF-C-iMSCs stained by HE (lower panel). Scale bars, 5 mm (upper left and right), 100 µm (lower left), and 10 µm (lower right). **C** The expression marker genes in GM cultured clumps (white) and OIM cultured clumps (black). The mRNA expression of each gene was analyzed by RT-qPCR in GM cultured clumps and OIM cultured clumps and is shown relative to the expression level in GM cultured clumps. Data are the mean ± SD, *n* = 4. **P < 0.01. **D** Sectional images of GM and OIM cultured clumps stained by HE (upper panel) or alizarin red (lower panel). Scale bars, 200 µm. **E** CT-scanning images of transplanted mouse skulls. Trepanned areas are indicated by the red circles. **F** Relative bone volume after no graft (white), XF-C-BMMSC transplantation (gray), and XF-C-iMSC transplantation (black). Data are the mean ± SD, n = 6. **P < 0.01. n.s. not significant. **G** Lateral section images of the transplanted skull. Sections were stained by HE (left column), Azan (middle column) or anti-human vimentin (right column). Nuclei were stained with DAPI (blue). Black boxes in the left column show the same areas as those in the middle column in the serial sections. The right column shows high magnification images of the white box in the middle column. Scale bars, 500 µm (left column), 100 µm (middle column), and 10 µm (right column).

### Enhanced skeletal muscle regeneration by XF-iMSC transplantation

To assess the impact of iMSCs on the regeneration of other tissues, XF-iMSCs were transplanted into the tibialis anterior (TA) muscle crush model of immunodeficient NOD/SCID/IL2Rgamma null (NSG) mice (Fig. 6A). After 24 h, XF-iMSCs and human dermal fibroblasts (HDFs) were transplanted into TA-injured mice. Three days after injury (2 days after transplantation), muscle fibers were degenerated at the injury site, and we observed no major histological differences between the control groups (medium injection and HDF transplantation groups) and the XF-iMSC transplantation group (Fig. 6B). After 2 weeks, there were also no differences among the groups in terms of histology and the average cross-sectional area of muscle fibers (Fig. 6B, C). At 5 weeks, however, the average cross-sectional area of muscle fibers was significantly larger in the XF-iMSC transplantation group than those in control groups and was comparable to that of intact muscle fibers, although nuclei were found in the center of each muscle fiber. These results suggest that XF-iMSC transplantation encourages accelerated skeletal muscle regeneration.

**Fig. 6:**
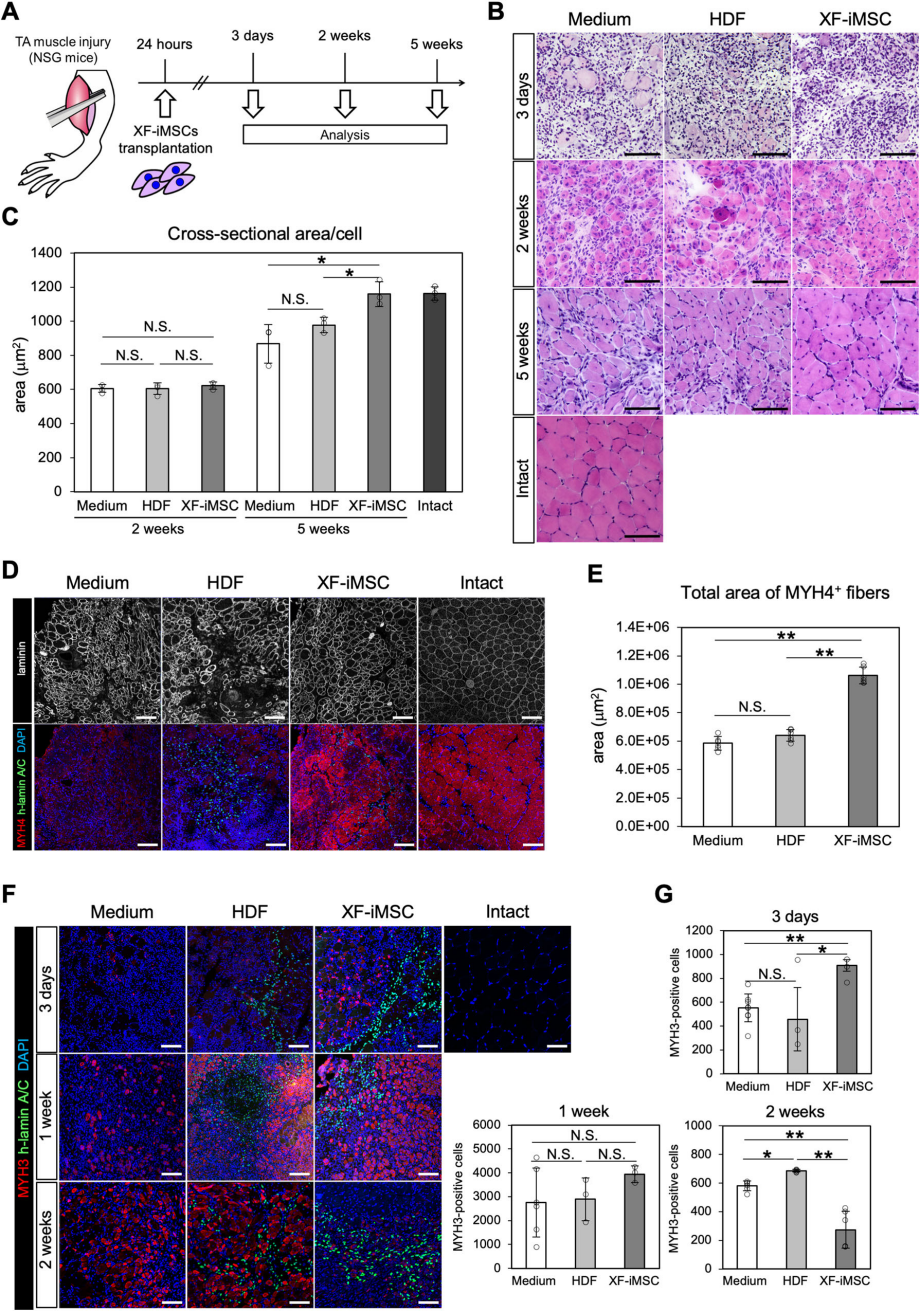
Early reactivation of myogenic markers during skeletal muscle regeneration after XF-iMSCs transplantation. **A** Schematic representation of the transplantation of XF-iMSCs into injured skeletal muscle [Tibialis anterior (TA) muscle]. **B** Sectional images of injured TA muscle at 3 days, 2 weeks, and 5 weeks after medium (left column), HDF (middle column), and XF-iMSC (right column) transplantation. Intact: uninjured NSG mouse. Sections were stained by HE. Scale bars, 100 µm. **C** Cross-sectional area per cell in the injured field 2 or 5 weeks after transplantation. Data are the mean ± SD, *n* = 3. *P < 0.05. n.s. not significant. **D** Sectional images of the injured TA muscle 2 weeks after transplantation. Sections were stained with anti-laminin-α2 antibody (white), anti-MYH4 antibody (red), and anti-human LaminA/C antibody (green). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. **E** Total area of MYH4-positive fibers 2 weeks after transplantation. Data are the mean ± SD, *n* = 6. **P < 0.01. n.s. not significant. **F** Sectional images of injured TA muscle at 3 days, 1 week, and 2 weeks after transplantation. Sections were stained with anti-MYH3 antibody (red) and anti-human LaminA/C antibody (green). Nuclei were stained with DAPI (blue). **G** Numbers of MYH3-positive cells at 3 days, 1 week, and 2 weeks after transplantation. Data are the mean ± SD *n* = 3 (3 days), *n* = 3 (1 week), *n* = 6 (2 weeks). *P < 0.05; **P < 0.01; n.s. not significant.

For the molecular characterization of the regeneration processes, immunohistochemical analyses were performed with anti-MYH4 (a mature muscle fiber marker) and anti-MYH3 (an embryonic and fetal muscle fiber marker, also expressed in regenerating muscle fibers) antibodies as well as anti-laminin antibody (basement membrane marker). At 5 weeks, muscle fibers with large diameters were stained with MYH4, which is consistent with MYH4 being a marker for mature skeletal muscle (Supplementary Fig. 10A). No staining was detected with MYH3 antibody, which is consistent with MYH3 being a marker expressed in the early phase of muscle regeneration (Supplementary Fig. 10B). At 2 weeks, although anti-laminin staining revealed that the cross-sectional area of skeletal muscle cells in the XF-iMSC-transplanted group was smaller than that in intact skeletal muscle, the number of MYH4-positive cells was increased compared with the control groups (Fig. 6D, E). The nuclei of MYH4-positive cells did not co-stain with human-specific lamin A/C (h-lamin A/C), which marks the nucleus of transplanted human cells, suggesting that transplanted XF-iMSCs did not differentiate into skeletal muscle cells. During the early stages, on day 3, MYH3-positive cells were increased in the XF-iMSC-transplanted group compared with those in the control groups (Fig. 6F, G). After 1 week, the number of MYH3-positive cells was higher in the XF-iMSC transplantation group than in the control group. In contrast, the number of MYH3-positive cells was lower in the XF-iMSC transplantation group than in the control group after 2 weeks. These data suggest that XF-iMSC transplantation promotes early recovery from muscle damage. The nuclei of MYH3-positive cells was never co-stained with h-lamin A/C; however, we noticed that the majority of MYH3-positive cells were tended to localize near the h-lamin A/C-positive cells at day 3 (Supplementary Fig. 11). These data suggest that the contribution of XF-iMSCs to muscle regeneration occurs via paracrine factors.

### Accelerated myotube differentiation by XF-iMSC-conditioned medium in vitro

To check whether soluble factors secreted by XF-iMSCs regulate the early activation of MYH3 in vivo, we injected XF-iMSC-conditioned medium into injured TA muscle. Although a subtle increase was observed in the number of MYH3-positive cells (Supplementary Fig. 12), there was no significant difference between intact and conditioned media. Since in vivo the conditioned media could have diffused, degraded, or been of low concentration when injected into mouse TA muscle, we employed an in vitro differentiation system to assess the paracrine effects of XF-iMSCs on muscle regeneration. Primary murine myoblasts were isolated from neonates and cultured with proliferation medium (PM), differentiation medium (DM), and XF-iMSC-conditioned DM (cDM). Cells cultured with DM or cDM formed myotube-like structures, whereas cells cultured with PM did not (Fig. 7A–C). Intriguingly, cells cultured with cDM showed contraction more frequently than those cultured with DM after treatment with fresh medium (Fig. 7D and Supplementary Movie 1–3). To reveal the molecular nature of cDM, a proteome analysis was performed using the supernatants of XF-iMSCs and HDFs, and proteins whose secretion was increased by XF-iMSCs were identified (peroxidasin (PXDN), IGF2, NUCKS1, GSN, NDST1, C4A, and C4B) (Fig. 8A). Among these proteins, we focused on PXDN and IGF2 because (1) they had the largest difference in the amounts of secretion from XF-iMSCs and HDFs and (2) they had a significantly higher secretion from XF-iMSCs compared with adult human MSCs (Fig. 8B and Supplementary Fig. 6). Cells cultured with DM supplemented with PXDN protein also showed more frequent contractions than those cultured with DM alone (Fig. 8C and Supplementary Movie 4). Consistent with these observations, RT-qPCR revealed less expression of a myoblast marker (*mMyf5*) and more expression of myotube markers (*mMrf4* and *mMyh4*) (Fig. 8D). We also conducted a single administration of IGF2 and a dual administration of PXDN and IGF2 and observed muscle contraction and the expression of myoblast markers (Fig. 8E, F). We found that IGF2 alone was as effective as PXDN, but the effect was not as strong as cDM, and no synergistic effect was observed with the dual administration. These data indicate that myotubular differentiation from myoblasts is accelerated by proteins secreted from XF-iMSCs and that PXDN and IGF2 play roles in this, at least in part.

**Fig. 7:**
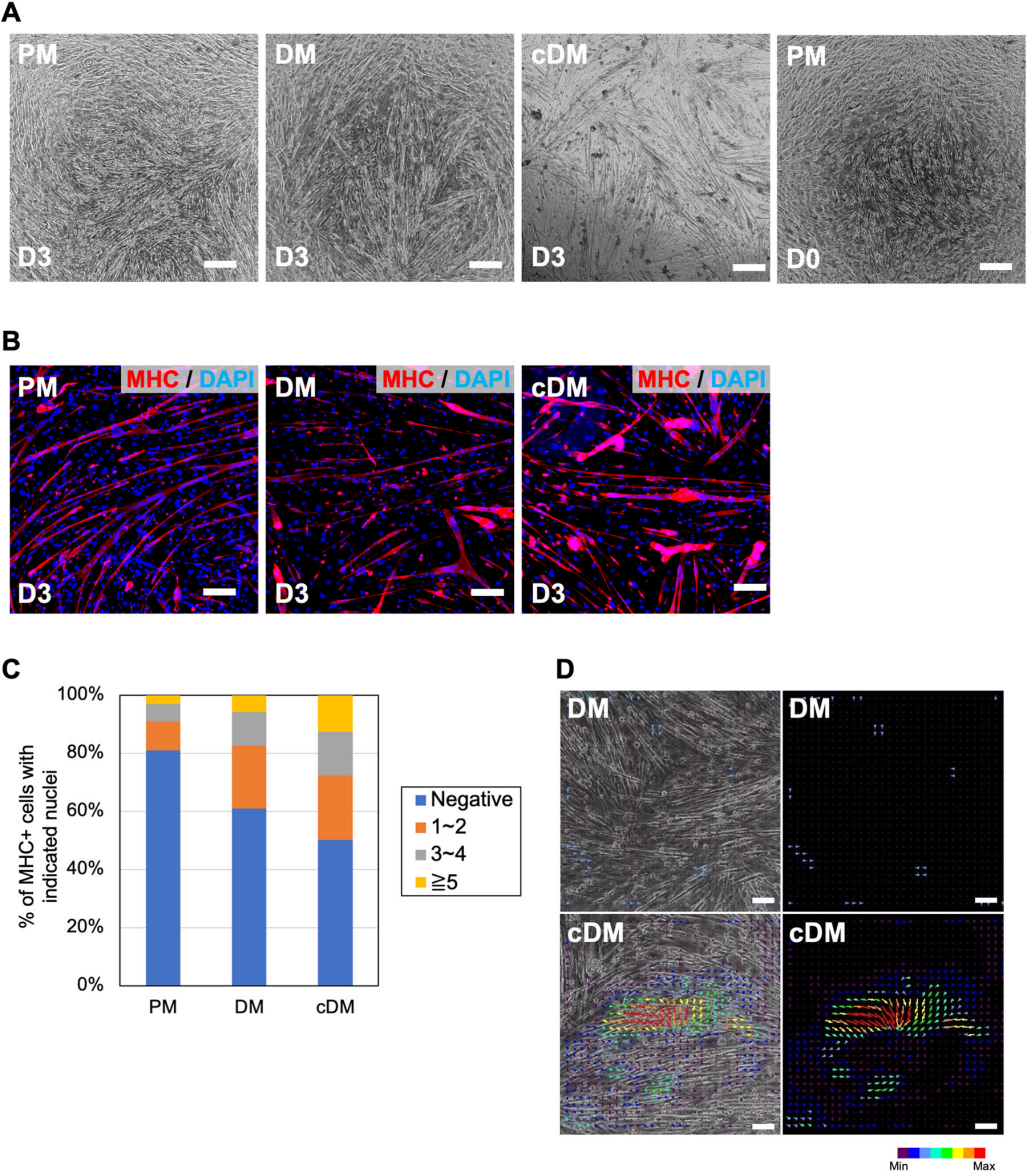
Effect of XF-iMSC-conditioned medium on myotube differentiation of newborn mouse myoblasts. **A** Phase contrast images of myoblasts (PM: Proliferation Medium) cultured with DM (DM Differentiation Medium) or cDM (cDM: XF-iMSC conditioned differentiation Medium) for 3 days. Scale bar, 100 µm. **B** Immunostaining images of mouse myoblast cultured with DM or cDM. Cells were stained with anti-MHC antibody (red). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. **C** Percentage of MHC-positive cells with indicated nuclei. Negative (Blue) means MHC-negative cells. **D** Phase contrast images (left panel) and movement calculated by ImageJ (right panel) of myoblasts cultured in DM or cDM for 3 days.

**Fig. 8:**
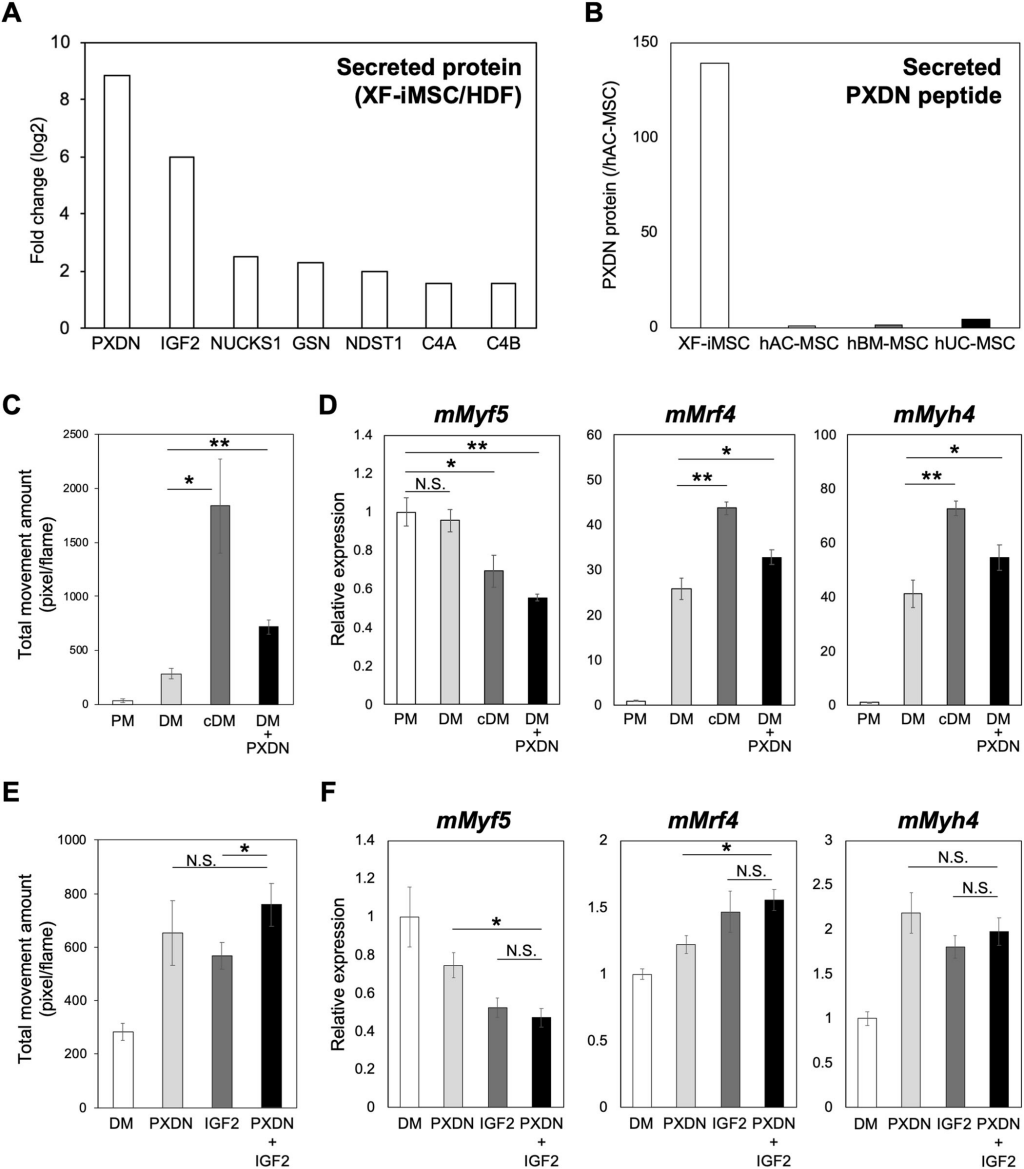
Effect of XF-iMSC-secreted molecules on myotube differentiation of newborn mouse myoblasts. **A** Difference in the amount of secreted proteins between XF-iMSC- and HDF-conditioned media. **B** Amount of secreted PXDN peptide in XF-iMSC, hAC-MSC, hBM-MSC, and hUC-MSC cultured media. Data are shown relative to the expression level in hAC-MSC. Proteome data were available in jPOSTrepo (JPST001693). **C** Total cell movement of myoblasts cultured in PM (Proliferation Medium), DM (Differentiation Medium), cDM (XF-iMSC conditioned Differentiation Medium), and DM + PXDN (0.5 µM) for 3 days. Data are the mean ± SD, *n* = 4. *P < 0.05; **P < 0.01. **D** The expression of marker genes during myotube differentiation. The mRNA expression of each gene was analyzed using RT-qPCR during myotube differentiation and shown as the relative expression level in PM. Data are the mean ± SD, *n* = 3. *P < 0.05; **P < 0.01; n.s. not significant. **E** Total movement of myoblasts cultured in DM, PXDN, IGF2, and PXDN + IGF2 for 3 days. Data are the mean ± SD, *n* = 4. *P < 0.05; n.s. not significant. **F** Expression of marker genes during myotube differentiation. The mRNA expression of each gene was analyzed by RT-qPCR during myotube differentiation and is shown relative to the expression level in DM. Data are the mean ± SD, *n* = 3. *P < 0.05; n.s. not significant.

## Discussion

Here, we report the successful production of NCC-derived MSCs from iPSCs under xeno-free conditions. In fact, there have been many papers describing iPSC-derived MSCs^24–27^, and such MSCs have already been used in human^28^. However, our protocol is original in terms of the staged differentiation through NCCs. Although the protocol remains to be improved in the future, considering the time-consuming sorting procedure and the costly fibronectin coating, this method has a theoretical advantage compared to the ordinary method in the ability of cryopreservation and quality check at this intermediate stage, and of CD271^high^ sort enriching CD271-positive cells at >99% purity (Supplementary Fig. 1E).

Although we showed the robustness of our protocol using several iPSC lines, the induction efficiency varied (Supplementary Fig. 1D). There are at least three explanations for this effect. First, human iPSCs have clonal variations associated with epigenetic status^29^, which would be reflected in the induction efficiency of NCCs. Second, fine regulation of the BMP signal levels is important for NCC induction^30^; modulating the BMP signal intensity may improve induction efficiency. Third and finally, the seeding cell number and preculture periods were not optimized. Interestingly, iPSC clones with low CD271^high^ induction efficiency tended to have a large CD271^low^ population (data not shown). Since this population contains neuroectoderm (Figs. 1E and 2A), the poor induction efficiency of CD271^high^ might correlate to and be explained by the induction balance between neuroectoderm and NCCs.

XF-iMSCs have the potential to accelerate damaged bone and skeletal muscle repair. The majority of regenerated bone and regenerated skeletal muscle were derived from host cells, and regeneration occurred near the transplanted cells. We identified PXDN and IGF2 as secreted proteins from XF-iMSCs that partially contribute to myotube differentiation. Taken together, our findings indicate that XF-iMSCs with paracrine effects are useful for the future application of cell transplantation medicine.

In this study, we found a gradual change in gene expression during NCC expansion culture (Fig. 3D, E). *DLX1*, *TWIST*, and *CDH11* are markers for late migrating NCCs found in the branchial arches, suggesting a transition of characteristics from neural crest stem cells to mesenchymal fate-restricted NCCs. Similar expressional changes were found in BSA-containing medium when previous data (GSE 60313) was reanalyzed, suggesting that the change is not specific for xeno-free medium. We found that the differentiation capacity of neurons was lost in passaged NCCs, which supports this conclusion (Fig. 3F). We hypothesize the existence of a pro-MSC state, wherein cells express both migratory NCC markers (*TFAP2A, TWIST, DLX1*) and a mesenchymal marker (*CDH11*). We believe that expanded NCCs are in the pro-MSC state (Fig. 3D).

Since NCCs are present only during embryonic development, their functions in morphogenesis during the developmental stage have been studied; however, their functions at later stages have not been studied. Recently, however, several studies have shown that NCC lineage cells play important roles in vertebrate tissue repair. In the process of regenerating mandibular bone, skeletal stem cells have been shown to reactivate NCC-like characteristics by sensing mechanotransduction via focal adhesion kinase signaling and promoting regeneration of the jaw^31^. In addition, studies have shown that mesenchymal cells derived from NCCs in vivo exist in the peripheral nervous system and contribute to bone and skin regeneration by migrating to the relevant tissues in response to tissue damage^32^. Since the peripheral nervous system is distributed throughout the body, NCC-derived stromal cells in the endoneurium may be involved in various tissue regeneration activities beyond bone and skin regeneration^33^. In this study, we have shown the potential contribution of NCC-derived MSCs for skull bone regeneration and skeletal muscle regeneration. Taken together with the findings of the abovementioned reports, our findings support our pro-MSC hypothesis.

Regarding the in vivo regenerative function of XF-iMSCs, we were interested in identifying the paracrine factors involved in tissue regeneration. In skull bone regeneration, XF-C-iMSCs cultured with osteogenic induction medium expressed BMP2, BMP4, and BMP7 (Fig. 5C). Since BMP was originally identified as a bone inducer^34,35^, BMPs secreted from XF-C-iMSCs (OIM) could contribute to skull bone regeneration. However, we also found that XF-C-iMSCs cultured with MSC medium were able to regenerate skull bone (Supplementary Fig. 9), even though the regenerated bone was thinner than that in the XF-C-iMSC (OIM) group. Taken together these findings indicate that factors other than BMPs might also be involved in stimulating bone regeneration. Further research is required to elucidate the mechanisms involved in this process.

In muscle regeneration, there are two possible mode-of-actions for how XF-iMSCs promote the recovery of mouse muscle: promotion of muscle differentiation, and protection against inflammatory damage. Regarding the latter, our previous published work showed that iMSCs have an immunosuppressive effect both in vivo and in vitro^36,37^, although the molecular nature is unknown. Regarding the former, in the normal regenerative processes, quiescent muscle stem cells (satellite cells) become active following proliferation, differentiation, and fusion^38^. These processes are regulated by several cytokines secreted by the surrounding cells. In vitro co-culture studies have shown that endothelial cells may be a source of insulin growth factor 1, vascular endothelial growth factor, hepatocyte growth factor, platelet-derived growth factor, and fibroblast growth factor and that they may promote satellite cell growth. Macrophages secrete tumor necrosis factor α, interferon γ, and interleukin (IL) 6 to promote myoblast proliferation. IL4 and IL10, secreted from macrophages that have phenotypically switched to an anti-inflammatory fate also play a role in muscle regeneration by stimulating the differentiation and fusion of myoblasts. Bipotent mesenchymal fibroadipogenic progenitors (FAPs), which are characterized by PDGFRα and CD34 expression and located in the muscle interstitium, are also important for muscle regeneration^39–41^. FAPs secrete WNT1-inducible signaling pathway protein (WISP1), a matricellular protein that controls muscle stem cell amplification and commitment^42^. Intriguingly, XF-iMSCs express *PDGFRα*, *CD34*, and *WISP1* (Supplementary Fig. 13), which may contribute to muscle regeneration in the same way as FAPs. The developmental origin of FAPs is still unclear, but one fascinating hypothesis is the neural crest origin theory.

In this study, we identified PXDN and IGF2 as protein secreted from XF-iMSCs that stimulate in vitro myoblast differentiation, at least partially (Fig. 8). PXDN is strongly expressed in skeletal muscle and heart^43^ and regulates sulfilimine crosslinks and dense fibrillar network assembly of not only Col IV but also fibronectin and laminin^44^. However, there is a PXDN KO mouse that has an ophthalmic phenotype but nothing else suggestive of a role in muscle developmental biology or regeneration or for any other tissue for that matter. Moreover, the power of DM supplemented with PXDN, IGF2 or both was limited in terms of the differentiation and muscle contraction, suggesting neither are critical factors. More experiments are needed to fully define the molecular mechanisms for muscle regeneration stimulated by XF-iMSCs.

## Methods

### Human iPSCs and human primary cultured cell lines

Human iPSCs (1231A3, 1381A5, 1381B5, 1383D2, and 1383D10, reprogrammed with episomal vectors, kindly provided from Yamanaka laboratory) were cultured on an iMatrix-511 (Nippi, Tokyo, Japan)-coated cell culture plate or dish in StemFit AK03N (Ajinomoto, Tokyo, Japan), as described previously^20^. The medium was changed every 2 days. Human mesenchymal stem/stromal cells (hAC-MSCs, hBM-MSCs, hUC-MSCs) were obtained from PromoCell (Heidelberg, Germany). MSCs were cultured on fibronectin (Millipore, Bedford, CA, USA)-coated culture dishes in PRIME-XV MSC Expansion XSFM medium (FUJIFILM Irvine Scientific, Tokyo, Japan). The medium was changed every 3 days. Human dermal fibroblasts (HDFs) were obtained from Cell Applications (San Diego, CA, USA) and cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% FBS (Thermo Fisher Scientific). The medium was changed every 3 days.

### Induction of neural crest cells (NCCs) from iPSCs

Human iPSCs were seeded onto iMatrix-511-coated plates or dishes at a density of 3.6 × 10^3^ cells/cm^2^ in StemFit AK03N medium and maintained in culture for 4 days. For NCC induction, the cells were cultured in StemFit Basic03 (equivalent to AK03N without bFGF, Ajinomoto, Tokyo, Japan) with 10 μM SB431542 (FUJIFILM Wako) and 1 μM CHIR99021 (Axon Medchem, Reston, VA, USA) for 10 days. Cell numbers were counted using a Countess II FL (Thermo Fisher Scientific). The medium was changed every 2 days from day 0 to 6 and every day from day 7 to 10.

### Differentiation of NCCs

For peripheral neuron and glial cell differentiation, 1 × 10^5^ CD271^high^ sorted NCCs were seeded onto fibronectin-coated 12-well plates and cultured in Neurobasal (Thermo Fisher Scientific) medium supplemented with B27 supplement (Thermo Fisher Scientific), N-2 supplement (Thermo Fisher Scientific), 2 mM L-glutamine (FUJIFILM Wako, Tokyo, Japan), 10 ng/mL BDNF (FUJIFILM Wako), GDNF (FUJIFILM Wako), NT-3 (FUJIFILM Wako), and NGF (FUJIFILM Wako) for 3 weeks. The medium was changed every 3 days. Differentiation was confirmed by immunostaining with peripherin, TUBB3, and GFAP.

For melanocyte differentiation, 2.5 × 10^5^ CD271^high^ sorted NCCs were seeded onto fibronectin-coated 12-well plates and cultured in Basic03 supplemented with 1 μM CHIR99021, 25 ng/mL BMP4 (R&D Systems, Minneapolis, MN, USA), and 100 nM Endothelin-3 (TOCRIS, Bristol, UK) for 10 days. The medium was changed every 2 days. Differentiation was confirmed by immunostaining with MITF.

### NCC expansion culture

CD271^high^ sorted NCCs were seeded onto fibronectin-coated plates at a density of 1 × 10^4^ cells/cm^2^ in Basic03 supplemented with 10 μM SB431542, 20 ng/mL EGF (FUJIFILM Wako), and FGF2 (FUJIFILM Wako). The medium was changed every 3 days. For passaging, cells were dissociated with Accutase (Innovative Cell Technologies, San Diego, CA, USA) and re-plated onto fibronectin-coated plates at a density of 1 × 10^4^ cells/cm^2^. For preparing the frozen stock of NCCs, 5 × 10^5^ NCCs were suspended in 500 µl STEM-CELL BANKER GMP grade (Takara, Kusatsu, Japan) and frozen using CoolCell Cell Freezing Containers (Biocision, Kyoto, Japan).

### Induction of mesenchymal stromal cells (XF-iMSCs) from NCCs

Expanded NCCs (passage number 4) were seeded onto fibronectin-coated plates at a density of 1 × 10^4^ cells/cm^2^ in Basic03 supplemented with 10 µM SB431542, 20 ng/mL EGF, and FGF2. The medium was replaced the next day with PRIME-XV MSC Expansion XSFM medium. The morphology of cells started to change approximately 4 days after induction. Passages were performed every 4 days using Accutase at a density of 1 × 10^4^ cells/cm^2^. Human MSC markers (CD44, CD73, CD90, and CD105) were analyzed by FACS 14 days after the MSC induction.

### Differentiation of XF-iMSCs

For chondrogenic differentiation, 1.5 × 10^5^ XF-iMSCs were suspended in 5 µl of chondrogenic medium (DMEM/F12, Thermo Fisher Scientific), 1% (v/v) ITS + premix (Corning, Corning, NY, USA), 0.17 mM AA2P (Sigma, St. Louis, MO, USA), 0.35 mM Proline (Sigma), 0.1 mM dexamethasone (Sigma), 0.15% (v/v) glucose (Sigma), 1 mM sodium-pyruvate (Thermo Fisher Scientific), 2 mM GlutaMAX (Thermo Fisher Scientific), and 0.05 mM MTG (Sigma) supplemented with 40 ng/mL PDGF-BB (PeproTech, Rocky Hill, NJ, USA), 100 ng/mL TGF-β3 (R&D), 10 ng/mL BMP4, and 1% (v/v) FBS (Thermo Fisher Scientific) and were subsequently transferred to fibronectin-coated 24-well plates. A total of 1 mL of chondrogenic medium was added after 1 h. The cells were cultured for 14 days. The differentiation properties of the cells were confirmed by Alcian blue staining. Briefly, induced cells were fixed for 30 min with 4% paraformaldehyde (PFA) (FUJIFILM Wako) and rinsed with phosphate buffered saline (PBS). These cells were then stained with Alcian Blue solution (1% Alcian Blue (MUTO PURE CHEMICAL CO., LTD, Tokyo, Japan) for 1 h at 25 °C.

For osteogenic differentiation, 4 × 10^4^ XF-iMSCs were seeded onto 0.1% gelatin-coated 12-well plates and cultured in MSCgo Rapid Osteogenic Differentiation Medium (Biological Industries, Cromwell, CT, USA) for 30 days. The medium was changed every 3 days. Differentiation properties were confirmed by the formation of calcified nodules, as detected with Alizarin Red (Merck, Darmstadt, Germany) staining. Briefly, culture wells were washed twice in PBS and fixed for 10 min at room temperature in 100% ethyl alcohol. The Alizarin Red solution (40 mM, pH 4.2) was applied to the wells for 10 min at room temperature. Nonspecific staining was removed by several washes with water.

For adipogenic differentiation, 4 × 10^4^ XF-iMSCs were seeded onto a 0.1% gelatin-coated 12-well plate and cultured in hMSC Adipogenic Differentiation Medium (Lonza, Basel, Switzerland) for 32 days. The medium was changed every 3 days. Differentiation properties were confirmed by Oil Red O staining. The cells were fixed in 10% formalin for 1 h at room temperature, followed by incubation for 20 min in 0.3% Oil Red O staining solution (Sigma). Nonspecific staining was removed by performing several washes with water.

### IFN-γ primed MSCs

XF-iMSCs and human adult-derived MSCs were treated with 10 ng/mL IFN-γ (Peprotech) for 24 h. After 24 h, the cells were collected, and RT-qPCR was performed. PGE2 measurement of MSC’s conditioned medium was measured using the PGE2 Express ELISA Kit (Cayman chemical, MI, USA) according to the manufacturer’s protocol. Briefly, standards and samples were incubated with PGE2 antibody in 96-well plate for 60 min at 25 °C. The plate was washed by 0.05% Tween 20 contained wash buffer. After wash, Ellman’s Reagent which contains the substrate to AChE is added to the well and incubate 60 min at 25 °C (Protect from light). Read the plate at wavelength 420 nm by microplate reader Spark (Tecan, Zurich, Switzerland).

### Immunocytochemistry

Prior to performing immunostaining with antibodies, the cells on plates were fixed with 4% PFA/PBS (FUJIFILM Wako) at 4 °C for 15 min, washed twice with PBS, and incubated with 0.3% TritonX100 at 4 °C (as the surface-active agent for penetration processing) for 30 min, and any nonspecific binding was blocked with 3% BSA/PBS at 4 °C for 1 h. DAPI (1:1000; Thermo Fisher Scientific) was used to counterstain the nuclei. The primary antibodies used in this study are summarized in Supplementary Table 1. Observations and assessments of samples were performed with BZ-X700 (Keyence, Osaka, Japan).

### FACS sorting

FACS was performed using an AriaII instrument (BD Biosciences, Franklin Lakes, NJ, USA) according to the manufacturer’s protocol. Briefly, cells were dissociated by Accutase and incubated with any antibodies in FACS buffer (2% human serum albumin containing HBSS) and incubated for 60 min at 4 °C. The antibodies used are listed in Supplementary Table 1. In all experiments, an isotype control was used to remove the nonspecific background signal. After the antibody reaction, cells were washed by FACS buffer and re-suspend to 0.1% Propidium iodide (PI) containing FACS buffer. Finally, cells were collected by passing through a 35 μm filter (Falcon) and analyzed by FACS AriaII. Gating strategies indicated in Supplementary Fig. 14. FCM data were analyzed by FlowJo software (BD) according to the manufacturer’s protocol.

### Quantitative RT-PCR

Total RNA was purified using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) and treated with the DNase-one Kit (Qiagen) to remove genomic DNA. We reverse transcribed 500 ng of total RNA to obtain single-stranded cDNA using PrimeScript RT Master Mix (Takara) according to the manufacturer’s instructions. Quantitative PCR with the Thunderbird SYBR qPCR Mix (TOYOBO, Osaka, Japan) was performed using the QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems, Forester City, CA, USA) in triplicate. Primer sequences are listed in Supplementary Table 2. *IDO1* (Hs00984148_m1) and *PD-L1* (Hs00204257_m1) expressions were measured by TaqMan Gene Expression Assays (Thermo Fisher Scientific).

### Transcriptome analysis

Total RNA was purified using the RNeasy Micro Kit (Qiagen) and treated using the DNase-one kit (Qiagen) to remove genomic DNA. We reverse transcribed 10 ng of total RNA to obtain single-stranded cDNA using the SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific). We performed cDNA library synthesis for the Ion Ampliseq transcriptome using the Ion AmpliSeq Transcriptome Human Gene Expression Core Panel (Thermo Fisher Scientific) and the Ion Ampliseq Library Kit Plus (Thermo Fisher Scientific) according to the manufacturer’s protocol. Briefly, cDNA was amplified 12 cycles with Ion AmpliSeq^TM^ Transcriptome Human Gene Expression Core Panel by thermal cycler. Primer sequences were partially digested with FuPa reagent by sequentially performing 10 min at 50 °C, 10 min at 55 °C, 20 min at 60 °C. Barcode ligation was performed with Ion Xpress Barcode for 30 min at 22 °C. Barcode-labeled cDNA libraries were purified by DNA Clean & Concentrator™-5 (Zymo research, CA, USA) and analyzed using the Ion S5 XL System (Thermo Fisher Scientific) and the Ion 540 Chip Kit (Thermo Fisher Scientific).

### Preparation of XF-C-iMSCs

XF-C-iMSCs were prepared as reported previously, with minor modifications^45^. Briefly, XF-iMSCs were seeded at a density of 1.0 × 10^5^ cells/well in 48-well plates (Corning, Corning, NY, USA) coated with fibronectin and cultured with Prime-XV MSC expansion XSFM for 4 days. To obtain XF-C-iMSCs, confluent cells that had formed on the cellular sheet consisting of the ECM produced by MSCs themselves were scratched using a micropipette tip and then torn off. The iMSC/ECM complexes detached from the bottom of the plate in a sheet shape were transferred to a 24-well ultra-low binding plate (Corning) and rolled up to form a round clump of cells. The cell clumps were maintained in Prime-XV MSC expansion XSFM or MSCgo Osteogenic differentiation medium (Biological Industries) for 2, 5, or 10 days.

### Staining of XF-C-iMSCs

XF-C-iMSCs were fixed with 4% PFA in PBS. The samples were embedded in paraffin, and 5 μm thick serial sections were prepared. The specimens were then stained with hematoxylin and eosin (H&E) or Alizarin Red S and observed using a Nikon Eclipse E600 microscope (Nikon, Kawasaki, Japan).

### Surgical procedures

Male NOD/SCID mice (7 to 8-week-old) (Charles River Laboratories Japan) were employed as a calvarial defect model after ethical approval was obtained from the Animal Care Committee of Hiroshima University (A18-72). Surgery was performed under general anesthesia, with an intraperitoneal injection of 20% ethyl carbamate (30 mg/kg body weight). The skin at the surgical site was shaved and disinfected, and a sagittal skin incision was made from the occipital to the frontal bone. The skin flap, including the periosteum, was then dissected and elevated. Avoiding the sagittal and coronal suture, a 1.6-mm diameter defects was created in the lateral parietal bone 4 mm lateral and 3 mm posterior to the bregma. XF-C-iMSCs cultured with MSCgo osteogenic differentiation medium for 2 days were transplanted into the defect with no artificial scaffold. In addition, the implantation of XF-C-BMMSCs maintained in the same medium was used as a control. The skin incision was then closed using 4-0 silk sutures.

### Micro-CT analysis

Mice were sacrificed 28 days after surgery, and the cranial region was imaged using a SkyScan1176 in vivo micro-CT (Bruker, Billerica, MA, USA). Three-dimensional reconstructions were generated using the CTVOL software (Bruker). The volume of newly formed bone inside the bone defect was determined using CT-An software (Bruker).

### Tissue preparation and histological analysis of the skull

The mice were sacrificed 28 days after surgery. Calvarial bones were collected, fixed with 4% PFA overnight, and decalcified with 10% (v/v) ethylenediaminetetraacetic acid (pH 7.4) for 10 days. After decalcification, the specimens were dehydrated through graded ethanol, cleared with xylene, and embedded in paraffin. Serial sections (5 μm) were cut in the frontal plane. These sections representing the central portion of the bone defect were stained with H&E and observed using a Nikon Eclipse E600 microscope. For Azan staining, the slides were incubated in mordant solution (a mixture of equal parts of 10% potassium dichromate and 10% trichloroacetic acid) for 10 min and washed with H_2_O.

The slides were then incubated in azocarmine G solution (0.1% azocarmine G, 1% acetic acid) for 30 min. The specimens were briefly washed with H_2_O, differentiated with anilin alcohol (0.1 mL anilin dissolved in 100 mL 95% ethanol), washed with acetic alcohol and H_2_O, incubated in phosphotungstic acid (5%) for 1 h, briefly washed with H_2_O, incubated in aniline blue/orange G solution (0.5% anilin blue, 2% orange G, 8% acetic acid) for 30 min, and then briefly washed with H_2_O. Subsequently, the slides were incubated in 100% alcohol and xylene before they were embedded using mounting medium. To detect human vimentin expression in the tissue, immunofluorescence analysis was performed. Briefly, serial sections (20 μm) were blocked with 1% BSA/0.1% Triton-X/PBS blocking solution at room temperature for 30 min. These sections were then incubated with rabbit anti-human vimentin monoclonal IgG antibody (Abcam; #SP20) at 4 °C overnight. After washing with PBS three times for 5 min, the samples were incubated for 1 h with an Alexa Fluor 488^®^ goat anti-rabbit IgG antibody (Thermo Fisher Scientific) at room temperature. Nuclei were counterstained with DAPI. Fluorescence signals were detected using a Zeiss LSM 510 laser scanning confocal microscope (Zeiss, Oberkochen, Germany).

### Skeletal muscle injury and transplantation

Ethical approval for these experiments was obtained from the Animal Care Committee of Kyoto University (14-59-8). For the transplantation of XF-iMSCs, 8 - to 16-week-old NSG mice were purchased from Charles River Japan (Yokohama, Japan). Mice were anesthetized with 3% Forane inhalant liquid (AbbVie, North Chicago, IL, USA). The midportion of the TA muscle was then continuously crushed by direct clamping with forceps for 1 min under constant pressure determined using the same pressure gauge^46^. XF-iMSCs or HDFs were suspended in αMEM (2 × 10^5^ cells/50 µL) and injected using a 27 G micro-syringe at the center of the injured sites of the TA muscles 24 h post injury.

### Tissue preparation and histological analysis of muscle

Mice were sacrificed 3 days, 2 weeks, and 5 weeks post injury. TA muscles were mounted in Tragacanth Gum (FUJIFILM Wako) and frozen with liquid nitrogen^47^. Serial sections (10 µm) were cut using a cryostat. Sections were stained with H&E and observed using an Olympus BX51 microscope (Olympus, Tokyo, Japan). Four sections prepared from the middle of each TA muscle samples were stained, and the entire transverse section of all sections was photographed and analyzed. Of the values obtained from the four thin sections taken, the one with the highest value was adopted as the data for each sample. Immunofluorescence images were acquired using the Zeiss LSM 710 laser scanning confocal microscope (Zeiss). Area measurement and cell counting were performed using Hybrid cell count software BZ-H3C (Keyence). In Fig. 6C, images stained with Laminin antibody were analyzed with KEYENCE image analysis software to calculate the average area of myofibers. In Fig. 6E, images stained with MYH4 antibody were analyzed with KEYENCE image analysis software to calculate the area of the positive area. In Fig. 6G, images stained with MYH3 antibody were counted for the number of positive fibers.

### Myotube differentiation from mouse newborn myoblasts

Ethical approval for these experiments was obtained from the Animal Care Committee of Shonan Health Innovation Park (AU-00020995). Myoblasts were isolated from newborn C57BL/6 mice (CLEA Japan, Tokyo), as described previously^48^. Myoblasts were cultured on 10% Matrigel (Corning)-coated dishes in high glucose DMEM with 20% FCS, 10% horse serum, 0.5% chicken embryo extract, 2.5 ng/mL FGF2, 10 μg/mL gentamycin, 1% antibiotic-antimitotic, and 2.5 μg/mL plasmocin prophylaxis (Proliferation Medium: PM). For myotube differentiation, 1 × 10^5^ myoblasts were seeded onto 10% Matrigel-coated 24-well plates and cultured in high glucose DMEM with 5% horse serum and 1% antibiotic-antimitotic (Differentiation Medium: DM) for 3 days. XF-iMSC-cultured medium was obtained by incubating XF-iMSCs in DM medium for 48 h. Human PXDN recombinant protein (Abnova, Taipei, Taiwan) was used at 0.5 μM according to a previous report^49^. Human IGF2 recombinant protein (R&D) was used at 300 ng/mL. Myotube movement was analyzed using the ImageJ software with the TPIV plugin (https://signaling.riken.jp/tools/imagej-plugins/490/).

### Quantification of secreted proteins in cultured media

Cultured media were obtained by incubating XF-iMSCs, HDFs, hAC-MSCs, hBM-MSCs, and hUC-MSCs in PRIME-XV MSC Expansion XSFM medium for 48 h. Albumin and immunoglobulin were removed from the cultured media using High select top14 abundant protein depletion mini spin columns (Thermo Fisher Scientific). The depleted medium was precipitated by acetone and subjected to trypsin digestion followed by desalting. These samples were labeled with mTRAQ reagent (AB Sciex Co. Ltd., Toronto, Canada) and analyzed on an Orbitrap fusion tribrid mass spectrometer coupled with an Easy n-LC 1000 HPLC system (Thermo Fisher Scientific). The expressed proteins were identified by matching the peptide data obtained by LC-MS with data obtained through Mascot search (Proteome discoverer 1.4). (Thermo Fisher Scientific). The search conditions in the Mascot search were follows. Database: Swiss prot_Human, Enzyme: Trypsin, Miss cleave: <3, MS tolerance: MS < 10 ppm, MS/MS < 0.35 Da, Modification: Daynami, Oxidation(M), mTRAQ(N-Term/K); Static, Carbamidomethyl(C).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

supplementary_movie_1

supplementary_movie_2

supplementary_movie_3

supplementary_movie_4

supplementary_information

REPORTING SUMMARY

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) database with the following accession code GSE206048, GSE206128, GSE206172. Proteome data that support the findings of this study have been deposited in Japan Proteome Standard Repository (jPOSTrepo) database with the following accession code JPST001693.

# Supplementary material for: Induction of functional xeno-free MSCs from human iPSCs via a neural crest cell lineage
**Source:** NPJ Regen Med. 2022 Sep 15;7:47. doi: 10.1038/s41536-022-00241-8
**Supplement:** Supplementary file 5 — supplementary_information

Supplementary Figure 1

A

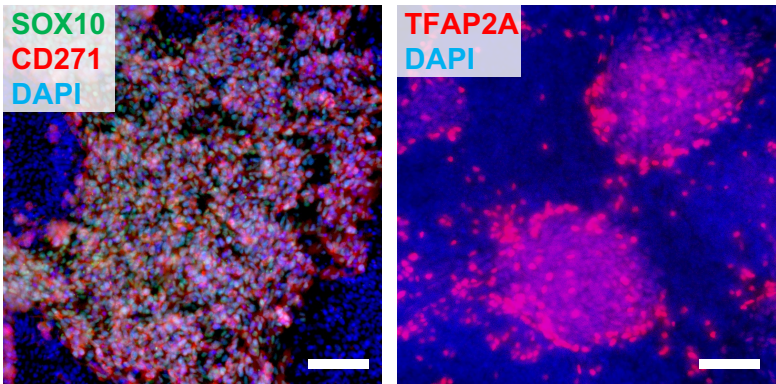

B

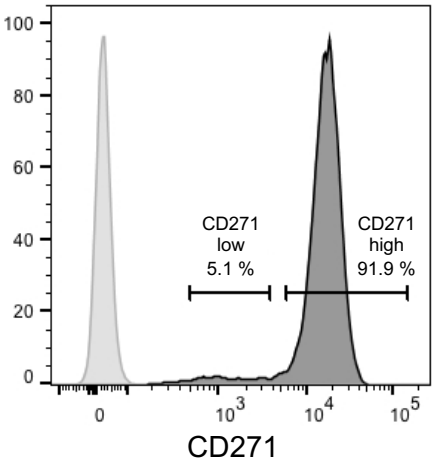

C

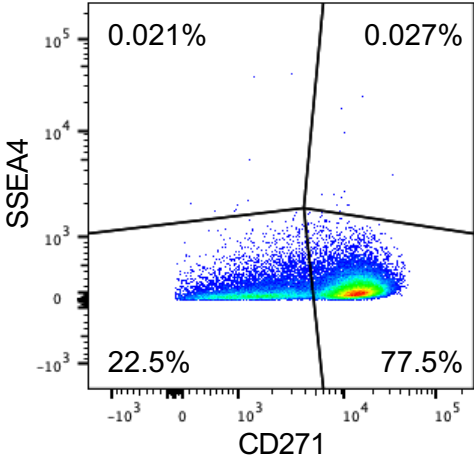

D

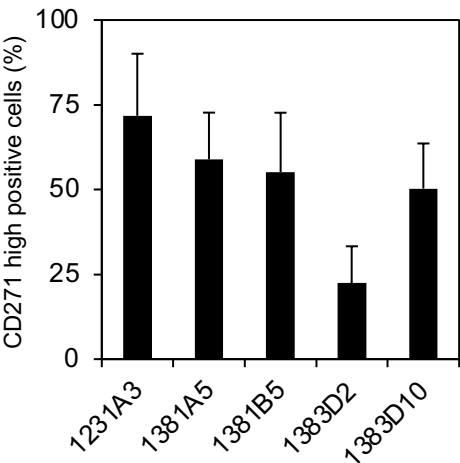

E

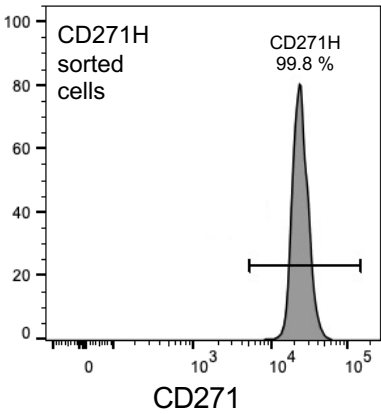

### **Supplementary Figure 1. Successful induction of iNCCs from iPSCs**

(A) Immunofluorescence images of the NCC induction at day 10. Cells were stained with anti-SOX10 antibody (left panel, green), anti-CD271 antibody (left panel, red), and anti-TFAP2A antibody (right panel, red). Nuclei were stained with DAPI (blue). Scale bar, 50  $\mu$ m. (B) The fraction of cells with high CD271 expression (CD271H) on day 10 of NCC induction (dark gray) of 1231A3 iPSCs. The isotype control is gray. (C) A dot plot analysis of the NCC induction at day 10. The x-axis indicates CD271 expression, and the y-axis indicates SSEA4 expression. (D) Fraction of the CD271H population on day 10 of the NCC induction of various iPSC lines (1231A3, 1381A5, 1381B5, 1382D2, 1383D10). Data are the mean  $\pm$  SD, n = 3. (E) The fraction of CD271H cells after sorting.

## Supplementary Figure 2

**A**

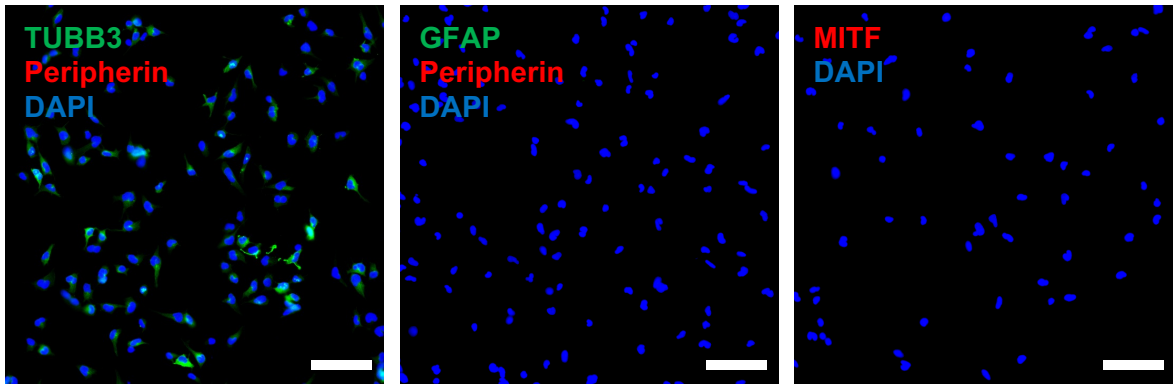

**B**

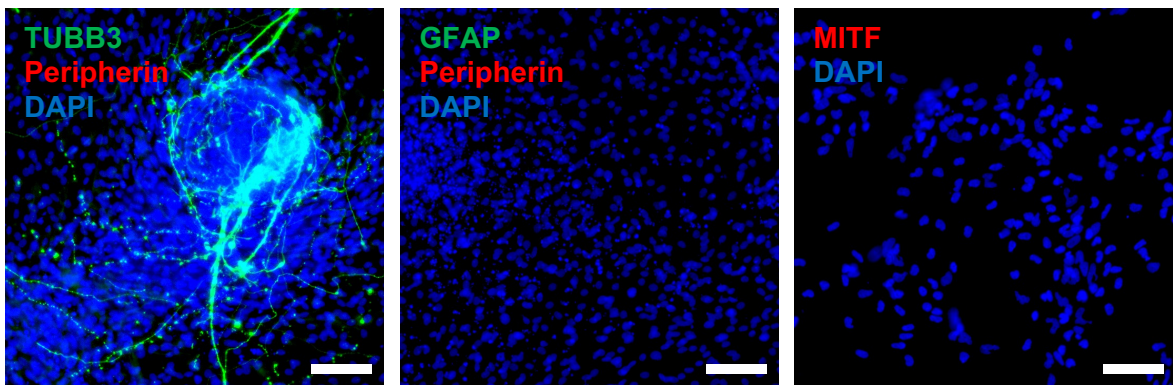

### Supplementary Figure 2. Characteristics of CD271H and CD271L sorted cells.

Immunofluorescence images of (A) CD271H sorted cells and (B) CD271L sorted cells at day 10 of the NCC induction. Left panel, cells were stained with an anti-TUBB3 antibody (green) and anti-peripherin antibody (red); middle panel, cells were stained with an anti-GFAP antibody (green) and anti-peripherin antibody (red); right panel, cells were stained with an anti-MITF antibody (red). Nuclei were stained with DAPI (blue). Scale bars, 50  $\mu$ m.

# Supplementary Figure 3

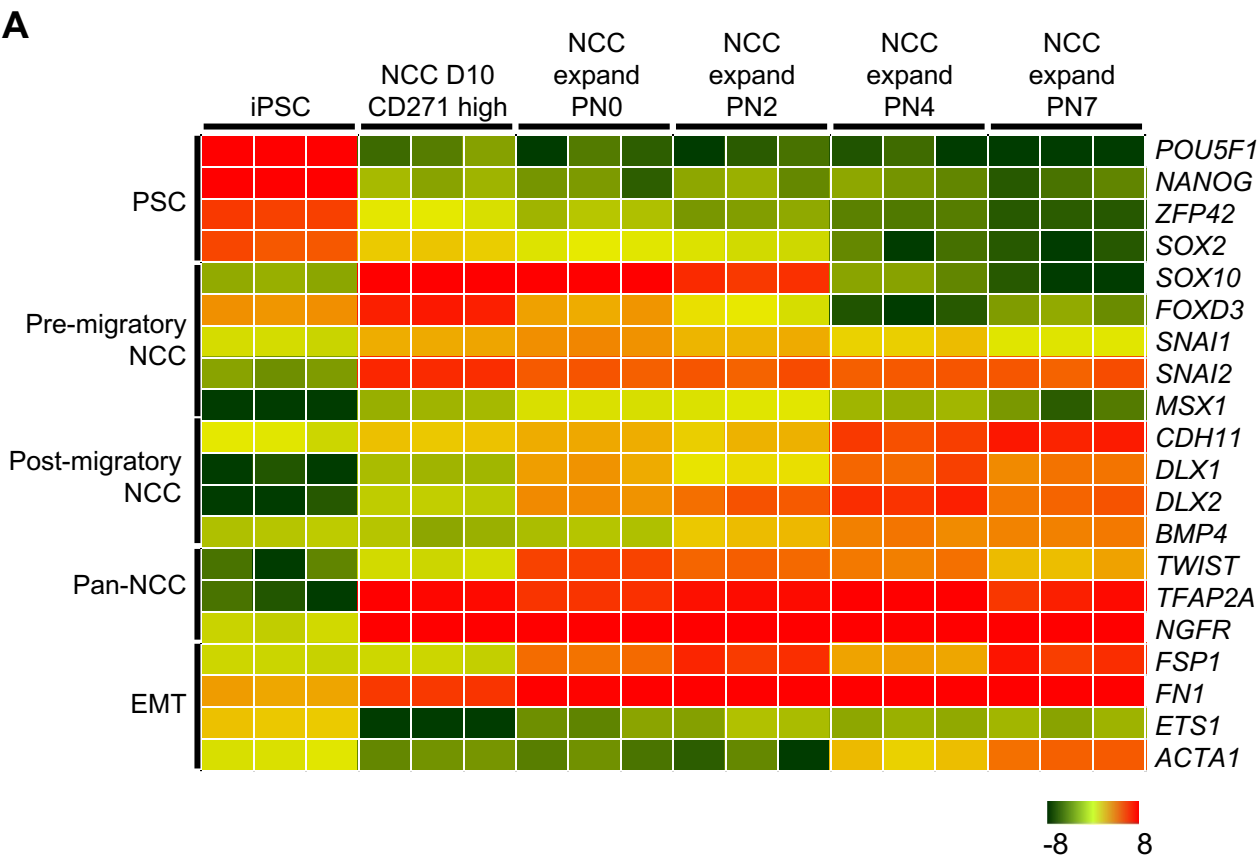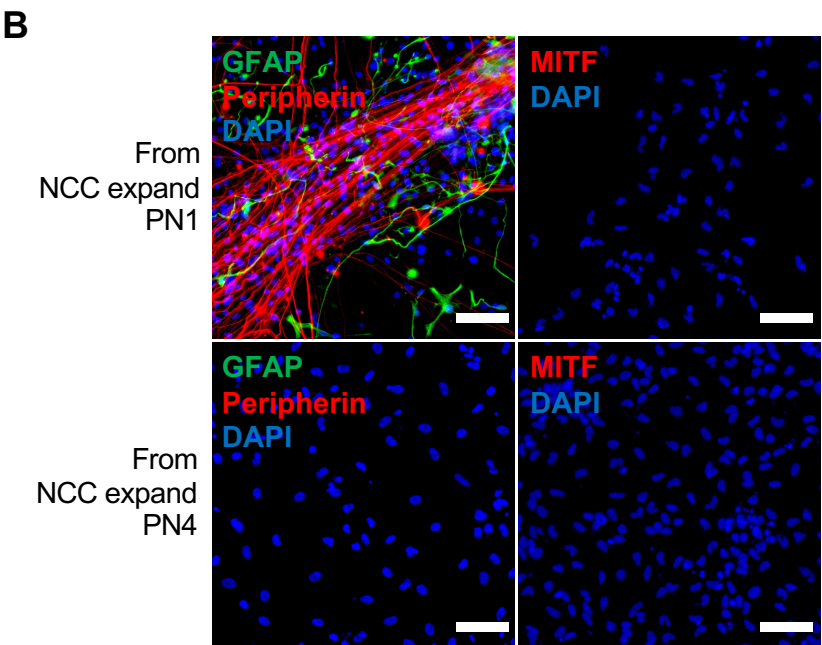

### **Supplementary Figure 3. Gene expression pattern and differentiation ability in NCC expansion culture**

(A) A heatmap illustrating the expression of pluripotent stem cell (PSC), pre-migratory NCC, post-migratory NCC, Pan-NCC and epithelial mesenchymal transition (EMT) marker genes for 1231A3 iPSCs, CD271H population on NCC induction at day10, and NCC expansion culture passage number (PN) 0, 2, 4, and 7. 

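The values behind the PSC and EMT genes of the heatmap are as follows, each as mean ± SD of 3 libraries. *POU5F1* (chromosome 6, 31164337 to 31180731 in GRCh38) was at 2582 ± 132 CPM in iPSCs and 0.579 ± 0.505 CPM in CD271 high cells, a log2 fold change of -12.06 (SE 0.136, adjusted p = 1.68e-38, edgeR's quasi-likelihood test), and at 3 counts or less in every library from PN0 on. *NANOG* was at 374 ± 13.5 CPM in iPSCs and 1.94 ± 0.634 CPM in CD271 high cells. *ZFP42* fell from 114 ± 5.39 CPM in iPSCs to 9.66 ± 1.59 CPM in CD271 high cells, 2.83 ± 0.743 CPM at PN0 and 1.07 ± 0.301 CPM at PN2. *SOX2* was at 17.8 ± 0.935 CPM in CD271 high cells, 9.73 ± 1.115 CPM at PN0 and 6.91 ± 1.24 CPM at PN2. At PN7, *SOX2* was at least 45.7-fold and *ZFP42* at least 24.8-fold lower than in CD271 high cells.

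Among the EMT genes, *FN1* (chromosome 2, 215360440 to 215436172) rose from 123 ± 4.95 CPM in CD271 high cells to 1489 ± 149 CPM at PN7, with a log2 fold change of 3.63 (SE 0.0988, adjusted p = 3.51e-18). *S100A4* (*FSP1* in the heatmap) was at 5.65 ± 0.700 CPM in CD271 high cells, 131 ± 18.7 CPM at PN2, 30.2 ± 1.65 CPM at PN4 and 152 ± 43.1 CPM at PN7. *ACTA1* was at 0.692 ± 0.152 CPM in CD271 high cells and 69.9 ± 8.91 CPM at PN7. It rose by 6.41 log2 units from PN2 to PN4 and by 1.85 from PN4 to PN7. *ACTA1* is also counted here among the muscle genes, so its rise does not tell EMT apart from muscle gene expression. The EMT gene *ETS1* had no counts in CD271 high cells and was at least 5.45-fold higher at PN7, where it was at 1.87 ± 0.540 CPM against 19.0 ± 1.10 CPM in iPSCs.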

All samples were  $n = 3$ . (B) Immunofluorescence images of neural (left) and melanocyte (right)-inducing cells from NCC expansion culture PN1 (upper panel) and PN4 (lower panel). Left panel, cells were stained with an anti-GFAP antibody (green) and anti-peripherin antibody (red); right panel, cells were stained with an anti-MITF antibody (red). Nuclei were stained with DAPI (blue). Scale bars, 50  $\mu\text{m}$ . All sequence data were available in GEO (GSE206128)

# Supplementary Figure 4

A

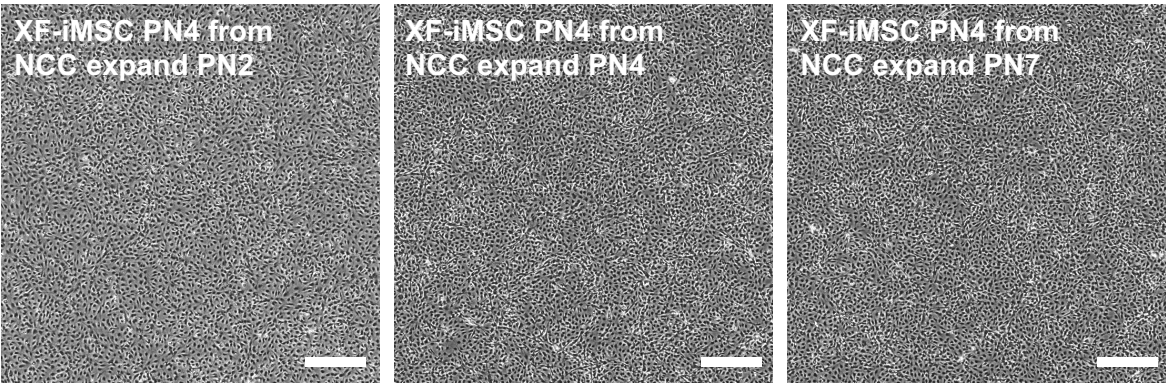

B

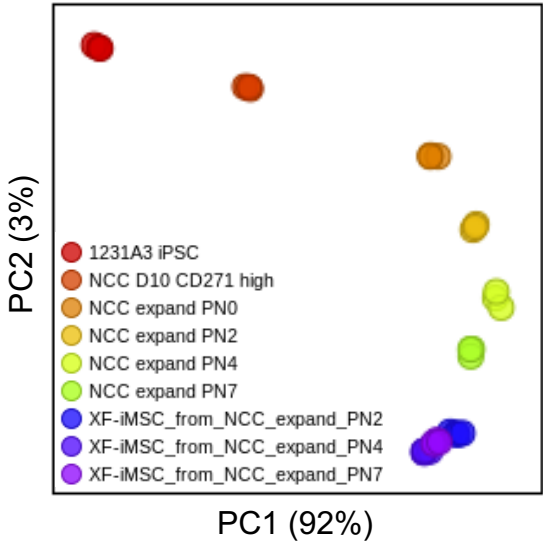

D

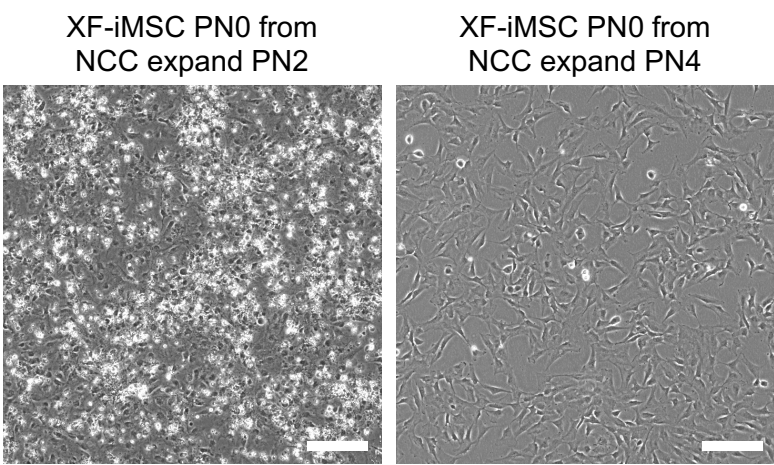

C

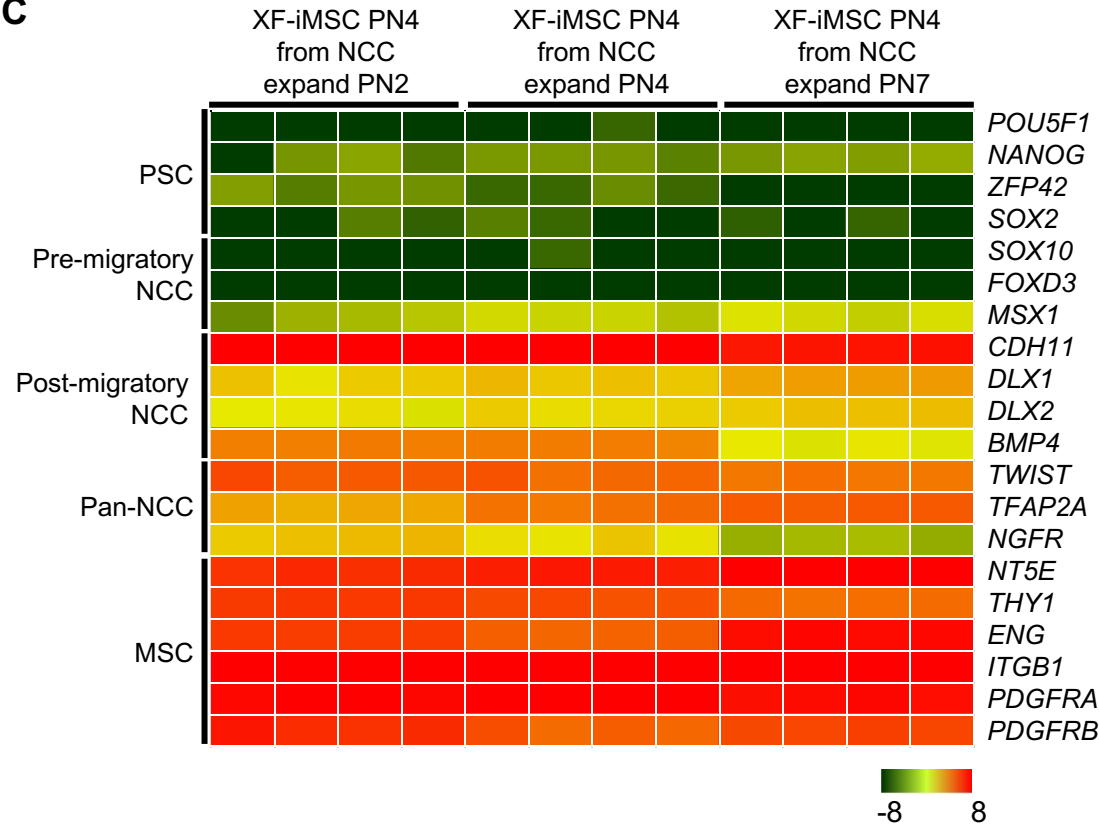

**Supplementary Figure 4. MSC induction and characterization of different NCC expansion culture passage numbers**

(A) Phase contrast images of XF-iMSC passage number (PN) 4 from NCC expansion culture PN2 (left), PN4 (middle) and PN7 (right). Scale bars, 200  $\mu$ m. (B) PCA analysis of the MSC induction from different NCC expansion culture. 

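A principal component analysis of the 30 libraries was computed on log2 CPM (TMM scaling, prior count of 2) of the 14126 genes kept by edgeR's filter on low counts, with each gene centred. PC1 held 49.9% of the variance, PC2 17.8% and PC3 12.35%. With the genes left uncentred, the setting that moved PC1 most, PC1 held 95.4% and PC2 2.31%. Along PC1 the group means were -144 for iPSCs, -117 for CD271 high cells, -79.7 for NCCs at PN0, -37.3 at PN2, -0.524 at PN4 and 30.4 at PN7, and then 81.3, 93.1 and 86.5 for XF-iMSCs induced from PN2, PN4 and PN7. The SD between libraries of a group was between 0.323 and 4.83 on this axis, so that neighbouring NCC groups were separated by more than the spread between replicates. Along PC2, NCC groups lay between 43.4 and 58.1, CD271 high cells at 19.3, XF-iMSCs between -32.0 and -22.1 and iPSCs at -111.

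Expressed as root-mean-square distances in log2 CPM over the same genes, XF-iMSCs from PN4 were 1.24 from NCCs at PN4. Among the XF-iMSC groups, those from PN2 and PN4 were 0.69 apart, those from PN4 and PN7 0.83 and those from PN2 and PN7 0.60, where the spread between replicates alone would give 0.225, 0.216 and 0.214. Between XF-iMSCs from PN2 and from PN4, 4053 of 11931 genes differed (4749 with a replicate block, correlation of same-numbered libraries 0.133), and between those from PN4 and PN7, 5100 of 11939 (4628 with a replicate block, correlation -0.138; adjusted p under 0.05, edgeR's quasi-likelihood test). The largest rises from PN4 to PN7 were those of *SLC1A1* (log2 fold change 4.68), *SIGLEC15* (4.46) and *MSMP* (4.035), and the largest falls those of *XIRP1* (at least 40.8-fold), *RASL11B* (-6.89) and *ACTA1* (-6.74).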

PC1: principal component 1, PC2: principal component 2. (C) Heatmap illustrating the expression of pluripotent stem cell (PSC), pre-migratory NCC, post-migratory NCC, Pan-NCC and MSC marker genes for MSCs from NCC expansion culture PN2, 4, 7. 

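Outside the MSC markers, the heatmap genes of XF-iMSCs had the following values (mean ± SD of 4 libraries). *FOXD3* had no counts in any of the 12 XF-iMSC libraries, and *SOX10* and *POU5F1* had at most 1 count. *SOX2* had at most 2 counts per library. The pre-migratory markers *SNAI1* and *SNAI2* of Supplementary Fig. 3A stayed above the floor, with 150 to 396 and 442 to 895 counts in XF-iMSC libraries. *SNAI1* had 330 to 396 counts in XF-iMSCs from PN7, against 67 to 81 in NCCs at PN7. From PN2 it had 212 to 250 against 166 to 197, and from PN4 150 to 169 in both. *NANOG* was at 0.508 ± 0.459 CPM in XF-iMSCs from PN2, 0.621 ± 0.167 CPM in those from PN4 and 0.937 ± 0.244 CPM in those from PN7, with no more than 9 counts in a library.

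*CDH11* was at 654 ± 39.1, 754 ± 53.3 and 195 ± 8.43 CPM in XF-iMSCs from PN2, PN4 and PN7. Against the NCCs of the same passage its log2 fold changes were 4.99 (SE 0.126, adjusted p = 1.44e-19), 2.81 (SE 0.11, adjusted p = 9.69e-15) and 0.14 (SE 0.0869, adjusted p = 0.158, not a difference; edgeR's quasi-likelihood test). *DLX1* was at 12.3 ± 2.55, 14.6 ± 1.71 and 24.1 ± 1.75 CPM, and was lower than in NCCs at PN4 (log2 fold change -2.45) and PN7 (-1.09) and not different at PN2 (-0.04, adjusted p = 0.859). *DLX2* was lower from each passage, with log2 fold changes of -3.13, -3.74 and -2.29. *BMP4* was higher from PN2 (1.06), lower from PN7 (-2.79) and near the threshold from PN4 (-0.26, adjusted p = 0.0498), where the fit with a replicate block gave an adjusted p of 0.196. *MSX1* was lower from PN2 (-2.35) and higher from PN4 (0.86) and PN7 (3.30), where the call from PN4 passed in 6 of the 7 fits that left out a replicate (highest adjusted p 0.054).

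Of the pan-NCC markers, *TWIST1* was at 75.0 ± 12.0, 59.75 ± 11.7 and 44.5 ± 2.76 CPM, and higher than in NCCs only from PN7 (log2 fold change 0.86, SE 0.125, adjusted p = 1.79e-06). *TFAP2A* was at 21.4 ± 2.04, 48.4 ± 5.08 and 66.2 ± 2.02 CPM, with log2 fold changes of -3.24, -2.54 and -1.39. *NGFR* was at 15.25 ± 2.12, 10.1 ± 2.45 and 1.60 ± 0.341 CPM, with log2 fold changes of -4.155, -4.80 and -8.16.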

All samples were n = 4. (D) Phase contrast images of XF-iMSC PN0 from NCC expansion culture PN2 (left) or PN4 (right). Scale bars, 100  $\mu$ m. All sequence data were available in GEO (GSE206128)

Supplementary Figure 5

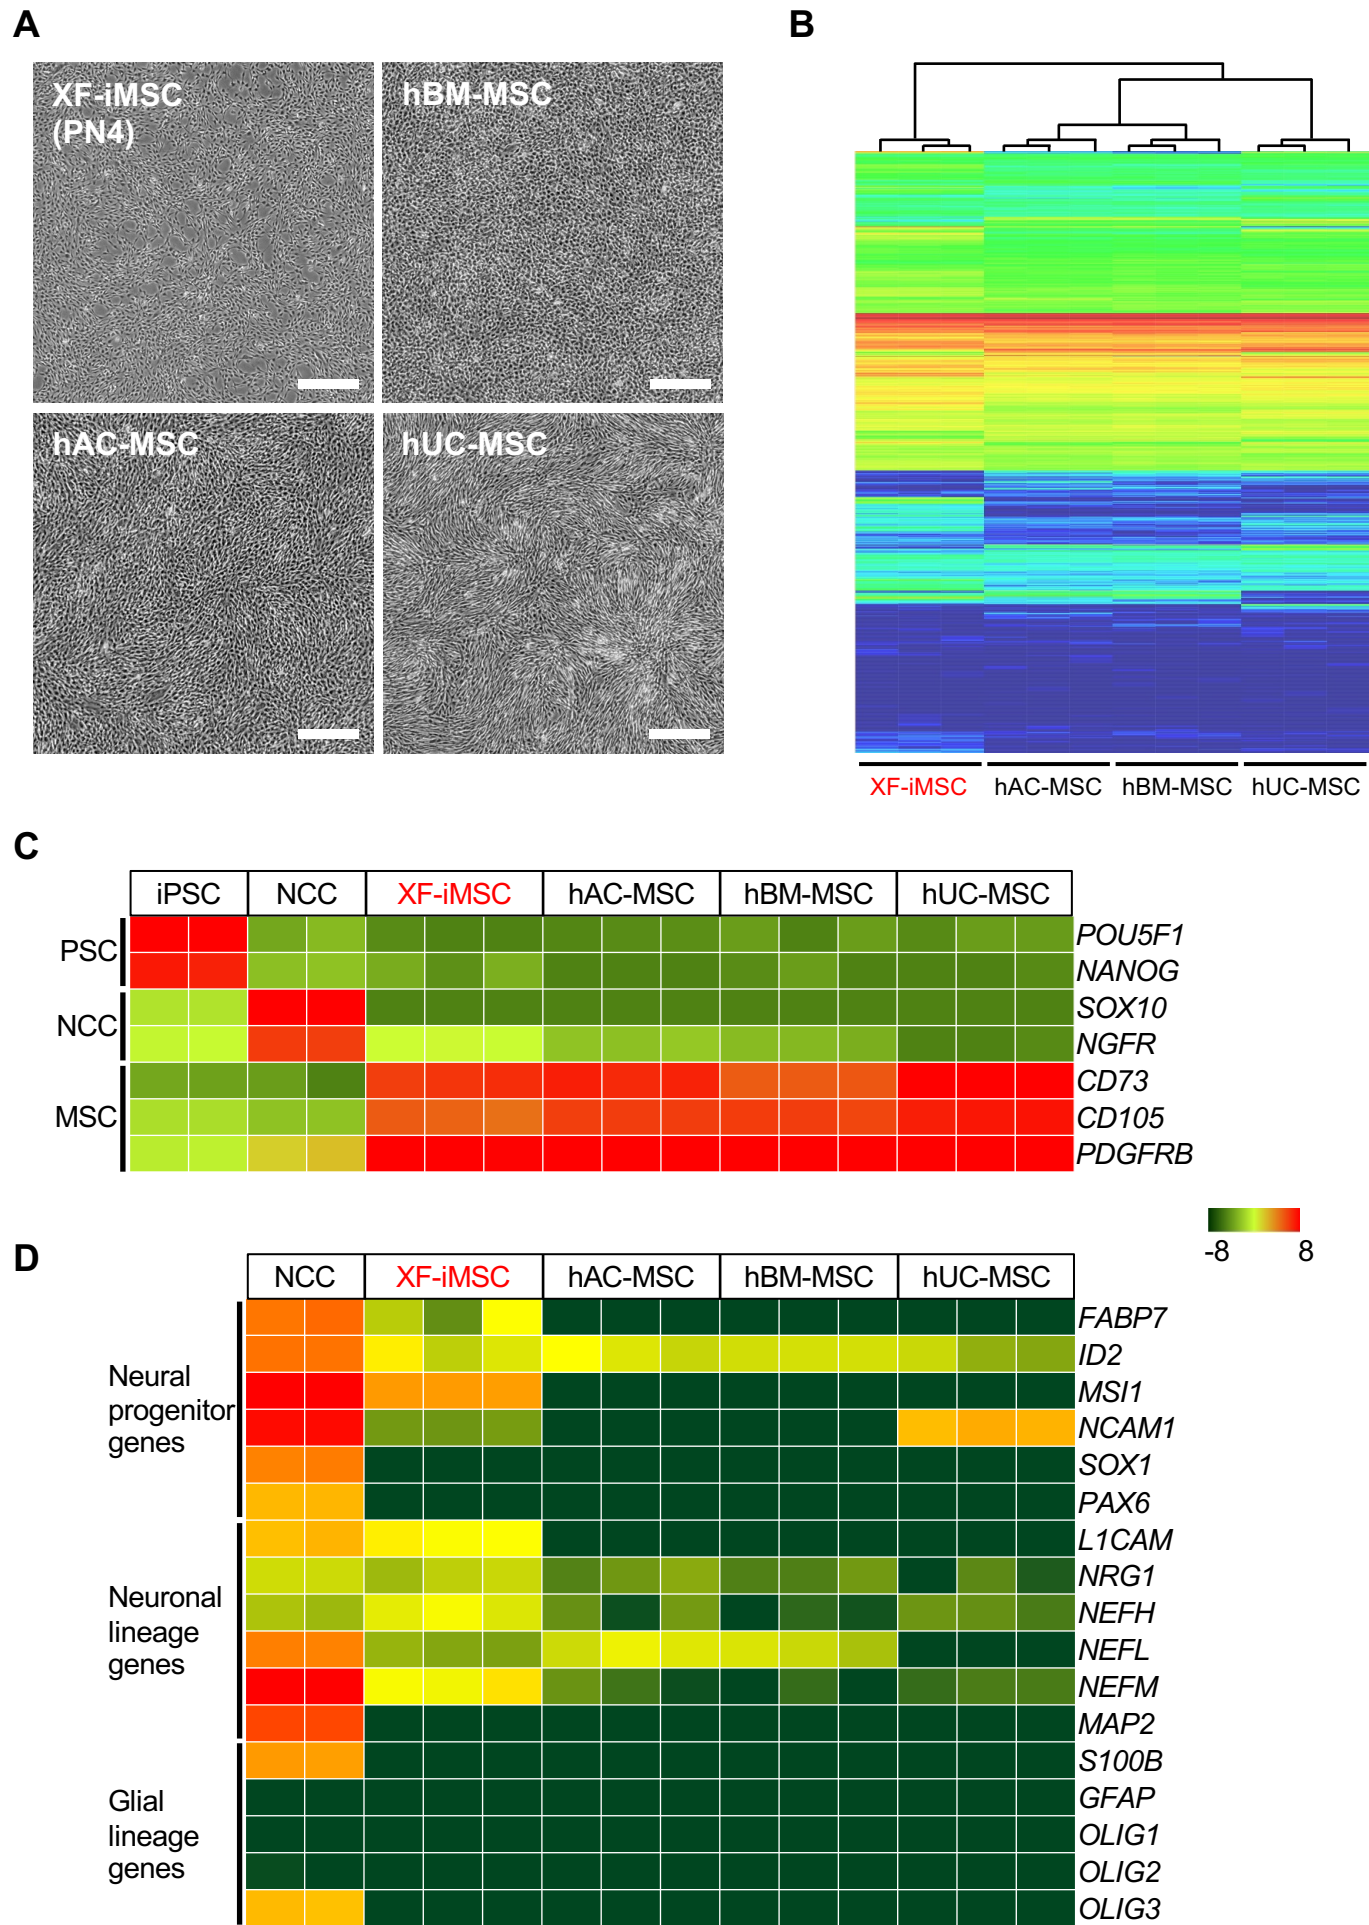

**Supplementary Figure 5. Xf-iMSCs have similar characteristics to adult-derived MSCs.**

(A) Phase contrast images of XF-iMSCs passage number (PN) 4, human adipocyte-derived mesenchymal stromal cells (hAC-MSCs), human bone marrow-derived mesenchymal stromal cells (hBM-MSCs), and human umbilical cord-derived MSCs (hUC-MSCs). Scale bar, 200  $\mu$ m. (B) Hierarchical clustering analysis of XF-iMSCs, hAC-MSCs, hBM-MSCs, and hUC-MSCs.  $n = 3$ . (C) Heatmap illustrating the expression of PSC, NCC, MSC genes for 1231A3 iPSCs, induced NCCs on day 10 (NCC), XF-iMSCs, hAC-MSCs, hBM-MSCs, and hUC-MSCs.  $n = 2$  (iPSCs, NCCs),  $n = 3$  (XF-iMSCs, hAC-MSCs, hBM-MSCs, hUC-MSCs). (D) Heatmap illustrating the expression of neural progenitor, neuronal lineage, and glial lineage genes for NCC induction on day 10 (NCCs), XF-iMSCs, hAC-MSCs, hBM-MSCs, and hUC-MSCs.  $N = 2$  (NCC),  $N = 3$  (XF-iMSCs, hAC-MSCs, hBM-MSCs, hUC-MSCs). All sequence data were available in GEO (GSE206172).

Supplementary Figure 6

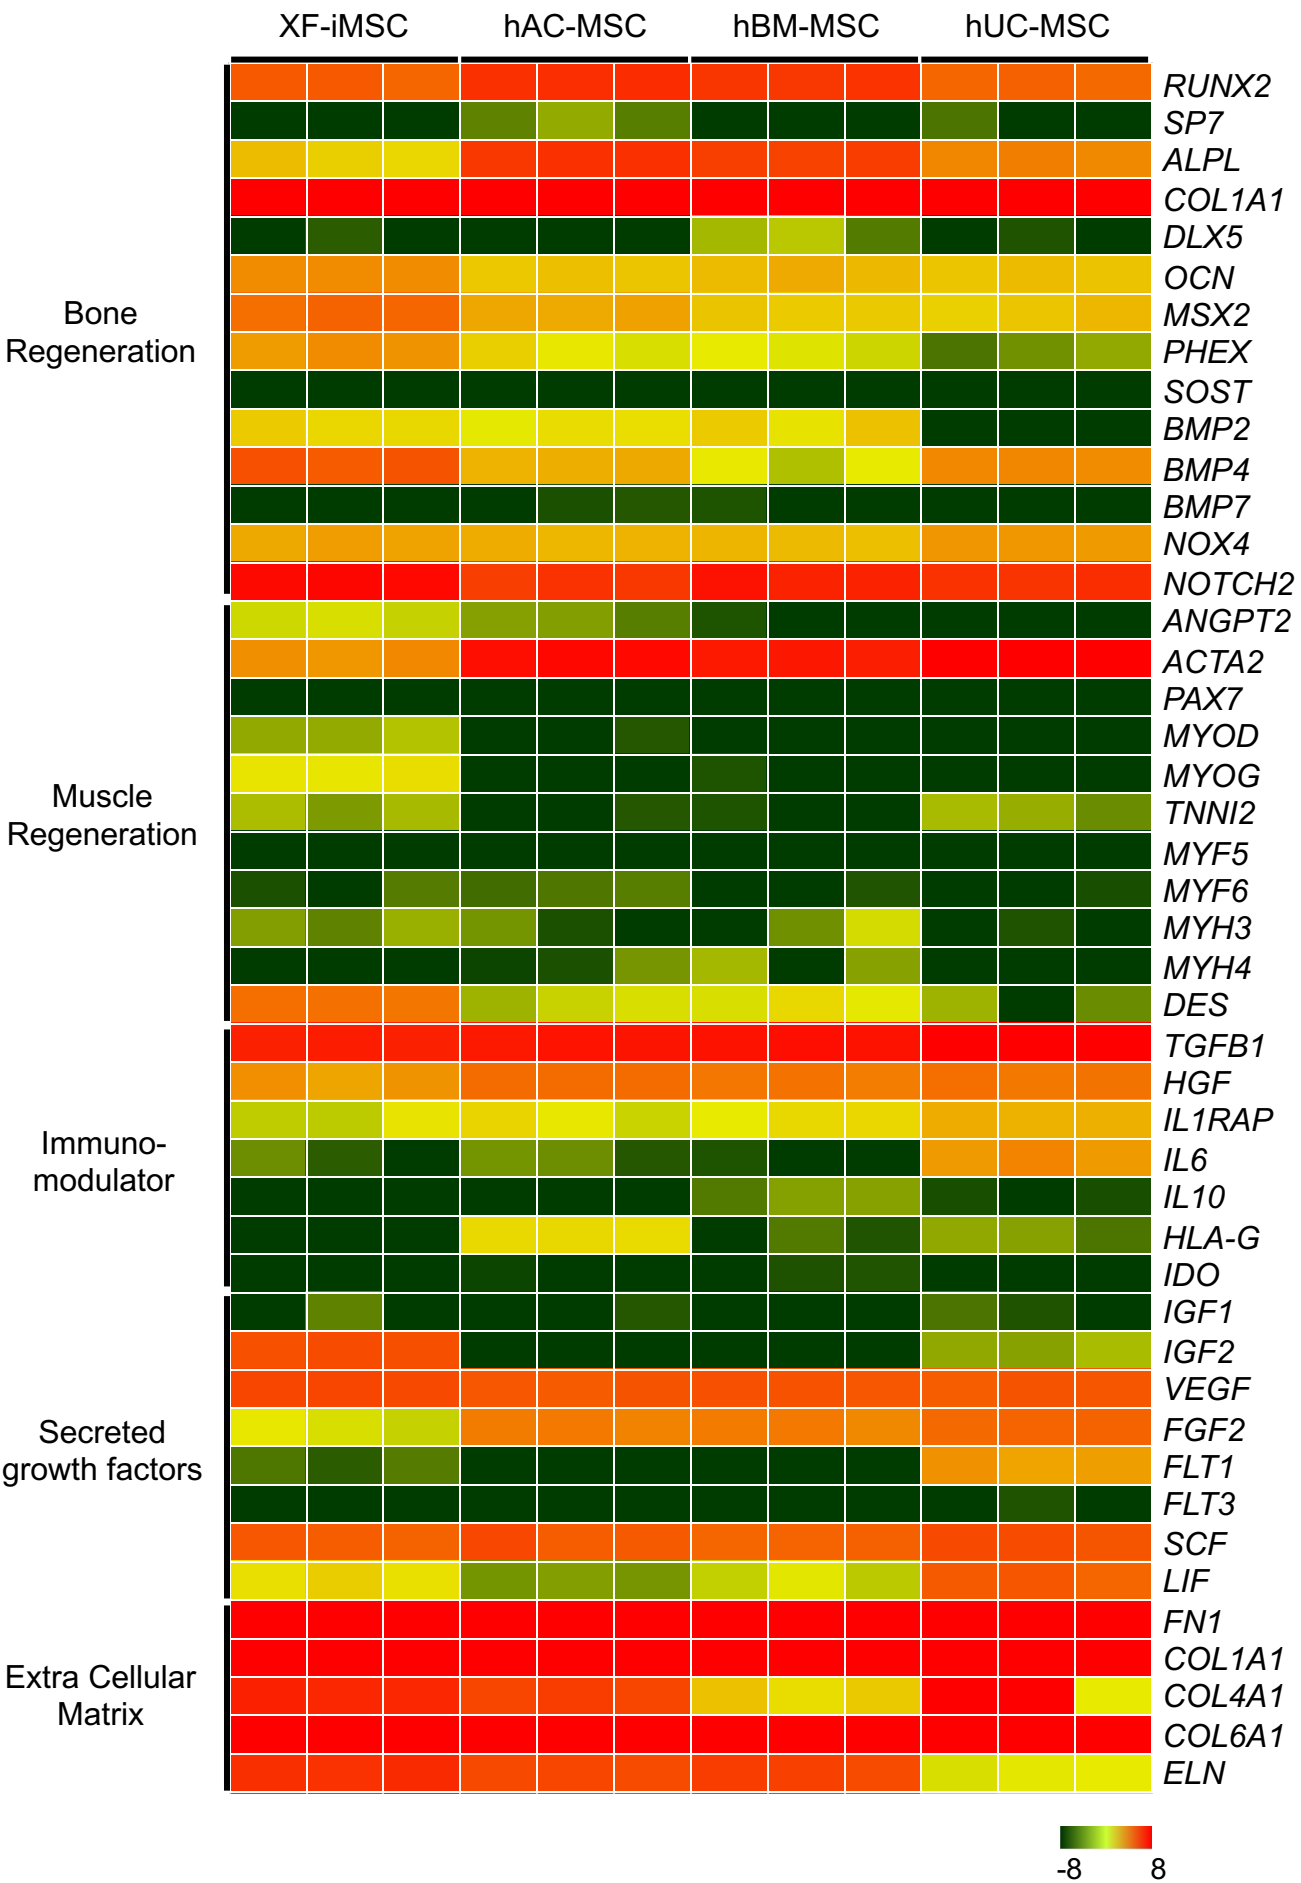

**Supplementary Figure 6. Gene expression patterns in XF-iMSCs and human adult derived MSCs**

A heatmap illustrating the expression of bone regeneration, muscle regeneration, immunomodulator, secreted growth factors and extra cellular matrix genes for XF-iMSCs, hAC-MSCs, hBM-MSCs and hUC-MSCs. All samples were  $n = 3$ . All sequence data were available in GEO (GSE206172).

# Supplementary Figure 7

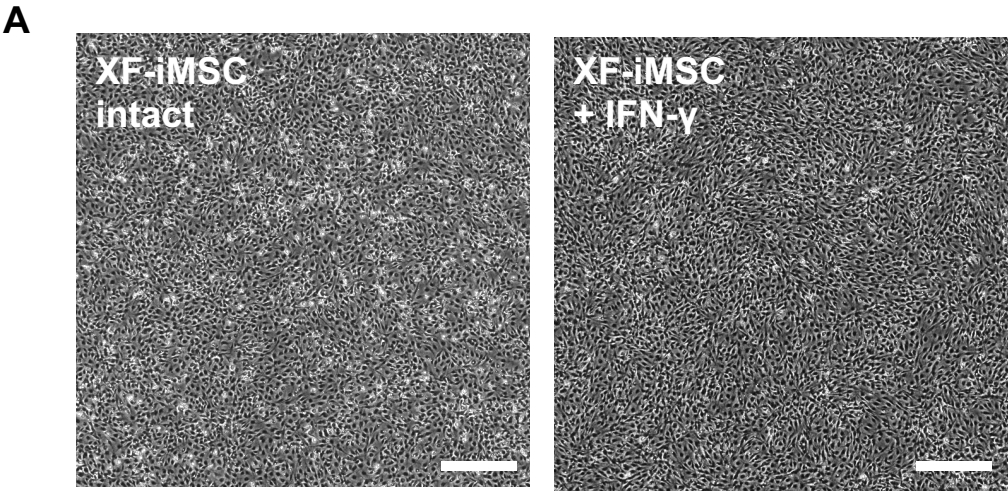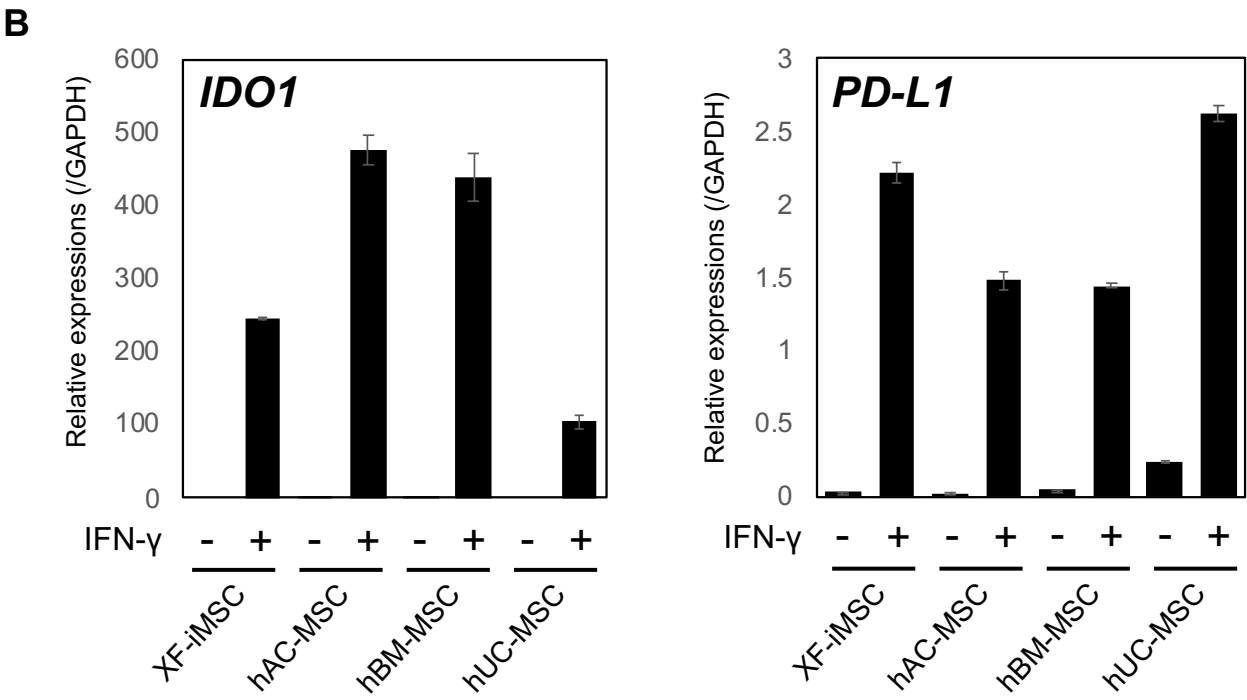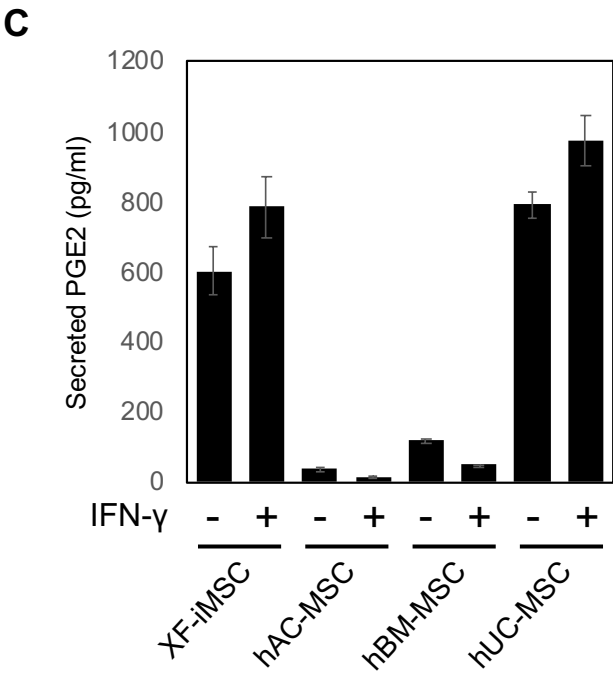

### **Supplementary Figure 7. IFN- $\gamma$ primed MSCs**

(A) Phase contrast images of XF-iMSCs (left) treated with 10 ng/mL IFN- $\gamma$  (right) for 24 hours. Scale bars, 200  $\mu$ m. (B) The mRNA expression of IDO1 (left) and PD-L1 (right) in XF-iMSCs and human adult-derived MSCs with or without 10 ng/mL IFN- $\gamma$  for 24 hours. The mRNA expression of each gene was analyzed using RT-qPCR. Data are the mean  $\pm$  SD, n = 3. (C) PGE2 secretion from XF-iMSCs and human adult derived MSCs with or without 10 ng/mL IFN- $\gamma$  for 24 hours. Data are the mean  $\pm$  SD, n = 3.

# Supplementary Figure 8

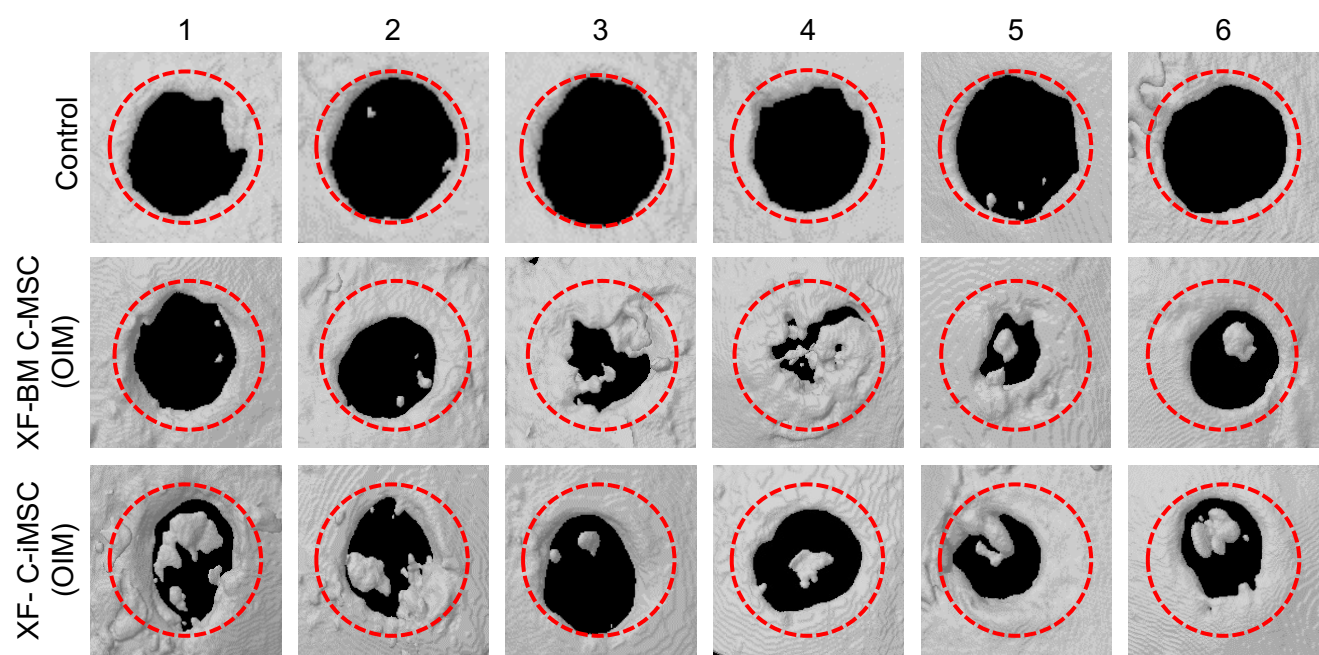

**Supplementary Figure 8. Skull bone regeneration by transplanted clump-hBM-MSCs or clump-XF-iMSCs generated from osteogenic induction medium (OIM)**

Individual CT-scanning images of the skulls of control (upper panel), hBM-C-MSCs (middle panel) and XF-C-MSCs-transplanted mice. All samples were n = 6.

Supplementary Figure 9

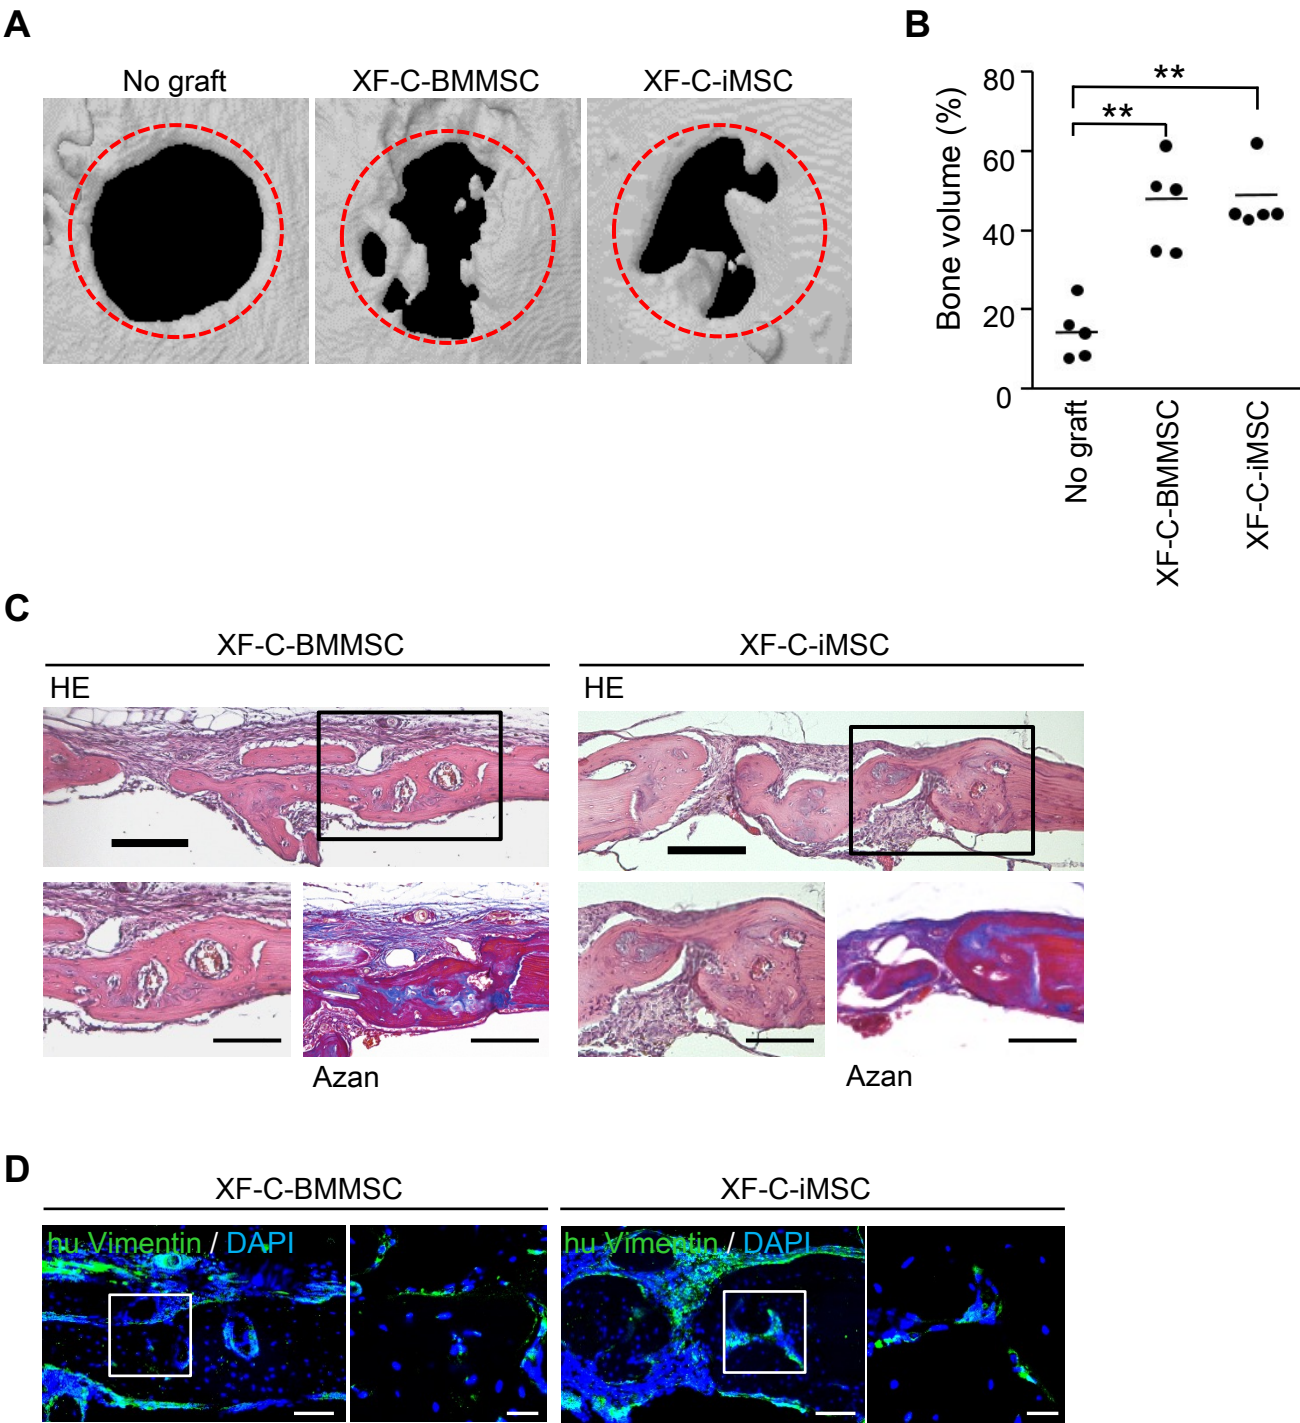

**Supplementary Figure 9. Enhanced skull bone regeneration by transplanted clump-XF-iMSCs.**

(A) CT-scanning images of the skulls of transplanted mice. Trepanned areas are indicated by the red circles. (B) Relative bone volumes of No graft, XF-C-BMMSCs, and XF-C-iMSCs. Data are mean  $\pm$  SD,  $n = 5$ .  $**P < 0.01$ . (C) Lateral section images of the transplanted skulls. Sections were stained by HE and Azan (right bottom). Black boxes in (C) have the same areas as those of the serial sections in (D). Scale bars, 500  $\mu\text{m}$ . (D) Lateral section fluorescence images of transplanted skulls. Sections were stained by anti-human vimentin (green). Nuclei were stained with DAPI (blue). The right column shows high magnification images of the white box in the left column. Scale bar, 100  $\mu\text{m}$  (left column) and 10  $\mu\text{m}$  (right column).

Supplementary Figure 10

A

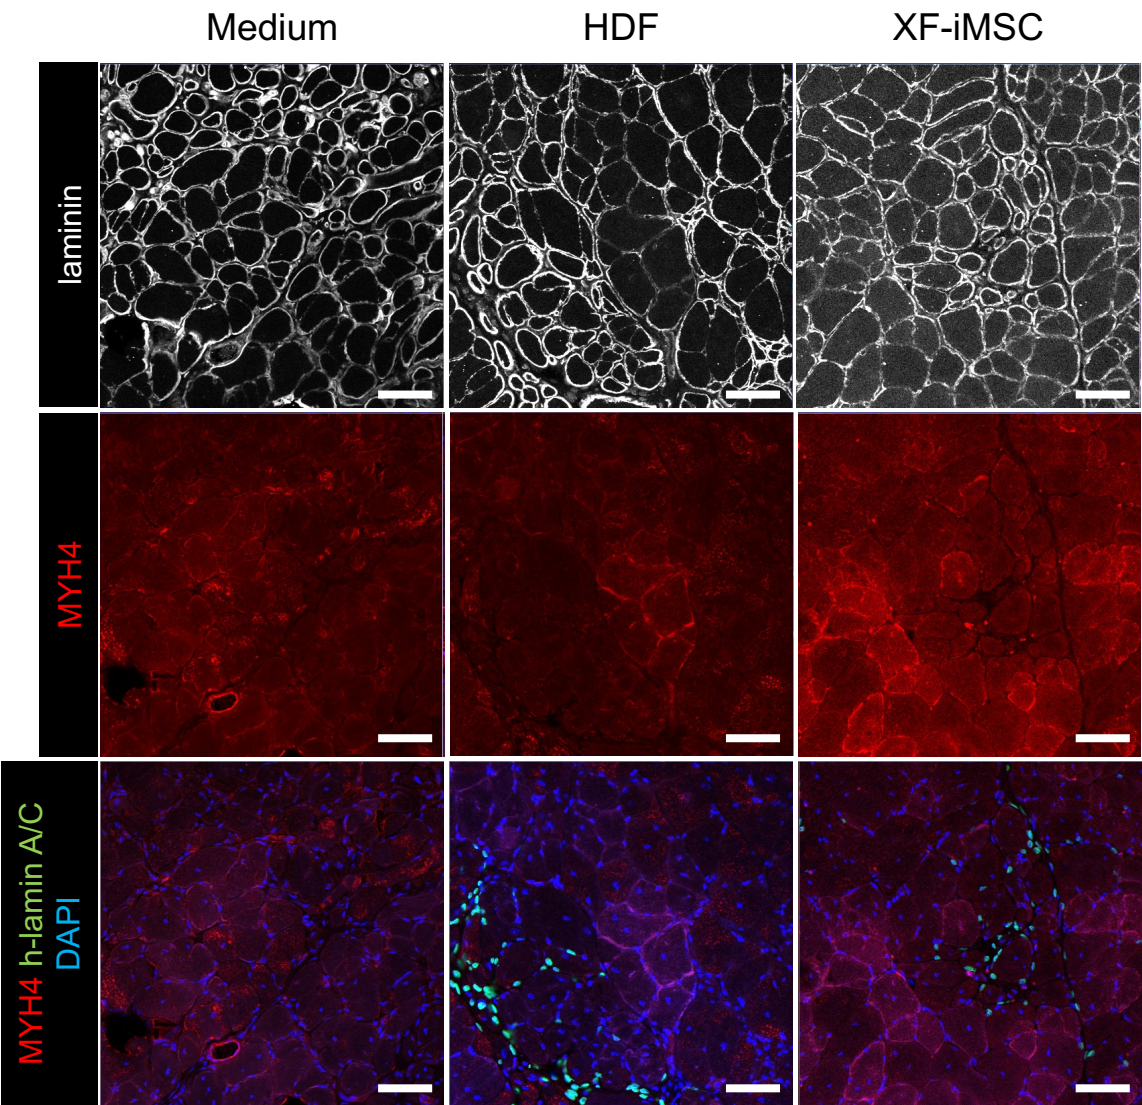

B

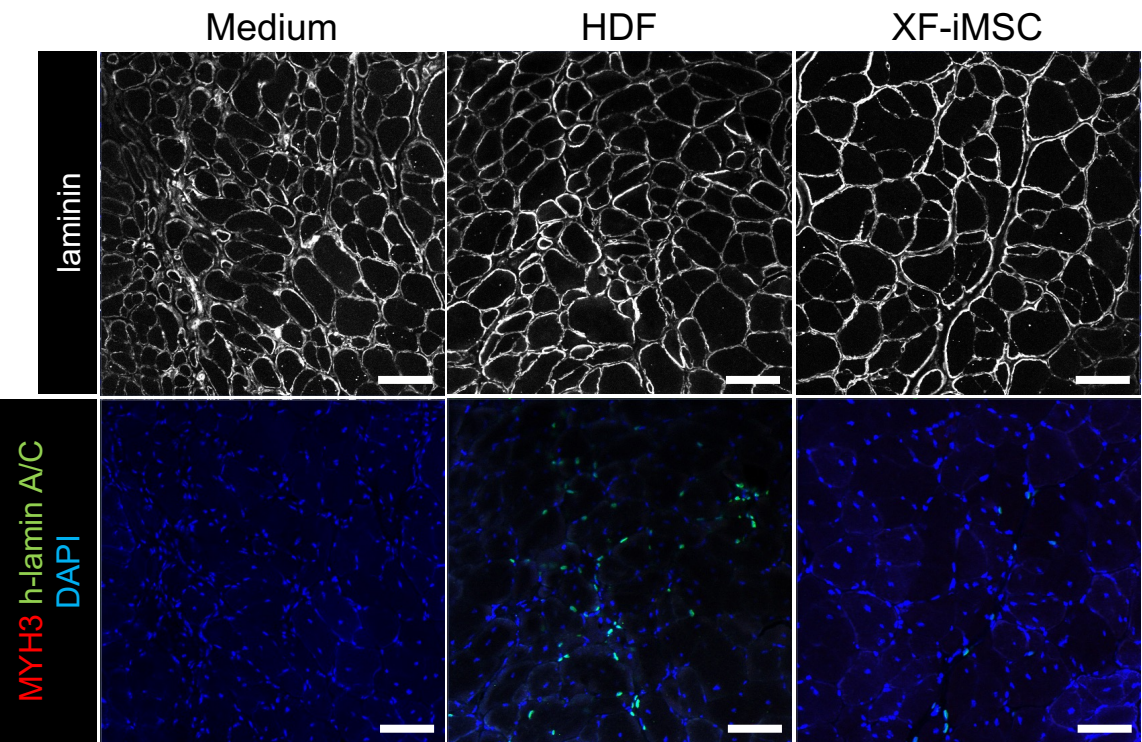

**Supplementary Figure 10. Muscle regeneration by transplanted XF-iMSCs**

(A) Sectional images of injured TA muscle 5 weeks after transplantation. Sections were stained with laminin (white), MYH4 (red) and MYH4 (red) / human lamin A/C (green) antibodies. Nuclei were stained with DAPI (blue). Scale bars, 100  $\mu\text{m}$ . (B) Sectional images of injured TA muscle 5 weeks after transplantation. Sections were stained with laminin (white), MYH3 (red) / human lamin A/C (green) antibodies. Nuclei were stained with DAPI (blue). Scale bars, 100  $\mu\text{m}$ .

# Supplementary Figure 11

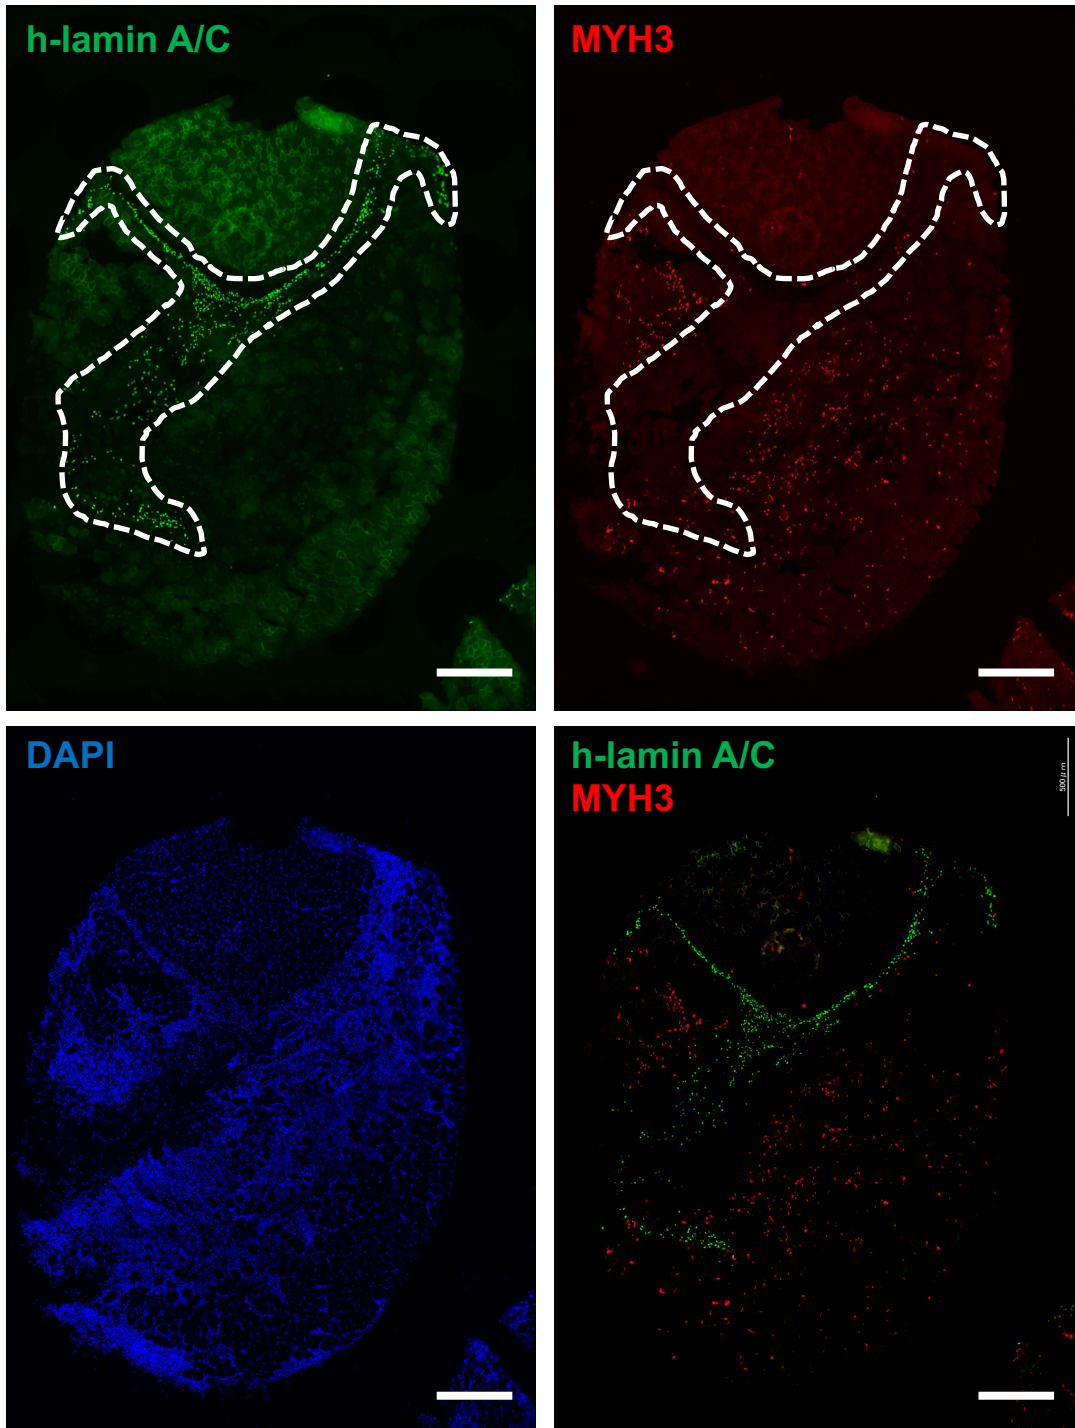

## Supplementary Figure 11. Most MYH3-positive cells are found around transplanted XF-iMSCs

Sectional images of injured TA muscle 3 days after XF-iMSCs transplantation. Sections were stained with human lamin A/C (green), MYH3 (red) antibodies. Nuclei were stained with DAPI (blue). White dotted lines indicate the transplanted area. Scale bars, 500  $\mu$ m.

# Supplementary Figure 12

**A**

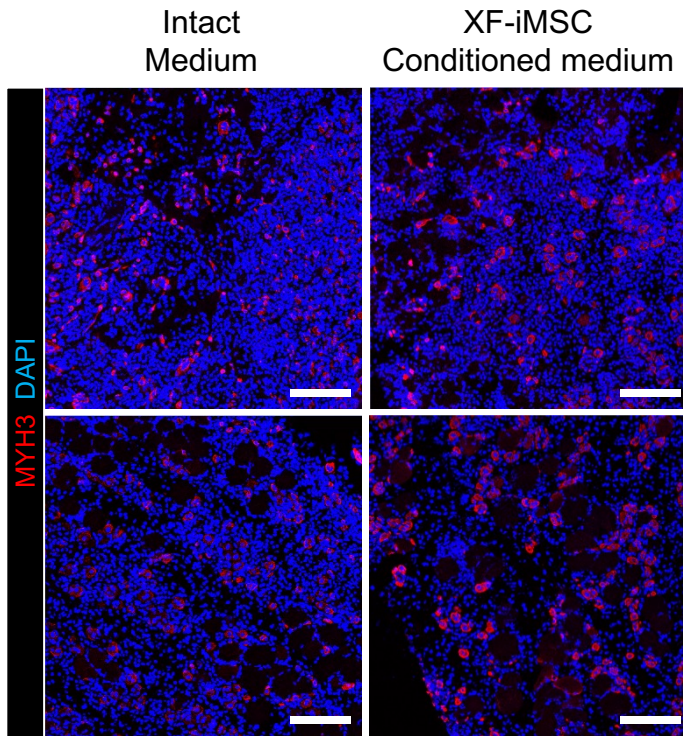

**B**

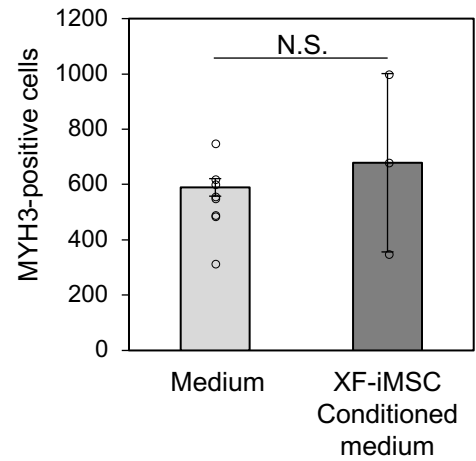

**Supplementary Figure 12. Injection of conditioned medium from XF-iMSCs into crushed skeletal muscle.**

(A) Sectional images of injured TA muscle three days after intact medium (left column) or XF-iMSC-conditioned medium (right column) injection. Sections were stained with anti-MYH3 antibody (red). Nuclei were stained with DAPI (blue). Scale bars, 100  $\mu$ m. (B) Numbers of MYH3-positive cells three days after medium injection. Data are mean  $\pm$  SD n = 3. n.s.: not significant.

# Supplementary Figure 13

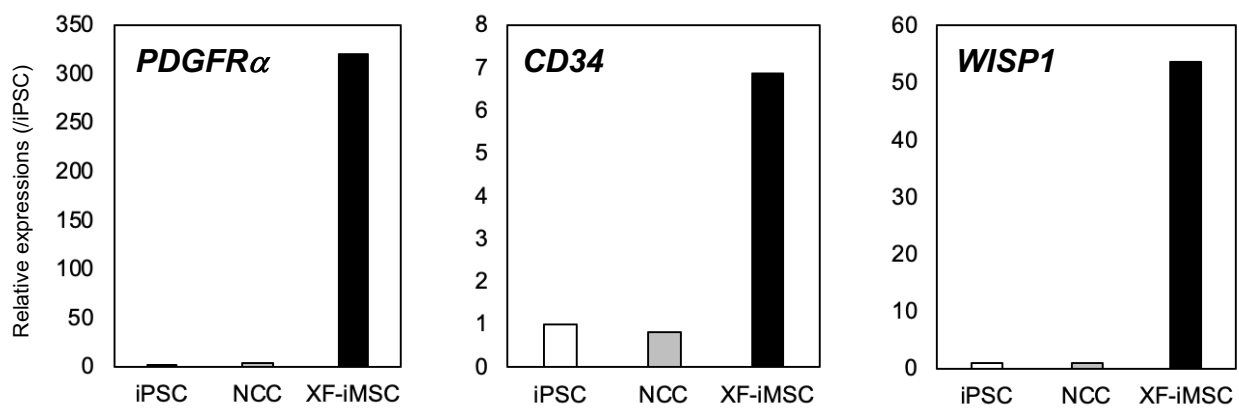

**Supplementary Figure 13. XF-iMSC express fibro-adipogenic progenitor (FAP) marker genes.**

The expression of marker genes in 1231A3 iPSCs, NCCs, and XF-iMSCs. The mRNA expression of each gene was analyzed by the human transcriptome with Ion S5 XL. n = 2 (iPSC, NCC), n = 3 (XF-iMSC).

# Supplementary Figure 14

**A**

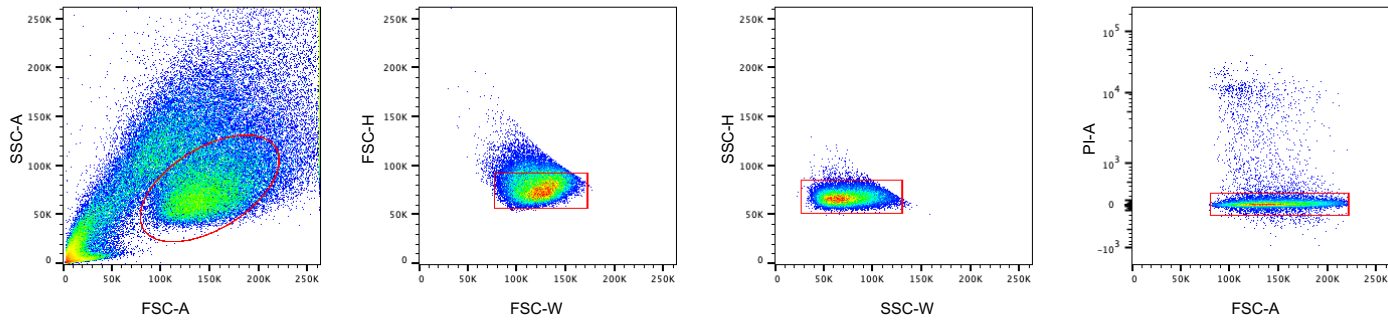

**B**

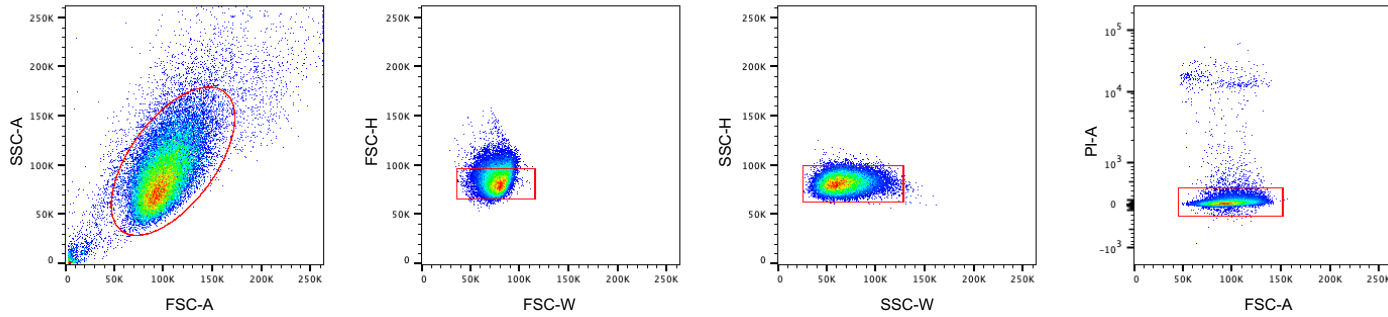

## Supplementary Figure 14. FACS gating strategies

(A) Sequential gating (left to right panel) population of neural crest differentiation day 10 (Fig.1D and Supplementary Fig. 1B-E). Red circles indicated gating. Live cells were selected for PI-negative population (right panel). (B) Sequential gating (left to right panel) population of XF-iMSC PN4 (Fig.4D). Red circles indicated gating. Live cells were selected for PI-negative population (right panel).

Supplementary Table 1

Antibodies list

| Antigen             | Host   | Clone | Conjugate Source |            | Cat. No.         | Dilution |
|---------------------|--------|-------|------------------|------------|------------------|----------|
| SOX10               | goat   | poly  | –                | SantaCruz  | sc-17342         | 1/200    |
| CD271               | mouse  | mono  | –                | ATS        | AB-N07           | 1/500    |
| TFAP2A              | mouse  | mono  | –                | DSHB       | 3B5              | 1/500    |
| TUBB3               | rabbit | poly  | –                | abcam      | ab18207          | 1/5000   |
| Peripherin          | mouse  | mono  | –                | SantaCruz  | sc-377093        | 1/200    |
| GFAP                | rabbit | poly  | –                | abcam      | ab7260           | 1/500    |
| MITF                | rabbit | poly  | –                | Sigma      | SAB4501879       | 1/200    |
| TWIST               | rabbit | poly  | –                | Merck      | ABD29            | 1/500    |
| DLX1                | mouse  | mono  | –                | NOVUS      | H00001745-M03    | 1/200    |
| hVimentin           | rabbit | mono  | –                | abcam      | ab16700          | 1/500    |
| Laminin- $\alpha$ 2 | rat    | mono  | –                | ALEXIS     | ALX-804-190-C100 | 1/50     |
| MYH4                | mouse  | mono  | –                | DSHB       | BF-F3            | 1/50     |
| MYH3                | rabbit | poly  | –                | Sigma      | HPA021808        | 1/200    |
| h-Lamin A/C         | mouse  | mono  | –                | SantaCrutz | sc-7292          | 1/200    |
| MHC                 | mouse  | mono  | –                | R&D        | MAB4470          | 1/50     |

| Antigen       | Host spec | Clone | Conjugate Source |               | Cat. No. | Dilution |
|---------------|-----------|-------|------------------|---------------|----------|----------|
| CD271         | mouse     | mono  | Alexa647         | BD Pharmingen | 560326   | 1/100    |
| CD44          | mouse     | mono  | APC              | BD Pharmingen | 559942   | 1/100    |
| CD45          | mouse     | mono  | APC              | BD Pharmingen | 560973   | 1/100    |
| CD73          | mouse     | mono  | APC              | BD Pharmingen | 560847   | 1/100    |
| CD90          | mouse     | mono  | APC              | BD Pharmingen | 559869   | 1/100    |
| CD105         | mouse     | mono  | APC              | eBioscience   | 17-1057  | 1/100    |
| HLA-DR        | mouse     | mono  | APC              | BD Pharmingen | 340549   | 1/100    |
| CD29          | mouse     | mono  | APC              | BD pharmingen | 561794   | 1/100    |
| CD34          | mouse     | mono  | APC              | BD pharmingen | 560940   | 1/100    |
| SSEA4         | mouse     | mono  | PE               | BD Pharmingen | 560128   | 1/100    |
| Mouse_IgG1_k  | mouse     | mono  | Alexa647         | BD Pharmingen | 557714   | 1/100    |
| Mouse_IgG2b.k | mouse     | mono  | APC              | BD Pharmingen | 555745   | 1/100    |
| Mouse_IgG1_k  | mouse     | mono  | APC              | BD Pharmingen | 555751   | 1/100    |
| Mouse_IgG2a_k | mouse     | mono  | APC              | BD Pharmingen | 555576   | 1/100    |

# Supplementary Table 2

## qPCR primers list

| Gene   | sense                     | antisense                  |
|--------|---------------------------|----------------------------|
| NGFR   | CCGTTGGATTACACGGTCCA      | GACAGGGATGAGGTTGTCCG       |
| SOX10  | GAGCTGGACCGCACACCTTGGG    | AACGCCCACCTCCTCGGACCTC     |
| TFAP2A | AGGGCCTCGGTGAGATAGTT      | AAGAGTTCACCGACCTGCTG       |
| RHOB   | ATCCCCGAGAAGTGGGTCC       | CGAGGTAGTCGTAGGCTTGGA      |
| PAX3   | CGGCATCCTGAGCGAGCGAG      | ACTCGGGCCTCGGTGAGCTT       |
| SNAI2  | TGTGACAAGGAATATGTGAGCC    | TGAGCCCTCAGATTTGACCTG      |
| CDH6   | CTGCGACGGATGCAGATGAT      | CCCTGTTTTCTCGATCCATGTTG    |
| PAX6   | CTGGCTAGCGAAAAGCAACAG     | CCCGTTCAACATCCTTAGTTTATCA  |
| TWIST  | GTCCGCAGTCTTACGAGGAG      | GCTTGAGGGTCTGAATCTTGCT     |
| DLX1   | TGCCAGAAAGTCTCAACAGCC     | CGAGTGTAACAGTGCATGGA       |
| CDH11  | AGAGAGCCCAGTACACGTTGA     | TTGGCATGATAGGTCTCGTGC      |
| POU5F1 | GACAGGGGGAGGGGAGGAGCTAGG  | CTTCCCTCCAACCAGTTGCCCCAAAC |
| ALP    | GCGGTGAACGAGAGAATG        | CGTAGTTCTGCTCGTGAC         |
| OCN    | GTGACGAGTTGGCTGACC        | TGGAGAGGAGCAGAACTGG        |
| RUNX2  | ACTACCAGCCACCGAGACCA      | ACTGCTTGCAGCCTTAAATGACTC   |
| BMP2   | CTGTATCGCAGGCACTCA        | CTCCGTGGGGATAGAACTT        |
| BMP4   | CACAGCACTGGTCTTGAGTATCCTG | CTCAGGGATGCTGCTGAGGTTAAAG  |
| 18S    | GTAACCCGTTGAACCCATT       | CCATCCAATCGGTAGTAGCG       |
| ACTB   | AGGTCTTTGCGGATGTCCACGT    | CACCATTGGCAATGAGCGGTTC     |

## **Supplementary Movie**

Supplementary Movie 1. Myoblasts cultured with PM for 3 days

Supplementary Movie 2. Myoblasts cultured with DM for 3 days

Supplementary Movie 3. Myoblasts cultured with XF-iMSC cultured DM for 3 days

Supplementary Movie 4. Myoblasts cultured with DM + PXDN for 3days

# Supplementary material for: Induction of functional xeno-free MSCs from human iPSCs via a neural crest cell lineage
**Source:** NPJ Regen Med. 2022 Sep 15;7:47. doi: 10.1038/s41536-022-00241-8
**Supplement:** Supplementary file 6 — REPORTING SUMMARY

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BZ-X700, Countess II FL, FACS ARIALL, QuantStudio 7, Ion S5 XL, Nikon Eclipse E600 microscope, SkyScan1176 in vivo micro-CT, Zeiss LSM 510 and 710 laser scanning confocal microscope, Olympus BX51 microscope, Easy n-LC 1000 HPLC, Orbitrap fusion tribrid mass spectrometer, |
| Data analysis   | QuantStudio 7 software, Hybrid cell count software BZ-H3C, ImageJ, Bruker CTVOL software, Bruker CT-An software, Mascot search, Microsoft Excel, R version 2.8.1, R Commander 1.4-8                                                                                             |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) database with the following accession code

GSE206048, GSE206128, GSE206172. Proteome data that support the findings of this study have been deposited in Japan Proteome Standard Repository (jPOSTrepo) database with the following accession code JPST001693.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Required sample sizes were estimated based on established protocols in the research field. The sample sizes were adequate as the differences between experimental groups were reproducible. We ensured that addition of sample sizes does not significantly affect the statistical outcomes. All n values are reported in the figure legends.

Data exclusions

n/a

Replication

To ensure the reproducibility data, we performed all experiments several independent times. Exact number of n for each experiment was written in the figure legends. Each independent experiment contains technical triplicates. We confirmed that these independent datasets did not change the interpretation of results.

Randomization

n/a

Blinding

n/a

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | SOX10: goat, SantaCruz, sc-17342; CD271: mouse, ATS, AB-N07; TFAP2A: mouse, DSHB, 3B5; TUBB3: rabbit, abcam, ab18207; Peripherin: mouse, SantaCruz, sc-377093; GFAP: rabbit, abcam, ab7260; MITF: rabbit, Sigma, SAB4501879; TWIST: rabbit, Merck, ABD29; DLX1: mouse, NOVUS, H00001745-M03; hVimentin: rabbit, abcam, ab16700; Laminin-a2: rat, ALEXIS, ALX-804-190-C100; MYH4: mouse, DSHB, BF-F3; MYH3: rabbit, Sigma, HPA021808; h-Lamin A/C: mouse, SantaCruz, sc-7292; MHC: mouse, R&D, MAB4470; CD271: mouse, BD Pharmingen, 560326; CD44: mouse, BD Pharmingen, 559942; CD45: mouse, BD Pharmingen, 560973; CD73: mouse, BD Pharmingen, 560847; CD90: mouse, BD Pharmingen, 559869; CD105: mouse, eBioscience, 17-1057; HLA-DR: mouse, BD Pharmingen, 340549; CD29: mouse, BD Pharmingen, 561794; CD34: mouse, BD Pharmingen, 560940; SSEA: mouse, BD Pharmingen, 560128; Mouse_IgG1_k: mouse, BD Pharmingen, 557714; Mouse_IgG2b_k: mouse, BD Pharmingen, 555745; Mouse_IgG1_k: mouse, BD Pharmingen, 555751; Mouse_IgG2a_k: mouse, BD Pharmingen, 555576 |
| Validation      | All antibodies were validated by suppliers accordingly.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                       |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | human iPS cell lines, 1231A3, 1381A5, 1381B5, 1383D2, and 1383D10, was established at Center for iPS Cell Research and Application, Kyoto University. |
| Authentication                                                       | Authentication was unnecessary due to the unique morphology and differentiation potential of the iPSCs.                                               |
| Mycoplasma contamination                                             | The cell line tested negative for mycoplasma contamination.                                                                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                                                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male NOD/SCID mice (7 to 8-week-old), 8 - to 16-week-old NSG mice, newborn C57BL/6 mice                                                                          |
| Wild animals            | n/a                                                                                                                                                              |
| Reporting on sex        | n/a                                                                                                                                                              |
| Field-collected samples | n/a                                                                                                                                                              |
| Ethics oversight        | Ethical approval for these experiments was obtained from the Animal Care Committee of Shonan Health Innovation Park, Kyoto University, and Hiroshima University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                        |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | The cells were trypsinized (or harvested with Accutase), re-suspended in PBS, and stained with primary antibodies for 30 min at 4°C.                   |
| Instrument                | BD AriaII                                                                                                                                              |
| Software                  | FlowJo                                                                                                                                                 |
| Cell population abundance | Sorted samples were directly reanalyzed by flow cytometry. We confirmed that CD271 <sup>high</sup> sort enriching CD271-positive cells at >99% purity. |

Gating strategy

Gating strategies indicated in Supplementary Fig. 14.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

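RNA was measured with the Ion AmpliSeq Transcriptome panel in 30 libraries of 9 groups: human iPSCs, CD271 high cells sorted on day 10 of the NCC induction, NCCs at passages 0, 2, 4 and 7 of the expansion culture (3 libraries each), and XF-iMSCs at passage 4 induced from NCCs at passages 2, 4 and 7 (4 libraries each). The authors deposited raw counts, whole numbers of reads per gene without normalization, for each library. The paper does not state the aligner, the counting software, the genome build or any filter used to make them, nor a test for its transcriptome data.

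Each library lists 20812 entries. The 10 spike-in entries, which held 1 count over all libraries, were left out, which leaves 20802 genes. Among the entries, 28 have a calendar date in place of a gene symbol and 4 share their name with another, and these were kept as listed. Library totals ranged from 5526993 to 9442685 counts (median 7341855). A count of 3 was taken as the floor, which corresponds to between 0.318 and 0.543 CPM in a library, and a fold against a group whose libraries were all at or under it is given as a lower bound. Counts of amplified reads without molecular identifiers carry more error than counting alone, so differences were judged by the spread between libraries. Gene positions are those of GENCODE release 29 on GRCh38, matched by symbol for 18535 genes and by an older symbol for 13 (89.2% of the genes), and the authors' build may be another.

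Groups were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr at its defaults, quasi-likelihood F-test, two-sided) on the counts of the libraries compared, and p was adjusted over all genes tested by the method of Benjamini and Hochberg, with a threshold of 0.05 and no minimum fold change. The comparisons were each sampled step from iPSCs to NCCs at passage 7, and passage 7 against CD271 high cells. XF-iMSCs were compared with the NCCs of the same passage, and those from passage 4 with those from passages 2 and 7. XF-iMSCs from passages 7 and 2 were not compared directly. A slope on the passage number was fitted from passage 0 to 7. The difference between the changes on MSC induction from passages 7 and 2 was tested as an interaction term. Log2 CPM values for principal components, distances and scores used a prior count of 2. The distance between groups is the root mean square over genes of the difference between group means. A proliferation score is the mean log2 CPM of 94 S and G2M phase genes, and its slope was tested by permutation with 100000 resamples, two-sided. Genes named are those of the heatmaps in Supplementary Figs. 3A and 4C, those the text names for these cells, the members of gene lists written down beforehand, and, for 4 of the comparisons, the 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 10 CPM in the higher group and no overlap between libraries. A gene that this rule selects is not reported. Plots were drawn with matplotlib 3.10.9.

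The edgeR designs were tested on simulated data made from these counts, in which 200 genes were changed by 1 or 2 log2 units in each of 8 designs: between 84.5% and 97.5% of them were recovered, and between 2.12% and 5.59% of the calls were false. The simulated genes of a design shared the same spread, and all but the 200 were left unchanged, of at least 11934 tested. In the real results between 26.5% and 82.18% of the genes tested were called changed. The simulated rates therefore need not hold for them. The alternatives tried were DESeq2 1.42.0 with its size factors, scaling by library size alone, no filter on low counts, at least 10 counts in every library, a log2 fold change of at least 1, a replicate block, all 9 groups in one fit, each replicate left out in turn, and, for single results, a prior count of 0.5, other forms of the principal component analysis, passage ranks, leaving out passage 0 and other forms of the score. Measurements of the paper made by RT-qPCR, immunocytochemistry, flow cytometry or in animals were not analysed here.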

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

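In the tests of this part, those on library size normalization, on RNA carried over between groups, on histone genes and on the number of single libraries far from the others were chosen after the result was seen; for the interaction, the scaling by library size was itself among the alternatives set beforehand, and only its use as a test of this explanation came after.

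In 6 of the 142 values tested in XF-iMSC groups, a single library lay far from the other 3 of its group, with a gap to the nearest library that exceeded Dixon's limit as a share of the group's range. In log2 CPM, the mean of the muscle genes in replicate 2 of XF-iMSCs from PN2 was 2.54 against 2.69 to 2.695 in the others (ratio of gap to range 0.955), and *COL8A1* in replicate 4 of the same group was 7.33 against 7.09 to 7.13 (ratio 0.845). In XF-iMSCs from PN4, *NANOG* was -0.63 in replicate 4 against -0.07 to -0.00113 (ratio 0.890), and *NGFR* was 3.81 in replicate 3 against 3.17 to 3.24 (ratio 0.889). In XF-iMSCs from PN7, *TWIST1* was 5.61 in replicate 2 against 5.43 to 5.44 (ratio 0.944), and *MYOG* was 4.18 in replicate 3 against 3.64 to 3.68 (ratio 0.927). Chance sets apart about 1 in 20 values, or 7.1 of those tested, so that chance may account for all of them. The design gives no condition that differs between these libraries, and no biological explanation was tested.

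The change on MSC induction differed between XF-iMSCs from PN7 and from PN2 in 4162 of 13033 genes (interaction term, adjusted p under 0.05), 1859 with a higher and 2303 with a lower change from PN7. Of the 64 splits of the 14 libraries that part as many same-numbered pairs, 2 gave as many genes, the real split and the split in which all XF-iMSC origins are exchanged, which gave 5210. That split still sets the NCCs of the passages against each other, and the largest of the remaining splits gave 2956 genes. With library size normalization in place of TMM the number was 4563, which moved the direction to 2772 higher and 1791 lower with a median shift of 0.145 log2 units over the same genes. With all libraries thinned to the smallest total it was 3950, and without the 10 genes with the most counts 4180, so that library size normalization, library depth and a few genes taking most of the counts do not account for the number of genes. The normalization does decide which direction holds the majority, and 3650 of the 4162 genes (87.7%) were among those found without TMM. Bias by GC content was not tested, and neither the labels nor the paper give culture dates, so the difference between passages of origin cannot be told apart from one between cultures handled at different times. The interaction term describes a difference in response and does not explain it. In root-mean-square distance, NCCs at PN2 and PN7 were 1.055 apart, and XF-iMSCs from PN2 and PN7 were 0.605 apart. The starting NCCs thus differed more than the cells induced from them.

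Among the MSC markers, the change on induction was higher from PN7 than from PN2 by 1.55 log2 units for *NT5E* (adjusted p = 1.77e-10, edgeR) and 0.36 for *ITGB1* (adjusted p = 0.0399, edgeR), and lower for *THY1* (-1.58, adjusted p = 9.08e-12, edgeR) and *PDGFRB* (-0.65, adjusted p = 0.00246, edgeR). For *ITGB1* the 14 fits with a replicate left out gave between 0.27 and 0.46 log2 units, and 7 of them passed (adjusted p from 0.0111 to 0.156). With scaling by library size alone these genes kept their direction and stayed past the threshold, and *PDGFRA*, which did not pass with TMM (0.24), passed as well (0.38). The splits, the thinning and the removal of the genes with the most counts were run on the count over all genes, not on single genes, and no other explanation was tested for these.

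Muscle genes, which the paper shows for XF-iMSCs beside MSCs of other sources in Supplementary Fig. 6 but not for NCC passages or by the passage of origin, had CPM values above every iPSC library in XF-iMSCs from PN4 for 9 of the 12 listed, counting genes with more than 3 counts in at least 1 library of the group. The number was also 9 in NCCs at PN4 and at PN7, 8 in XF-iMSCs from PN2 and from PN7, and 5 in NCCs at PN2. Some of these lie near the floor, such as *MYF6* with at most 6 counts in XF-iMSC libraries. In XF-iMSCs from PN4 the mean of *MYOG* was 483 CPM and that of *DES* 428 CPM, and 7 of the 8 muscle genes tested against both were higher than in both other XF-iMSC groups. RNA or reads carried over from another group would not give a *MYOG* mean 3.61 times the highest mean of the other 8 groups. This was tested on *MYOG* alone and does not extend to *ACTA2* and *MYH3*, also among the 7, whose highest means were in NCCs at PN7 (133 and 98.5 CPM). The number of muscle genes higher against both was 7 with library size normalization, 7 with the 12 libraries thinned for library depth to 5526993 counts, and 7 without the 10 genes with the most counts, tested as a few genes taking most of the counts. Histone genes were lower in XF-iMSCs from PN4 than in the other 8 XF-iMSC libraries (-0.763 in mean log2 CPM over 58 genes). An exact permutation test over 495 splits gave p = 0.00202, the smallest they can give. The proliferation score was lower too (-1.11, same exact test). This test takes the libraries as independent cultures, which the paper does not state. If they are not, there are too few XF-iMSC groups for a permutation test to decide. Within XF-iMSCs these values are consistent with cells that left the cell cycle and express muscle genes, a hypothesis that was raised and tested on the same data. The NCC groups point both ways on a general link. From PN2 to PN4 the mean of the muscle genes rose from -0.22 to 4.06. The proliferation score moved only from 6.00 to 5.90 and the histone mean from 7.06 to 7.16, which goes against the link. The step from PN4 to PN7 goes with it. The muscle mean rose to 4.95, the proliferation score fell to 5.35 and the histone mean fell to 6.42. The score of NCCs at PN7 was still above that of XF-iMSCs from PN2 and PN7, whose muscle means were lower (2.65 and 2.64). Bias by GC content and RNA from cells outside this data set were not tested and remain possible.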

How the results depend on the processing

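The alternatives were set before the data were examined. The requirement of a log2 fold change of at least 1 lowered each count of changed genes by more than a factor of 1.5: 5494 for CD271 high cells against iPSCs, 2876 for PN0 against CD271 high cells, 1263 for PN2 against PN0, 1120 for PN4 against PN2, 779 for PN7 against PN4, 4743 for PN7 against CD271 high cells, 3453, 3171 and 2827 for XF-iMSCs against NCCs at PN2, PN4 and PN7, 1059 between XF-iMSCs from PN2 and PN4, and 1423 between those from PN4 and PN7. These counts leave out genes with smaller changes by construction. With a minimum of 1 log2 unit, which for the slope is per passage, the slope had 148 genes and the interaction 1924. The minimum also moved the balance of directions, to 894 higher and 369 lower for PN2 against PN0, 536 and 243 for PN7 against PN4, and 565 and 858 for XF-iMSCs from PN7 against those from PN4. Under the other alternatives the counts of changed genes stayed within 1.5 times their value, and over the fits that each left out one replicate they ran, for example, from 2330 to 2991 for PN7 against PN4, from 9181 to 9655 for PN7 against CD271 high cells, from 7445 to 8323 for XF-iMSCs against NCCs at PN4, from 5381 to 6129 for the slope on passage and from 3633 to 4204 for the interaction. A similar count can hide a change of genes: without PN0 the slope gave 4226 genes, of which 3391 were among the 6003 found with it (56.5% of those).

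Scaling by library size alone moved the directions in 4 results by more than 10 percentage points: PN4 against PN2 (36.3% of the changed genes higher, from 51.7%), XF-iMSCs against NCCs at PN2 (38.1%, from 49.6%, with a median shift of -0.173 log2 units over the same genes), the slope on passage (40.2% rising, from 51.9%) and the interaction (60.7% higher, from 44.7%). The TMM factors that this scaling leaves out differ between the groups: over all 30 libraries they ran from 1.059 to 1.071 in NCCs at PN2, from 0.9967 to 1.018 at PN4 and from 0.9465 to 0.9668 in XF-iMSCs from PN2.

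PC1 held 69.85% of the variance with CPM without log, 63.0% with the 500 most variable genes, 86.3% with libraries as variables and 95.4% without centring, and PC2 held 12.1%, 6.85% and 2.31% with CPM without log, libraries as variables and no centring. Over the 30 fits that each left out one library, PC1 ran from 49.5% to 50.6%. With a prior count of 0.5 the distances were 1.30 for CD271 high cells to PN0, 0.8505 for PN0 to PN2, 1.01 for PN2 to PN4, 0.65 for PN4 to PN7, 1.445 for NCCs at PN4 to XF-iMSCs from PN4, 0.81 for XF-iMSCs from PN2 to PN4 and 0.97 for those from PN4 to PN7. Without the filter on low counts they were 0.985, 0.636, 0.729, 0.501, 1.09, 0.622 and 0.737 in the same order. Leaving out one replicate gave 0.712 to 0.727 for PN0 to PN2. Among the NCC steps the order of the distances was the same with a prior count of 0.5 and without the filter. The distances of PN2 to PN4 (0.82) and of XF-iMSCs from PN4 to PN7 (0.83) were close, and their order changed with a prior count of 0.5 and in some of the fits that left out one replicate. The cause was not tested.

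Of 116 results for single genes, 102 kept their direction and their side of the threshold under every alternative. The other 14 changed under at least one, 6 to weaker, 7 to stronger and 3 to the opposite direction, some in more than one way. The slopes of *DLX2* (-0.0406), *TFAP2A* (-0.0624) and *ETS1* (-0.0379) reversed without PN0, none past the threshold in either fit, and the cause was not tested. The proliferation slope kept its sign, from -0.115 to -0.101 over the fits without one replicate. Depth limits what can be said of genes near the 3-count floor, such as *POU5F1* after PN0 and *CD44*.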

Differences from the paper's values

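The paper's PC1 share of variance is about 92% in Supplementary Fig. 4B, read by eye, and the value here was 49.9%. Among the alternatives set before the data were examined, CPM without log (69.85%), the 500 most variable genes (63.0%), libraries as variables (86.3%) and genes not centred (95.4%) came within 1.5 times the paper's value, and a prior count of 0.5 (49.3%) did not.

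The paper's PC2 share is about 3% in Supplementary Fig. 4B, read by eye, and the value here was 17.8%. Genes not centred (2.31%) closed the gap. CPM without log (12.1%), the 500 most variable genes (16.7%), libraries as variables (6.85%) and a prior count of 0.5 (17.2%) did not.

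In Supplementary Fig. 4B, NCCs at PN4 lie at the end of PC1 farthest from iPSCs. Here the group farthest from iPSCs on PC1 was XF-iMSCs from PN4, with a mean of 93.1, and NCCs at PN4 were at -0.524. The paper's text, on RT-qPCR, describes *NGFR* as nearly absent at passage 7, and in the transcriptome counts it was highest at PN7, at 459 CPM. The text places the peak of *TWIST* at passage 2 and that of *DLX1* at passage 7, by RT-qPCR. In the counts, *TWIST1* had its highest mean among the NCC groups at PN0, at 104 CPM, and *DLX1* at PN4, at 80.2 CPM with an SD of 26.7.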

Other observations

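In this part, the tests on *CD44*, on chromosomes and on cell cycle inhibitor genes were chosen after the result was seen.

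For the comparisons of 3 against 3 libraries (each step from iPSCs to PN7, and PN7 against CD271 high cells), 1 of the 4 splits that part as many same-numbered pairs gave as many changed genes, the real split itself, and for the 5 comparisons with XF-iMSCs 1 of 8 splits did. The other splits mix libraries of both groups. With so few splits the share cannot fall under 0.05, so these counts do not settle whether another grouping would do as well. For the slope on passage, 1 of 100 splits drawn gave as many genes as the 6003 found, the real one, and the largest of the others gave 1224.

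*CD44* had at most 12 counts in a library (1.96 CPM), and more than 3 counts in 4 of the 30 libraries. The paper reports the protein on XF-iMSCs from NCCs at passage 4 by flow cytometry, a measurement not analysed here, and in that group *CD44* was at 0.129 ± 0.163 CPM. An amplicon for *CD44* that gives no signal may explain the low counts, but the highest value of 1.96 CPM does not tell this apart from low RNA. Of the surface markers that the paper reports as negative by flow cytometry, *PTPRC* had no counts in any library, *HLA-DRA* had none in XF-iMSCs, and *CD34* was at 3.04 ± 1.255 CPM in XF-iMSCs from PN4 (SD, n = 4), against 21.1 ± 8.01 CPM in NCCs at PN4 (SD, n = 3). For RNA, the paper's discussion lists *CD34* among the genes that XF-iMSCs express, from a transcriptome figure whose values were not compared here.

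Genes that the paper measured by RT-qPCR had the following means (SD, n = 3). *RHOB* was at 208 ± 18.5 CPM in CD271 high cells, 393 ± 18.4 CPM at PN0 and 117 ± 19.3 CPM at PN7. *PAX3* was at 505 ± 23.3, 47.1 ± 6.65 and 167 ± 35.0 CPM, and *CDH6* at 1054 ± 19.3, 758.5 ± 58.4 and 79.4 ± 9.62 CPM in the same groups. *PAX6* had at most 4 counts in any library.

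Gene expression by chromosome was compared with PN0 over 8183 genes on 23 chromosomes, as the median log2 change per chromosome. The value farthest from 0 was 0.237, on chromosome 21 (74 genes) in XF-iMSCs from PN7, where a gain from 2 to 3 copies in every cell would give 0.585, and 3.93% of 10000 random gene lists of that size lay as far from 0. Among NCCs at PN2, PN4 and PN7 it was -0.0861. Gain of a whole chromosome in every cell is therefore unlikely by this test, but a gain in part of the cells is not excluded.

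The proliferation score fell with NCC passage, by a slope of -0.112 log2 units per passage (12 libraries, permutation test, two-sided, p = 1e-05, the smallest that the resamples can give). If the libraries of a passage are not independent cultures, only the order of the 4 passages can be permuted, which gives an exact permutation p of 0.0417, the smallest over the 24 orders. It rests on the order and spacing of 4 means that fall at every step, and does not settle whether the libraries are independent. A passage also cannot be told apart from the days on which it was handled. The cell cycle inhibitor genes *CDKN1A*, *CDKN2A* and *CDKN2B* all rose with passage, 3 of 3, with slopes of 0.59, 0.70 and 0.41 log2 units per passage (adjusted p of 2.2e-05, 6.06e-06 and 0.00333, edgeR). Whether this rise of cell cycle inhibitor genes with passage bears on the score is not shown, and other values point both ways. From PN2 to PN4 *CDKN2B* fell (log2 fold change -0.87, adjusted p = 0.0272, edgeR) and *CDKN1A* rose by 2.44 log2 units, while the score moved from 6.00 to 5.90. XF-iMSCs from PN4 had the lowest score, with at most 2 counts of *CDKN2A* in a library and with *CDKN1A* at 282 ± 27.4 CPM, against 474 ± 73.7 CPM in NCCs at PN4 and 588 ± 63.1 CPM at PN7. Among the XF-iMSC groups, however, *CDKN1A* was highest in those from PN4, with 175 ± 2.06 CPM in those from PN2 and 240 ± 23.4 CPM in those from PN7. The mean score was 3.67 in XF-iMSCs from PN4, 4.91 in those from PN2 and 4.65 in those from PN7.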
